# PRC2-EZH1 contributes to circadian gene expression by orchestrating chromatin states and RNA polymerase II complex stability

**DOI:** 10.1038/s44318-024-00267-2

**Published:** 2024-10-21

**Authors:** Peng Liu, Seba Nadeef, Maged F Serag, Andreu Paytuví-Gallart, Maram Abadi, Francesco Della Valle, Santiago Radío, Xènia Roda, Jaïr Dilmé Capó, Sabir Adroub, Nadine Hosny El Said, Bodor Fallatah, Mirko Celii, Gian Marco Messa, Mengge Wang, Mo Li, Paola Tognini, Lorena Aguilar-Arnal, Satoshi Habuchi, Selma Masri, Paolo Sassone-Corsi, Valerio Orlando

**Keywords:** Circadian Rhythm, EZH1, H3K27me3, Transcription, Chromatin, Transcription & Genomics

## Abstract

Circadian rhythmicity of gene expression is a conserved feature of cell physiology. This involves fine-tuning between transcriptional and post-transcriptional mechanisms and strongly depends on the metabolic state of the cell. Together these processes guarantee an adaptive plasticity of tissue-specific genetic programs. However, it is unclear how the epigenome and RNA Pol II rhythmicity are integrated. Here we show that the PcG protein EZH1 has a gateway bridging function in postmitotic skeletal muscle cells. On the one hand, the circadian clock master regulator BMAL1 directly controls oscillatory behavior and periodic assembly of core components of the PRC2–EZH1 complex. On the other hand, EZH1 is essential for circadian gene expression at alternate Zeitgeber times, through stabilization of RNA Polymerase II preinitiation complexes, thereby controlling nascent transcription. Collectively, our data show that PRC2–EZH1 regulates circadian transcription both negatively and positively by modulating chromatin states and basal transcription complex stability.

## Synopsis

Both the epigenomic landscape and RNA Pol II activity are key determinants of transcriptional rhythmicity. This study shows that EZH1, through the cyclic alternation of interaction partners, modulates circadian transcription by influencing chromatin states and RNA Pol II complex stability.

- Reciprocal regulation between the core clock machinery and the PRC2-EZH1 complex drives the cyclic expression of PRC2-EZH1 components.
- EED shuttling facilitates the circadian assembly of the repressive PRC2-EZH1 complex.
- EZH1 is crucial for stabilizing the RNA Pol II preinitiation complex and for supporting transcription at specific phases.

## Abstract (web summary)

The Polycomb protein EZH1 is regulated by the circadian clock master regulator BMAL1 and influences rhythmic transcription by modulating RNA Pol II preinitiation complex assembly.

## Introduction

Circadian rhythms encompass a variety of behavioral, physiological, and metabolic functions in complex organisms. These rhythms are largely controlled by the circadian clock, an endogenous, time-keeping molecular machinery that regulates multiple metabolic and physiological functions (Reinke and Asher, 2019; Schibler and Sassone-Corsi, 2002). In mammals, the organization of the molecular circadian oscillator relies on well-defined transcriptional-translational feedback loops (TTFLs), composed of several clock genes (Takahashi, 2017). The transcriptional activators CLOCK and BMAL1 form a heterodimer and direct the expression of numerous clock-controlled genes (CCGs) through binding to their E-box motif. Among the CCGs, the repressors period (PER) and cryptochrome (CRY) are encoded and accumulate. Following their accumulation, PER and CRY proteins interact with each other and translocate into the nucleus, where they associate with the CLOCK: BMAL1 complex and suppress its transcriptional activity (Chiou et al, 2016; Kume et al, 1999; Sato et al, 2006). Two families of nuclear receptors, nuclear receptor subfamily 1 group D member 1/2 (NR1D1/2), also known as Rev-Erb alpha/beta (REV-ERBα/β), and RAR-related orphan receptors (RORs), are also direct targets of CLOCK: BMAL1. Those nuclear receptors function to stabilize the core loop through competitively binding to ROR/REV-ERB-response elements (RORE) and as a result antagonistically regulate *Bmal1* expression (Akashi and Takumi, 2005; Preitner et al, 2002; Sato et al, 2004). These interlocking transcriptional feedback loops work together to orchestrate circadian transcription (Patke et al, 2020b).

Circadian transcriptional programs are accompanied by dynamic changes in chromatin modifications, the epigenetic landscape (Etchegaray et al, 2003; Katada and Sassone-Corsi, 2010; Koike et al, 2012; Valekunja et al, 2013; Vollmers et al, 2012), and RNA Polymerase II (RNAPII) occupancy (Koike et al, 2012; Le Martelot et al, 2012). Moreover, clock machinery associates with diverse chromatin modifiers and remodelers which govern the circadian chromatin epigenome landscape to support rhythmic transcription (DiTacchio et al, 2011; Etchegaray et al, 2003; Kim et al, 2014a; Nakahata et al, 2008; Nam et al, 2014; You et al, 2013). Although the temporal coordination between RNAPII and multiple activation histone marks like H3K4me3, H3K27ac, and H3K36me3 have been extensively studied (Koike et al, 2012), contributions from repressive histone modifications H3K27me3 and PRC2 in the regulation of circadian transcription has not been fully explored. Polycomb group (PcG) proteins are a family of proteins that maintain cell identity during development by conveying a repressed state of target genes through histone H3K27me3 (Blackledge and Klose, 2021; Kim and Kingston, 2022; Lanzuolo and Orlando, 2012; Schuettengruber et al, 2017; Yu et al, 2019). Polycomb repressive complex 2 (PRC2) contains H3K27me3-specific histone methyl transferase (HMT) activity and is present in mammals in two forms: PRC2-EZH2, which is prevalent in cycling cells, and PRC2–EZH1, which replaces EZH2 in somatic postmitotic cells (Margueron et al, 2008; Shen et al, 2008). At the transcriptional level, *Ezh2* and *Ezh1* are oppositely expressed during development; *Ezh2* is highly expressed in proliferating cells but barely detectable in adult tissues, whereas *Ezh1* is expressed mainly in postmitotic tissues (Caretti et al, 2004; Ezhkova et al, 2009; Margueron et al, 2008; Shen et al, 2008; Su et al, 2005). A role for EZH2 in regulating the mammalian molecular clock was reported in different contexts (Etchegaray et al, 2006; Zhong et al, 2018). An additional report revealed that the CLOCK–BMAL1 complex is required for EZH2 recruitment, leading to the trimethylation of H3K27 at targeted genes of chemokine expression in monocytes, thereby inhibiting their transcription (Nguyen et al, 2013). However, the overall effects on gene expression remained contradictory, suggesting the intricate nature of PRC2 and circadian transcription, especially in postmitotic tissues (Etchegaray et al, 2006; Zhong et al, 2018).

The regulation and function of EZH1 are distinct from that of EZH2. We previously reported a novel mechanism in which a cytoplasmic short isoform of EZH1 (EZH1β) modulates shuttling of Embryonic Ectoderm Development (EED) into the nucleus, facilitating adaptive and reversible PRC2–EZH1α complex assembly and H3K27me3 deposition in response to oxidative stress (Bodega et al, 2017). Moreover, EZH1 was also reported to exert activating functions during the differentiation of skeletal muscle cells, either through mediating RNA Pol II elongation or MyoD recruitment (Mousavi et al, 2012; Stojic et al, 2011). The activation mechanism of EZH1 potentially involves an EZH1-SUZ12 subcomplex that does not contain EED. This subcomplex has the ability to bind to active chromatin and positively regulate transcription (Su et al, 2016; Xu et al, 2015). EZH1’s activation is implicated in the initial release of RNAPII pausing, instead of H3K27me3 removal, which activates bivalent genes (Chen et al, 2020). In addition, EZH1 plays a role in maintaining gene expression of the Notch signaling pathway in muscle stem cells (Feng et al, 2023). Collectively, these studies confirm a primary positive regulatory role of EZH1 in transcriptional regulation. However, the mechanistic impact on RNA Pol II and the coordination with canonical silencing function in homeostatic conditions remain to be elucidated.

Research on circadian rhythm in skeletal muscle has revealed that the circadian clock influences various aspects of skeletal muscle physiology, metabolism, and gene expression (Dyar et al, 2014; Dyar et al, 2018; Jordan et al, 2017; Perrin et al, 2018). However, the question remains regarding whether and how the rhythmic activity of RNA Pol II in skeletal muscle is regulated. In this study, we present evidence supporting the involvement of PRC2–EZH1 as a novel regulator of the intrinsic clock. Our findings reveal that EZH1 plays a dual role in chromatin modification and transcription machinery, being cyclically associated with both PRC2 components and RNA Pol II machinery. Interestingly, the two interactions exhibited distinct rhythmic patterns with different peak phases. Furthermore, we identified that the shuttling of EED is synchronized with the assembly of the PRC2–EZH1 complex and the deposition of H3K27me3 in a circadian pattern. In addition, we discovered that EZH1 is a crucial positive player in maintaining the integrity of the RNA Pol II preinitiation complex. Taken together, this study sheds light on the intricate orchestration of transcriptional rhythmicity between epigenome dynamics and RNA Pol II intrinsic regulation, revealing EZH1 as a key player in the formation of respective complexes at different phases, thereby contributing to circadian gene expression regulation.

## Results

### EZH1 expression is rhythmic in skeletal muscle tissue and synchronized C2C12 myotubes

In order to investigate whether EZH1 might be involved in skeletal muscle peripheral clock regulation, we first examined the temporal expression of *Ezh1* in mouse skeletal muscle tissue. Mice were sacrificed every 4 h over a 24-h period, which was followed by RNA and protein extraction. As shown, both *Ezh1α* and *Ezh1β* exhibited significant oscillations, along with circadian transcriptional regulators such as *Bmal1* and *Per1* (Fig. 1A) and other clock genes such as *Per2*, *Cry1, Dbp*, and *Rev-erbα* (Appendix Fig. S1A). Interestingly, *Ezh1α* and *Ezh1β* expression follows a similar circadian pattern to *Per1* and is in anti-phase with *Bmal1* (Fig. 1A). At the protein level, EZH1α accumulated in a circadian pattern, with maximal and minimal levels phase around *zeitgeber* time (ZT) ZT4 and ZT12, respectively. Intriguingly, EZH1β protein exhibited a 12-h rhythm, which has been previously involved in coordinating metabolic and stress rhythms (Zhu et al, 2017). In addition, circadian changes in BMAL1 and PER1 protein levels were uncovered in skeletal muscle (Fig. 1B,C). The discrepancy of rhythmicity between *Ezh1* transcripts and EZH1 proteins might implicate additional post-transcriptional and post-translational mechanisms. In addition to skeletal muscle tissue, we also utilized horse serum-synchronized mouse skeletal muscle C2C12 cells (Peek et al, 2015) to examine oscillation of *Ezh1*. Synchronized cells were collected at the late myotube stage after changing the differentiation medium for 4 days, a more physiological stage recapitulating features of intact muscle (Yaffe and Saxel, 1977). Successful synchronization of C2C12 was validated by measuring *Bmal1* and *Per1* circadian transcription levels (Fig. 1D) together with other core clock genes (Appendix Fig. S1b). Consistent with the findings in skeletal muscle tissue, EZH1 displayed a significant circadian pattern at the mRNA and protein level in synchronized cells (Fig. 1D–F). Finally, we measured H3K27me3 at various time points. Interestingly, we did not observe any significant circadian variations in H3K27m3 global levels, either skeletal muscle or synchronized C2C12 myotube cells. (Appendix Fig. S1C–F). Taken together, our results demonstrate that *Ezh1* displays an oscillatory profile in anti-phase with *Bmal1*, both in vivo and in vitro, suggesting a potential role for EZH1 in muscle clock regulation.

**Figure 1:**
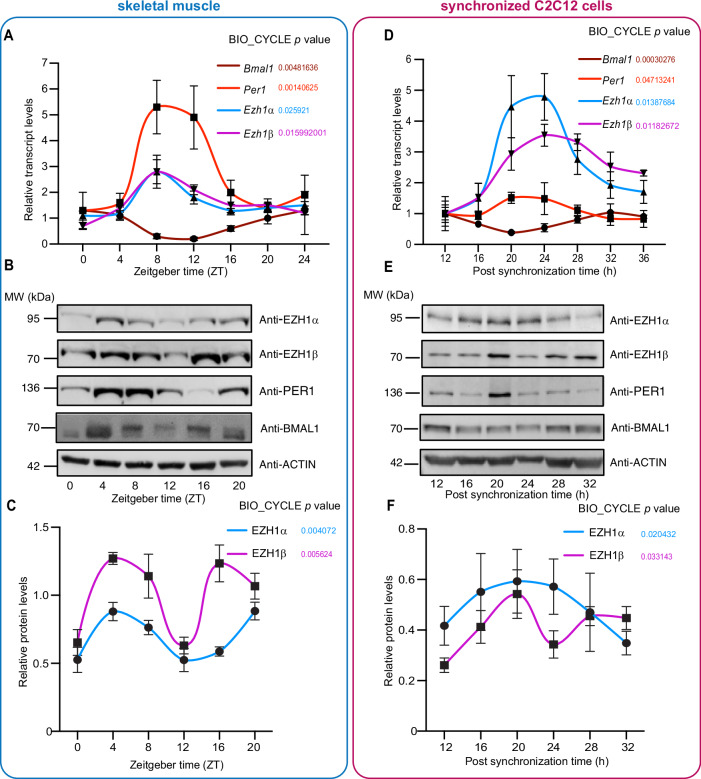
Circadian profile of both *Ezh1* and EZH1 in skeletal muscle tissue and synchronized C2C12. (**A**) Mice were sacrificed at 4-hour intervals. Circadian expression of *Ezh1α* and *Ezh1β* mRNA along with clock genes *Bmal1* and *Per1* from mice gastrocnemius muscle tissue was analyzed by qPCR using specific oligos (*n* = 5 per time point). Error bars represent ± SEM from five independent experiments. (**B**) Rhythmic protein levels of EZH1α, ΕΖΗ1β, BMAL1, and PER1 in mouse gastrocnemius muscle tissue was analyzed by immunoblotting. Three independent experiments were performed, and representative data was shown. ACTIN was used as an internal control. (**C**) Quantitative analysis of protein abundance of EZH1α and ΕΖΗ1β shown in (**B**), respectively, in skeletal muscle tissue. Error bars represent ± SEM from three independent experiments. (**D**) C2C12 myotube cells at day 4 were synchronized with 50% horse serum and collected every 4 h. Rhythmic expression of *Ezh1α*, *Ezh1β, Bmal1*, and *Per1* transcripts from synchronized C2C12 was analyzed by quantitative real-time PCR using specific oligos (*n* = 3 per time point). Error bars represent ± SEM from three independent experiments. (**E**) Rhythmic protein expression of EZH1α, ΕΖΗ1β, BMAL1, and PER1 from synchronized C2C12 at indicated time points were analyzed by immunoblotting. Three independent experiments were performed, and representative data was shown. ACTIN was used as an internal control. (**F**) Quantification of protein abundance of EZH1α, ΕΖΗ1β, and PER1 shown in (**E**), respectively. Error bars represent ± SEM from three independent experiments. Circadian *P* values indicated from (**A**) to (**F**) represent rhythmic transcripts or proteins using the nonparametric test Bio-cycle, where *P* < 0.05 is considered statistically significant, incorporating a window of 24 h (muscle tissue) and 32 h (C2C12). Source data are available online for this figure.

### Reciprocal regulation between PcG complex and core clock machinery

As previously reported (Bass and Lazar, 2016), the clock components CLOCK and BMAL1 are known to be involved in regulating rhythmic gene expression. We thus wondered whether *Ezh1* circadian oscillation is BMAL1-dependent. We investigated the oscillatory profile of *Ezh1α* in *Bmal1*-depleted C2C12 cells treated by different siRNAs targeting *Bmal1* (Appendix Fig. S2A,B). Similarly, to what we saw in wild-type C2C12, *Ezh1α* showed a significant oscillation profile; however, both circadian phase pattern and amplitude were significantly disturbed in the absence of *Bmal1* (Fig. 2A; Appendix Fig. S2C–E). Not only *Ezh1*, rhythmicity and amplitude of *Suz12* and *Eed*, another two core components of PRC2–EZH1 complex, were also compromised due to *Bmal1* deficiency (Fig. 2A). To explore whether BMAL1-dependent *Ezh1* circadian oscillation is conserved in other cell-autonomous systems, a similar experiment was performed using Mouse Embryonic Fibroblasts (MEFs) derived from *Bmal1(−/−)* and *Clock(−/−*) deficient mice. Interestingly, the cyclic transcription profile of *Ezh1α* was also significantly compromised in synchronized *Clock(−/−)* and *Bmal1*(−/−) MEF cells alongside different circadian time points (Appendix Fig. S2F,G). These findings collectively demonstrate the ubiquitous role of BMAL1 as a positive regulator for the circadian expression of PRC2–EZH1 core components.

**Figure 2:**
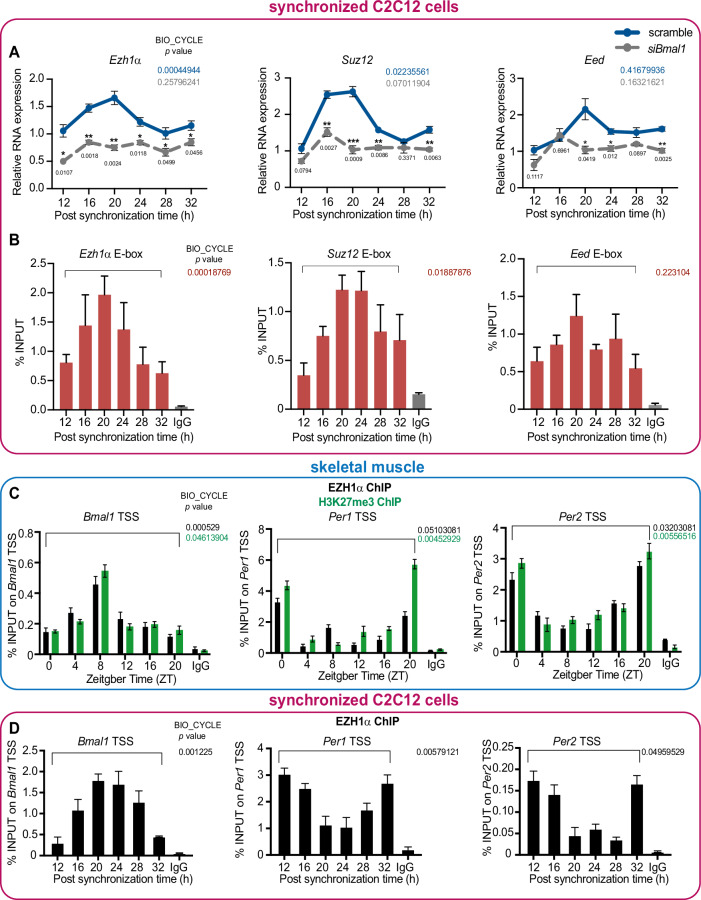
Reciprocal regulation between PRC2–EZH1 complex and core clock components. (**A**) Oscillatory profile of *Ezh1α, Suz12*, and *Eed* transcripts in scramble and *Bmal1* siRNA (#1) knockdown C2C12 was analyzed by RT-qPCR using specific oligos (*n* = 3 per time point). Error bars represent ± SEM from three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; by two-tailed *t* test. (**B**) ChIP of BMAL1 at predictive E-box region around *Ezh1, Suz12*, and *Eed*. ChIP was performed using cross-linked chromatin from synchronized C2C12 myotube cells at day 4and quantified by qPCR (*n* = 3 per time point). IgG represents ChIP experiment performed with an isotype-matched control immunoglobulin (normal rabbit IgG) to BMAL1. (**C**) ChIP experiment of EZH1α and H3K27me3 at transcription start site (TSS) of *Bmal1*(left panel), *Per1* (middle panel), and *Per2* (right panel) was performed using cross-linked chromatin from gastrocnemius muscle tissue. Immunoprecipitated DNA was quantified by qPCR at the indicated zeitgeber times (ZT, hours after lights on) (*n* = 3 per time point). (**D**) ChIP experiment of EZH1α at transcription start site (TSS) of *Bmal1* (left panel), *Per1* (middle panel), and *Per2* (right panel) was performed using cross-linked chromatin from wild-type synchronized C2C12 myotubes. Immunoprecipitated chromatin was quantified by qPCR at the indicated different time points after horse serum shock (*n* = 3 per time point). Error bars represent ± SEM from three independent experiments. Circadian *P* values within each panel indicate statistical significance of rhythmicity of transcripts expression or occupancy profile using the nonparametric test Bio-cycle, where *P* < 0.05 consider statistically significant, incorporating a window of 24 h (muscle tissue) and 32 h (C2C12). Source data are available online for this figure.

Then, we sought to investigate whether BMAL1 regulates circadian oscillation of *Ezh1α* through direct association with the E-box of PRC2 components. Chromatin immunoprecipitation (ChIP) was performed using BMAL1 antibody to assess its occupancy on E-boxes, which were predicted using Genomatix software suite V3.10 Matlnspector, around transcriptional start site (TSS) of PRC2–EZH1 complex components: *Ezh1α, SUZ12*, and *EED*. ChIP-qPCR results showed significant circadian binding of BMAL1 at E-boxes of *Ezh1* and *Suz12*, which could explain their rhythmic transcriptional pattern (Fig. 2B). Collectively, we conclude that BMAL1 positively and directly modulates the oscillatory expression profile of core components of PRC2–EZH1 in mouse skeletal muscle tissue and in synchronized C2C12 cells.

Given that the peak of EZH1 protein levels coincides with the lowest *Bmal1* mRNA levels (ZT8) (Fig. 1B,C), we hypothesized a role of EZH1 in the regulation of core clock transcript expression. In particular, we tested whether EZH1α, the nuclear isoform associated with chromatin could directly bind the promoter region of core clock genes. Chromatin immunoprecipitation (ChIP) of EZH1α was performed using skeletal muscle tissue alongside the circadian cycle. Precisely, EZH1α displayed significant circadian enrichment at the TSS regions of *Bmal1, Per1*, and *Per2* (Fig. 2C). However, no significant circadian occupancy of EZH1 around TSS regions of *Cry1*, *Dbp* and *Rev-erbα* (Appendix Fig. S3A–C) was found. These data suggest functional and target specificity in terms of circadian occupancy of EZH1α. In addition, we performed ChIP-qPCR assay to measure EZH1α oscillational binding around genomic loci of *Bmal1*, *Per1*, and *Per2* in synchronized C2C12 cells. Similar findings were observed and demonstrated that EZH1α exhibits oscillatory occupancy around TSS region of *Bmal1*, *Per1*, and *Per2* in cell-autonomous system (Fig. 2D). In order to validate the specificity of EZH1 binding, we assessed the EZH1α intensity surrounding the transcription start site (TSS) loci of *Hoxd10* and *Neurog1*, which are well-established canonical PcG targets. We discovered strong and specific enrichment of EZH1α around *Hoxd10* and *Neurog1* loci. However, we did not observe any significant circadian pattern around the TSS regions of *Hoxd10* and *Neurog1* in conjunction with *Rev-erbα*. (Appendix Fig. S3D–F). Taken together, these results indicate a strong association between EZH1α and clock regulation, possibly mediated by rhythmic H3K27me3 modification status. Indeed, H3K27me3 ChIP-qPCR assay demonstrated that oscillatory occupancy of EZH1 exhibits high correlation with H3K27me3 circadian deposition profile around the same genomic loci (Fig. 2C).

### Integrated mode of EZH1α in the regulation of circadian transcription

To further investigate whether circadian enrichment of EZH1α on the promoters of core clock genes is required for cyclic H3K27me3 deposition levels on core clock genomic loci, stable C2C12 cell lines (*shEzh1*) with impaired EZH1 function were constructed using specific shRNA targeting the region shared with both *Ezh1α* and *Ezh1β*. To exclude off-target effects of shRNA technology, we further generated another cell line (*shEzh1*^EZH1α^) through ectopic expression of *Ezh1* siRNA-resistant EZH1α in the background of *shEzh1* knockdown cell line. Another study has employed a similar strategy and demonstrated that this rescue approach effectively eliminates the off-target effects associated with shRNA technology (Vo et al, 2018). Knockdown efficiency was confirmed by measuring *Ezh1* transcript and EZH1 protein level in wild-type (WT), knockdown (*shEzh1*) and *shEzh1*^EZH1α^ genetic backgrounds (Appendix Fig. S4A,B). As the core catalytic enzyme of PRC2–EZH1 complex, we firstly checked EZH1 mediated H3K27me3 levels around *Bmal1*, *Per1,* and *Per2* genomic loci during the circadian cycle. The rhythmic pattern of H3K27me3 deposition around those loci in WT background was significantly diminished upon *Ezh1* depletion, which further was partially recovered in the *shEzh1*^EZH1α^ condition (Fig. 3A). Given the well-established concept that H3K27me3 is a repressive histone mark for transcription (Yu et al, 2019), we then tried to determine to what extent EZH1 can affect the circadian expression of *Bmal1*, *Per1*, and *Per2*. Surprisingly, compared with the WT background, expression of *Bmal1*, *Per1*, and *Per2* was highly reduced upon the depletion of *Ezh1*, and largely restored in *shEzh1*^EZH1α^ condition (Fig. 3B). H3K27me3 reduction status in *Ezh1* knockdown background (Fig. 3A) could not explain the reduced expression pattern (Fig. 3B). EZH1 could instead impact RNA Pol II function as a positive regulator (Mousavi et al, 2012). Indeed, RNA Pol II recruitment and activity exhibit time-dependent regulation to accompany genome-wide circadian gene transcription (Koike et al, 2012; Le Martelot et al, 2012). Thus, we examined whether the dampened expression of core clock gene expression in the *Ezh1* knockdown background was due to the compromised RNA Pol II temporal dynamics. As described, serine 5 phosphorylation (S5P) and serine 2 phosphorylation (S2P) of the C-terminal domain (CTD) of RNA Pol II are recognized as the initiation and elongation forms of RNA Pol II, respectively (Mousavi et al, 2012). We asked whether EZH1 has a role in the modulation of RNA Pol II occupancy profile around core clock genes loci. We then performed ChIP-qPCR with RNA Pol II antibodies specific for S5P and S2P to check the RNA Pol II initiation and elongation forms and circadian status around *Bmal1*, *Per1*, and *Per2* genomic loci during the circadian cycle. ChIP-qPCR assay showed that both RNA Pol II S5P and S2P forms exhibit oscillatory profile at the TSS and gene body region of *Bmal1*, *Per1*, and *Per2* loci. In the absence of EZH1, the circadian occupancy profile of both forms was impaired in *shEzh1* and re-established in *Ezh1* rescue experiments (Appendix Fig. S4C,D). Taken together, both H3K27me3 circadian deposition pattern and oscillatory occupancy of RNA Pol II were dampened in *Ezh1* knockdown condition, indicating the integrated nature of regulation of H3K27me3 status and RNA Pol II processivity, where temporal RNA Pol II dynamics appears to play a specific and more relevant role in orchestrating circadian transcriptional program of *Bmal1*, *Per1*, and *Per2* genes. Earlier study has revealed the simultaneous presence of H3K4me3 and EZH1α (Mousavi et al, 2012). Thus, we also checked the state of H3K4me3 around the same loci of *Bmal1*, *Per1*, and *Per2* genes. Through ChIP-qPCR analysis, we observed an increase in the H3K4me3 signal upon EZH1 depletion. This finding suggests a coordinated interplay between H3K27me3 and H3K4me3 in the regulation of expression of *Bmal1*, *Per1*, and *Per2* (Appendix Fig. S5).

**Figure 3:**
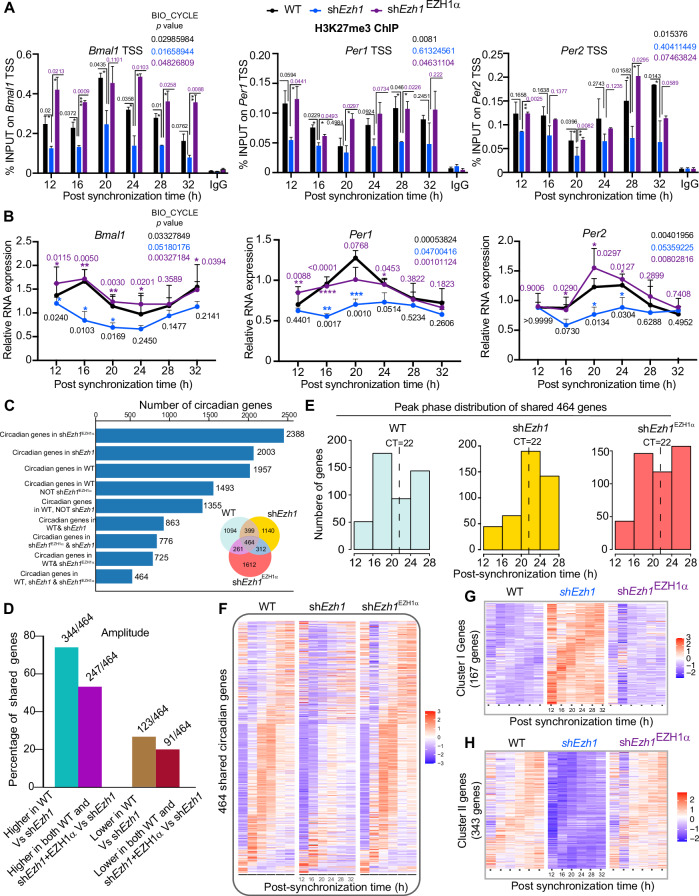
Integrated mode of EZH1α in the regulation of circadian transcription at a genome-wide scale. (**A**) ChIP experiment of H3K27me3 at transcription start site (TSS) of *Bmal1*(left panel), *Per1* (middle panel), and *Per2* (right panel) was performed using cross-linked chromatin from wild-type (WT), sh*Ezh1* and sh*Ezh1*^EZH1α^ synchronized C2C12 myotubes at day 4. Immunoprecipitated DNA was quantified by qPCR at the indicated different time points after 50% horse serum synchronization (*n* = 3 per time point). Error bars represent ± SEM from three independent experiments. IgG represents ChIP experiment performed with an isotype-matched control immunoglobulin (normal rabbit IgG) to EZH1α or H3K27me3. *P < 0.05; **P < 0.01; ***P < 0.001; by two-tailed *t* test. (**B**) Expression of core clock component genes *Bmal1* (left panel), *Per1* (middle panel), and *Per2* (right panel) were measured by quantitative real-time PCR using specific primers (*n* = 3 independent biological experiments per time point) in synchronized WT, *shEZH1* and *shEZH1*^*Ezh1α*^ cells. Error bars represent ± SEM from three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; by two-tailed *t* test. Circadian *P* values within (**A**, **B**) Represent rhythmic transcripts using the nonparametric test Bio-cycle, where *P* < 0.05 consider statistically significant, incorporating a window of 32 h (C2C12). (**C**) Venn diagram represents circadian transcripts in WT, sh*Ezh1*, and sh*Ezh1*^EZH1α^ conditions. Bar plot shows the number of circadian genes within specifically defined condition. (**D**–**F**) Amplitude (**D**), peak phase (**E**), and heatmap (**F**) analyses of shared transcripts with the oscillatory profile in WT, sh*Ezh1*, and sh*Ezh1*^EZH1α^ conditions. (**G**, **H**) Heatmap of circadian transcripts under WT condition, disturbed in sh*Ezh1* and partially restored in sh*Ezh1*^EZH1α^ condition (*n* = 3, JTK_cycle, *P* < 0.05). Cluster I and II genes correspond to circadian genes in the wild-ty*p*e (WT) samples, exhibiting either upregulation (**G**) or downregulation (**H**) in expression across all time points when compared to both WT and sh*Ezh1* samples. The statistical analysis in (**G**, **H**) were performed using DESeq2 as described in the “Methods” section. Source data are available online for this figure.

To verify the integrated function of EZH1α-dependent transcriptional rhythmicity at the genome-wide scale, total RNAs from WT, *shEzh1*, and *shEzh1*^EZH1α^ backgrounds were extracted for transcriptome analyses during a circadian cycle. Transcripts showing circadian rhythmicity were identified using the JTK_CYCLE algorithm for the determination of diurnal periodicity (Hughes et al, 2010). Out of total 2218 circadian transcripts identified in WT cells; rhythms of 1355 transcripts were impaired in the *shEzh1* condition (Fig. 3C). Intriguingly, expression of siRNA-resistant EZH1α in the *Ezh1* knockdown cell line could restore the circadian rhythm of 261 targets out of 1355 genes, hinting the importance of relative temporal stoichiometry of EZH1 pacing circadian rhythm of cyclic genes (Fig. 3C) (Bodega et al, 2017; Xu et al, 2015). We detected 464 genes exhibiting circadian expression among all three conditions. Amplitude analysis of common 464 circadian genes across all conditions showed that EZH1 positively impacts the amplitude of 344 (74%) common oscillating genes in synchronized C2C12 WT cells (Fig. 3D). Conversely, the amplitude of 123 (26%) common circadian genes was negatively regulated by EZH1 (Fig. 3D). Of note, both increased (247 out of 344) and decreased (91/123) amplitude of common circadian genes due to depletion of *Ezh1* could be efficiently restored when EZH1α was introduced back into sh*Ezh1* knockdown background (Fig. 3D). Moreover, peak phase and heatmap analyses of common circadian genes revealed similar peak phase distribution in both WT and *shEzh1*^EZH1α^ (Fig. 3E,F), while in sh*Ezh1* knockdown, peak phase of common circadian genes redistributed with the main peak around 22 h after synchronization (Fig. 3E,F). Concomitantly, the peak phase and rhythmicity of unique oscillating genes in specific conditions exhibit unique profiles (Appendix Fig. S6). To further assess the function of EZH1 in the modulation of expression of oscillating genes as an activator or repressor, we identified two different sets of circadian genes whose expression was either upregulated or downregulated at all time points in the knockdown condition. We defined classes of upregulated or downregulated transcripts as cluster I and cluster II gene set, respectively (Fig. 3G,H; Dataset EV2). Cluster I gene set contains 167 genes, which correlate with the repressive function of EZH1 (Fig. 3G), and a total of 313 genes in cluster II gene set, indicating activation function of EZH1 (Fig. 3H). Collectively, these data demonstrate the integrated role of EZH1 in regulation of circadian gene expression at a genome-wide scale, particularly through modulating the amplitude of circadian genes.

### Repressive role of EZH1α in the regulation of circadian transcription requires temporal assembly of PRC2–EZH1 complex

The cluster I gene set, identified through total RNA-seq analysis, suggests a potential repressive function of EZH1α (Fig. 3G). Stoichiometry of Polycomb complex components is crucial for PcG repressive function (Bodega et al, 2017). Thus, we hypothesized that the assembly of PRC2–EZH1 components may also undergo rhythmic regulation during circadian cycle. To assess the rhythmic interaction pattern among PRC2–EZH1 components, we performed immunoprecipitation coupled with quantitative mass spectrometry analyses (IP-qMS) using C2C12 stable cell line expressing EZH1α-Flag-HA chimeric proteins (Liu et al, 2019). Our IP-qMS assay identified all previously well-defined PRC2–EZH1 components (Xu et al, 2015), including SUZ12, EED, JARID2 etc. In support of our hypothesis, both core components and accessory proteins were found to be associated with EZH1α in a rhythmic pattern (Fig. 4A–C; Dataset EV3). More intriguingly, this interaction displayed the highest peak at 24–28 h period, where protein levels of EZH1α also reached the highest peak (Fig. 1E,F). Those data hinted that more complicated signals and mechanisms are required to maintain this temporal assembly behavior, possibly through the previously described Ezh1β dependent EED cytoplasm to nucleus shuttling (Bodega et al, 2017). Therefore, we examined dynamic EED association with chromatin fraction at different circadian time points using cell fractionation assay (Fig. 4D). By analyzing chromatin fraction at different time points, we found that the majority of EED bound aligns with the maximum stoichiometry value of PRC2–EZH1 complex (Fig. 4D,E). These data suggest that the distribution rate of EED between cytosol and chromatin fraction follows a dynamic temporal pattern. Interestingly, the association of SUZ12 with chromatin fraction exhibits no significant time-dependent pattern (Appendix Fig. S7). We further utilized immunostaining approach for quantitative measurement of EED distribution at different fractions during the circadian cycle. Consistent with cell fractionation assay, our immunostaining-based approach proved that EED levels in in postmitotic myotube nuclei reach the highest peak at the same time point of the maximum PRC2–EZH1 stoichiometry (Fig. 4F; Appendix Fig. S7). Hence, time-dependent shuttling of EED components may facilitate cyclic assembly of PcG complex in order to orchestrate rhythmicity of H3K27me3 deposition around Polycomb direct targets and drive their circadian expression pattern in postmitotic skeletal muscle.

**Figure 4:**
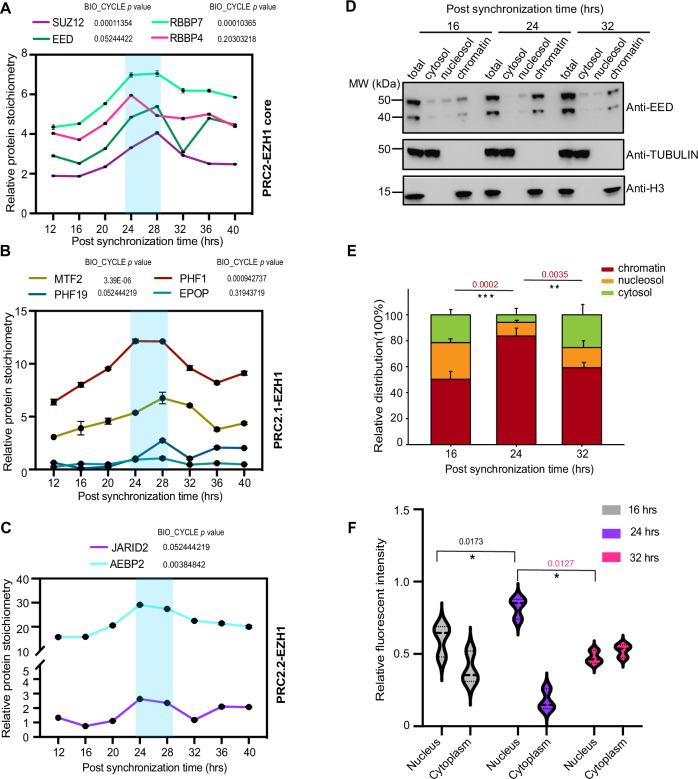
Shuttling of EED facilitates PRC2–EZH1α complex assembly. (**A**) Immunoprecipitation coupled with label-free quantitative mass spectrometry analysis indicating circadian interaction between EZH1α and core polycomb components: SUZ12, EED, RBBP4/7. (**B**, **C**) Immunoprecipitation coupled with label-free quantitative mass spectrometry analysis indicating circadian interaction between EZH1α and two major polycomb subcomplexes: PRC2.1-EZH1 (**B**) and PRC2.2-EZH1 (**C**), which contains distinct subunits at indicated circadian time points (*n* = 3 independent biological experiments). Relative stoichiometry intensity of EZH1α-HA from each time point has been normalized. Error bars represent ± SEM from three independent experiments. (**D**) Representative immunoblot analysis of EED distribution in the cytosol, nucleosol and chromatin-bound fractions at indicated circadian time points in wild-type C2C12 myotube cells at day 4. Tubulin or H3 was used as cytosol and chromatin fraction control, respectively. (**E**) Quantitative analyses of EED distribution as indicated condition in (**D**). (*n* = 3). Error bars represent ± SEM from three independent experiments. *P* value indicates the relative difference between chromatin-bound EED intensity. **P < 0.01; ***P < 0.001; by two-tailed *t* test. (**F**) Relative fluorescent intensity of EED inside nucleus and cytoplasm in myotube was calculated respectively. The Myotube region was defined through the MyHC staining signal. All quantitative analyses were analyzed using ImageJ software. A minimum of 100 nuclei inside the myotube were counted for statistical analysis. *P < 0.05; by two-tailed *t* test. Error bars represent ± SEM from three independent experiments. Circadian *P* values within each panel indicate statistical significance of rhythmicity of transcripts expression or occupancy profile using the nonparametric test Bio-cycle, where *P* < 0.05 consider statistically significant, incorporating a window of 32 h (C2C12). Source data are available online for this figure.

### EZH1 is crucial to maintain the rhythmicity of nascent transcripts

In addition to EZH1 function in repression of circadian genes, cluster II genes reflect the positive function of EZH1 in the regulation of another set of circadian genes globally (Fig. 3H). Previous reports indicated the interaction between EZH1 and RNA Pol II (Mousavi et al, 2012; Stojic et al, 2011). Here, through immunoprecipitation coupled with quantitative mass spectrometry (IP-qMS) analysis associated with EZH1α we also found members of the mediator complex and several other RNA Pol II machinery subunits (Appendix Fig. S8). Intriguingly, we found that the strongest interaction between RNA Pol II machinery-associated proteins and EZH1 occurs at around the time between 16 h and 20 h, which is distinct from PRC2–EZH1 assembly peak phase around 24 h (Appendix Fig. S8).

To further investigate the impact of EZH1α on RNA Pol II activity, we utilized TT-seq (Schwalb et al, 2016) analysis to track alterations in nascent RNA synthesis following *Ezh1* depletion. This analysis was conducted at three distinct time points after synchronization, including the peak time point at 16 h, which corresponds to the strongest interaction between EZH1 and the RNA Pol II machinery, as well as the canonical assembly of the PRC2–EZH1 complex at 24 h (Fig. 5A). More than eighty percent of uniquely mapped TT-seq reads are mapped to intronic regions at all biological samples, indicating high quality of TT-seq library (Appendix Fig. S9A). Further principal component analysis (PCA) shows a high degree of correlation between two biological replicates of each condition (Appendix Fig. S9B). Differential gene expression analysis revealed that the transcription process of majority nascent transcripts was attenuated due to depletion of *Ezh1* at all time points (Appendix Fig. S9C,D). Absolute fold changes of significantly altered genes exhibit remarkable differences when we compare sh*Ezh1* with WT or sh*Ezh1*^EZH1α^ condition (Fig. 5B). However, minor changes were observed when comparing the WT and sh*Ezh1*^EZH1α^ conditions at three time points, indicating that the majority of differentially affected genes’ expression levels could be restored to normal levels upon rescuing the function of EZH1α. (Fig. 5B–D). Next, to assess to what extent EZH1 affects nascent transcription state of circadian genes, we focused on the cluster II gene set, previously defined from total RNA-seq analysis (Fig. 3H). In agreement with mature RNA transcriptome analysis, metaplot and heatmap analyses show that nascent transcription profile of these circadian genes was perturbed in the absence of *Ezh1*, indicating the crucial role of EZH1 in the maintenance of amplitude robustness of these circadian genes (Fig. 5E). Of note, the rhythmicity of nascent transcripts could not fully be restored in sh*Ezh1*^EZH1α^ condition, indicating accurate dosage dependence of EZH1 in the modulation of circadian transcription activity (Fig. 5E).

**Figure 5:**
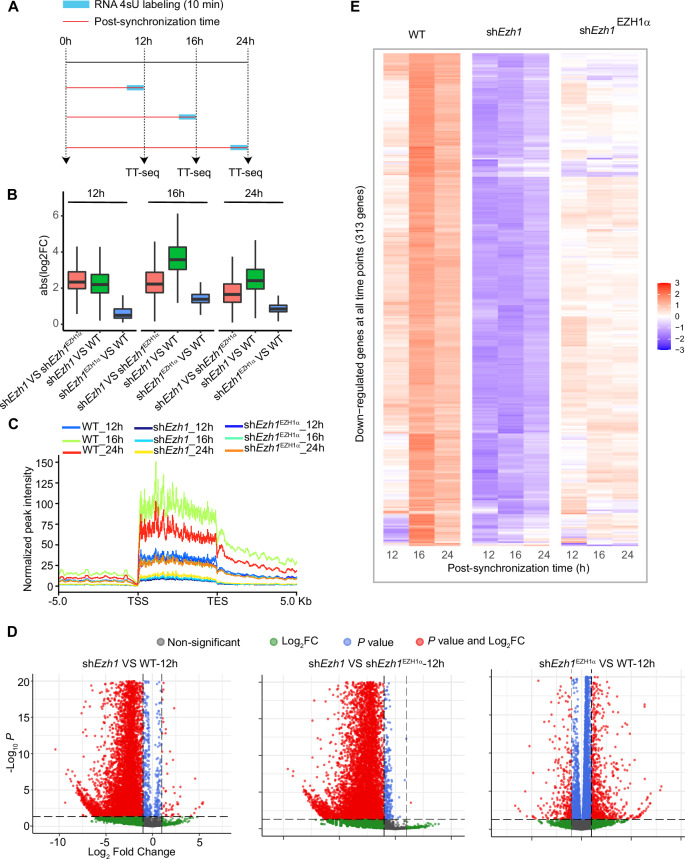
Global impairment of nascent transcription activity due to EZH1 depletion. (**A**) Experimental design illustrating TT-seq samples collection at indicated time points. (**B**) Absolute fold changes of significantly differential genes in comparison with indicated biological conditions at specific time point. *N* = 15,868, 16,582, 7282, 18,433, 16,685, 14,100, 16,584, 15,491, and 11,659 genes were analyzed in comparison with within indicated biological conditions and time points from left to right. Detailed minima, maxima, center, bounds of box and whiskers, and percentile value have been provided in Dataset EV8. (**C**) Metaplot analysis of normalized TT-seq read distribution at centered gene bodies of total RNA-seq cluster II genes in comparison with indicated conditions at different time points, spanned upstream/downstream +/− 5 kb. (**D**) Volcano plot representation of differential expression profile of nascent transcripts in comparison with different biological conditions at indicated post-synchronization time points. The statistical analysis in panel (**D**) was performed using DESeq2 as described in “Method” section. (**E**) Heatmap representing nascent transcriptome profile of total RNA-seq cluster I genes downregulated in *Ezh1* knockdown (sh*Ezh1*) condition in comparison with wild-type (WT) and rescue condition (sh*Ezh1*^EZH1α^) at indicated post-synchronization time points.

In order to further investigate whether the rescued phenotype was attributed to the constitutive expression of EZH1, we generated an additional inducible rescue cell line, sh*Ezh1*^TET-HA-EZH1α^ (Appendix Fig. S10A,B), and induced the expression of EZH1α-HA for 24 h prior to synchronization. Following synchronization, we performed TT-seq analysis at the peak phase, which corresponds to 16 h after synchronization when the interaction between EZH1α and the RNA Pol II machinery reaches its maximum level (Appendix Fig. S10C). In this experiment, both the transcript and protein levels of the exogenous EZH1α-HA were found to be similar to the endogenous counterpart (Appendix Fig. S10A,D). Notably, the TT-seq assay revealed that the expression of the majority of significantly altered genes observed in the sh*Ezh1* cells, as compared to the wild-type (WT) cells, was restored to normal levels upon transient induction of EZH1α-HA using doxycycline (Appendix Fig. S10E,F). This independent rescue experiment provides compelling evidence for the specific and primary role of EZH1 in transcriptional regulation. To further strengthen the evidence supporting the direct involvement of EZH1α in the regulation of circadian targets, we generated EZH1α ChIP-seq data at different time points using EZH1α tagged with the HA epitope. This analysis shows direct association of EZH1α with core clock genes *Bmal1*, *Per1*, and *Per2* (Appendix Fig. S11). Furthermore, to assess the transcriptional activity of these clock genes, TT-seq results clearly demonstrate that the nascent transcription of these clock genes is compromised upon EZH1α depletion. However, this can be partially restored by the reintroduction of inducible EZH1α (Appendix Fig. S12). Collectively, these data support the direct and specific role of EZH1α in modulating the nascent transcription process.

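C2C12 cells are a mouse myoblast line that fuses into myotubes, and here they were synchronized by a serum shock. HA-EZH1α chromatin was profiled at 12, 16, 20, 24, 28 and 32 h after synchronization with 3 biological replicates per time point, which gives 18 libraries. The authors trimmed the reads, aligned them to the mouse genome mm10 with BWA, removed duplicates and poorly mapped reads, and called peaks in each replicate with MACS2 at a q-value of 0.05. Each deposited list holds the position of every peak, its fold enrichment over the background that MACS2 models, and its q-value. The read depth of the libraries is not part of these lists, so the precision of any single peak is unknown, and the spread between the 3 replicates is the only error that can be given. Deposited input samples, 6 in number, carry no peak list and were not used here. HA-EZH1α lists held 2347 to 16365 peaks, with a median of 4654 and a median peak length of 480 bp. The mean number was 3560 ± 921 at 12 h, 5007 ± 336 at 16 h, 11766 ± 3998 at 20 h, 13411 ± 1395 at 24 h, 2491 ± 131 at 28 h and 3886 ± 834 at 32 h (SD, n = 3 each). The number therefore differed 5.38-fold between 24 h and 28 h, and every library at 24 h held more peaks than every library at 28 h (two-sided permutation test over the 6 time points, p = 2e-05, adjusted p = 4e-05). The position of the peaks changed as well. At 12 h, 68.1% of peaks lay within 1 kb of the TSS of an annotated gene, against 5.36% at 20 h and 4.23% at 24 h. A gene was called bound at a time point when peaks with a q-value under 0.01 lay within 3 kb of its TSS in all 3 replicates. By this rule 1856 genes were bound at 12 h, 1220 at 16 h, 391 at 20 h, 345 at 24 h, 590 at 28 h and 1753 at 32 h.

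**Figure D1:**
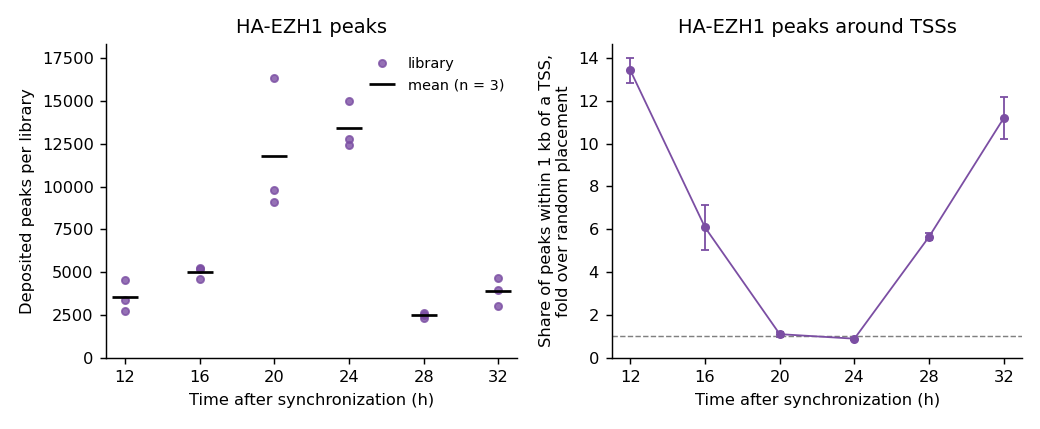
Number of HA-EZH1α peaks per library and fold of peaks within 1 kb of a TSS over random placement, by hours after synchronization. Points are libraries and the lines join the means of 3 replicates, with the mean number of peaks highest at 24 h (13411) and the fold highest at 12 h (13.4).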

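Bmal1 (Arntl in the annotation), which encodes the partner of CLOCK in the activating arm of the clock, lies on chromosome 7 of mm10 from 113207465 to 113314126. No HA-EZH1α library of the 18 held a peak within 3 kb of its TSS. The repressor genes Per1 (chromosome 11, 69095217 to 69109960) and Per2 (chromosome 1, 91415982 to 91459324) also had a promoter peak in 0 of 18 libraries. Per1 had a peak between its promoter and gene end in 3 libraries, all of them the replicates at 28 h, so it is called bound at 28 h when the whole gene is searched. Among the other clock genes, Nr1d1, which encodes the repressor Rev-erbα (chromosome 11, 98767932 to 98775333), had an HA-EZH1α promoter peak in all 3 replicates at 28 h, with fold enrichments of 3.02, 2.90 and 2.66, and in 6 libraries over the time course. Clock itself (chromosome 5, 76209868 to 76304792) was bound at 12 h with fold enrichments of 2.70, 2.32 and 2.42, and had a promoter peak in 4 libraries in all. These peaks were weak within their own lists, since the strongest of the 3 Clock peaks at 12 h exceeded 33.1% of the peaks of its library. Dbp, an output gene driven by BMAL1 and CLOCK, had a promoter peak in 1 library, and Cry1 had none, though with the whole gene searched Cry1 had a peak in 4 libraries, 3 of them the replicates at 24 h. Neurog1, a neuronal transcription factor gene that PRC2 keeps silent in muscle (chromosome 13, 56250478 to 56252163), was bound by HA-EZH1α at 3 time points, and Hoxd10 at 2. The lists hold called peaks only, so binding below the threshold of the peak caller at Bmal1, Per1 or Per2 cannot be seen in them. For the association the paper cites its HA ChIP-seq data in Appendix Fig. S11. It also reports EZH1α by ChIP-qPCR at the TSS of these genes, in muscle tissue and in synchronized cells, which was not examined here.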

### EZH1α regulates circadian transcription through stabilization of RNA Pol II complex machinery

The above genomic approaches TT-seq revealed positive effect of EZH1 in regulation of RNA Pol II activity at population levels. We next wanted to quantitatively characterize spatiotemporal dynamics of RNA Pol II at a single-cell resolution in live cells using time-correlated photoactivated localization microscopy (tcPALM) (Cho et al, 2018; Cisse et al, 2013). We engineered WT, *shEzh1*, and sh*Ezh1*^EZH1α^ stable cell lines to express α-amanitin resistant mutant of RPB1, the catalytic subunit of RNA Pol II fused with the photo-convertible fluorescent protein Dendra2, which has been widely used for the characterization of RNA Pol II organization and dynamics using tcPALM (Cho et al, 2016). In alignment with previous findings (Cho et al, 2018; Mylonas et al, 2021), we also observed two types of RNA Pol II clusters, small (<200 nm) and large (>200 nm) clusters, in postmitotic C2C12 myotube cells (Fig. 6A). We then tested the extent level to which the dynamics of these clusters would be depending on the function of EZH1. Given the strong interaction between EZH1 and RNA Pol II subunits, we firstly measured numbers of small and large clusters in WT, *shEzh1* and sh*Ezh1*^EZH1α^ genetic backgrounds at the 16 h time point when highest interaction between EZH1 and RNAPII occurs. Impaired EZH1 function had no apparent effect on the population of larger clusters. However, significant reduction of small clusters population was identified upon the depletion of *Ezh1* (Appendix Fig. S13A,B; Fig. S14). It has been suggested that the lifetime of the RNA Pol II small cluster positively correlates with the rate of RNA Pol II initiation (Mylonas et al, 2021). We thus focused on the potential role of EZH1 in the regulation of the lifetime of the small clusters (Appendix Fig. S13). Interestingly, the median lifetime of small clusters decreased to 5.86 (+/−3.51) s upon *Ezh1* depletion (*P* = 0.001), which could be restored at 9.52 (+/−5.39) s in rescue condition (Fig. 6B,C). Surprisingly, when we examined population of clusters and lifetime of small clusters at the peak phase of PRC2–EZH1 complex assembly (24 h), nor cluster numbers and lifetime of small clusters at 24 h exhibit significant alterations (Fig. 6D,E; Appendix Fig. S13C). These data suggest a crucial role of EZH1 in the modulation of RNA Pol II initiation process in a time-dependent manner.

**Figure 6:**
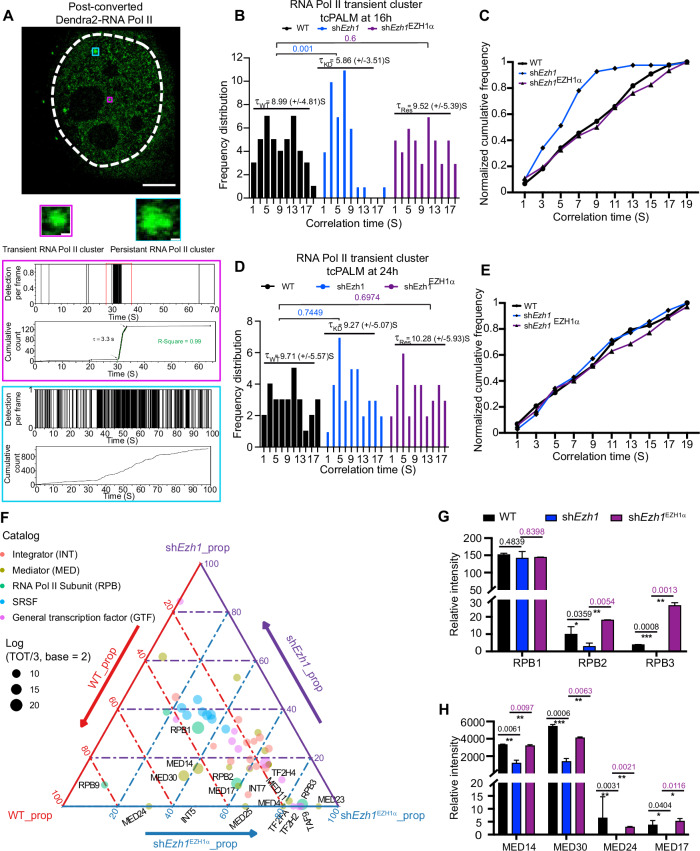
EZH1 stabilizes RNA Pol II machinery. (**A**) Upper panel, representative super-resolution reconstruction image of post-converted Dendra2-RNA Pol II left panel. Middle panel, small and large RNA Pol II clusters are shown as indicated color squares from left panel. Lower panel, representative time traces for small and large Pol II clusters, respectively. In the traces, time *t* = 0 means the start of acquisition. Scale bar, 5 μm (5 nm in zoom-in). (**B**, **C**) The distribution frequency (**B**) and normalized cumulative distribution analyses (**C**) of RNA Pol II lifetime in WT (*n* = 45 clusters from 10 cells measured over three independent experiments), *shEZH1* (*n* = 40 clusters from 10 cells measured over three independent experiments) and *shEZH1*^*Ezh1α*^ (*n* = 47 clusters from 10 cells measured over three independent experiments) at 16 h. Average RNA Pol II lifetime τ is calculated and shown in each condition. Errors represent standard error of the mean. Statistical analyses are performed using an unpaired two-sided Wilcoxon rank test. (**D**, **E**) the distribution frequency (**D**) and normalized cumulative distribution analyses (**E**) of RNA Pol II lifetime in WT (*n* = 30 clusters from 10 cells measured over three independent experiments), *shEZH1* (*n* = 36 clusters from 10 cells measured over three independent experiments) and *shEZH1*^*Ezh1α*^ (*n* = 36 clusters from 10 cells measured over three independent experiments) at 24 h. The average RNA Pol II lifetime τ is calculated and shown in each condition. Errors represent the standard error of the mean. Statistical analyses are performed using an unpaired two-sided Wilcoxon rank test. (**F**) Ternary plot shows differentially associated proteins with RPB1: RNA Pol II subunits, Mediators (MEDs), General transcription factors (GTFs), Serine/arginine-rich splicing factors (SRSFs) and Integrators (INTs). Proteins were colored based on functional groups, and their size is based on relative amount value in each pairwise comparison. Comparisons were made between WT, sh*Ezh1*, and sh*Ezh1*^EZH1α^. Arrows represent the direction of the enrichment. (**G**, **H**) Normalized intensity of RNA Pol II subunits and indicated MEDs immunoprecipitated together with RPB1 in WT, sh*Ezh1*, and sh*Ezh1*^EZH1α^ conditions. Error bars represent ± SEM from three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; by two-tailed *t* test. Source data are available online for this figure.

Based on the TT-seq result (Fig. 5) and the observed periodicity between EZH1 and RNA Pol II subunits and associated components (Appendix Fig. S8), we focused our attention more on the mechanistic consequences and hypothesizing a role of EZH1 in cyclic manner of RNA Pol II complex integrity. Lifetime of RNA Pol II cluster positively correlates with the rate of RNA Pol II initiation process (Mylonas et al, 2021). We reasoned that EZH1 depletion may affect the stability of RNA Pol II machinery. To measure the integrity of RNA Pol II machinery, we immunoprecipitated the endogenous RNA Pol II complex and analyzed co-immunoprecipitated proteins by quantitative proteomic analysis in WT, sh*Ezh1*, and sh*Ezh1*^EZH1a^ backgrounds. We focused on 16 h after synchronization, which is the same phase defined as active phase of transcriptional activity. Consistently with previous report (Aoi et al, 2021), we observed that other RNA Pol II subunits, Mediators (MEDs), General transcription factors (GTFs), integrators (INTs) and Serine/arginine-rich splicing factors (SRSFs) were co-immunoprecipitated together with RPB1 (Fig. 6F; Dataset EV4). We then measured relative abundance of proteins associated with RPB1 and discovered that other RNA Pol II subunits (RPB2/3), several MEDs (e.g., MED14/30) and GTFs were less associated with RPB1 upon EZH1 depletion (Fig. 6G,H). Strikingly, ectopic expression of EZH1α could restore or enhance the interaction between these RNA Pol II-associated components with RPB1. Upon ectopic expression of EZH1α in sh*Ezh1*^EZH1α^ condition, many proteins like RPB2/3, MED17/23 and TAF9 exhibited stronger association with RPB1 (Fig. 6F). These data further prove that stoichiometry of RNA Pol II machinery-associated components are precisely regulated by EZH1, which could also explain partial recovery of periodicity of nascent circadian transcripts (Fig. 5E). Among all those affected co-immunoprecipitated proteins, MED14, a central scaffold component which required for the formation of RNA Pol II clusters (Jaeger et al, 2020), in the absence of EZH1α was found less associated with RPB1 (Fig. 6H). Relative amounts of serine/arginine-rich splicing factors (SRSFs) and integrators (INTs) were not affected in comparison with WT and EZH1 depleted condition (Fig. 6F). These data collectively indicate the crucial and specific role of EZH1 in stabilizing RNA Pol II preinitiation complex integrity and nascent transcription process.

### The distinct profile of PcG complex and H3K27me3 at activated and repressive targets

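Bio-EZH1 denotes EZH1α carrying a biotinylated Avi tag, recovered on streptavidin from C2C12 myotubes, and SUZ12 is the core PRC2 subunit shared by complexes built on EZH1 or EZH2. Each of the 3 profiles, Bio-EZH1, SUZ12 and the histone mark H3K27me3, comprised 18 libraries, made from 3 biological replicates at every time point. Reads of these experiments were aligned both to the mouse genome and to the Drosophila genome BDGP6, since chromatin of the fly was added as a spike-in for SUZ12 and H3K27me3. The deposited lists were called separately for every replicate, as narrow peaks for Bio-EZH1 and SUZ12 and as broad peaks for H3K27me3, where the largest q-value in a list was 0.1. They carry no spike-in factor, so fold enrichments are not calibrated between libraries, and libraries were compared mainly by the presence of peaks and the length they cover. Bio-EZH1 lists held 8539 to 19827 peaks (median length 724 bp), SUZ12 lists 21419 to 40379 peaks (789 bp) and H3K27me3 lists 45120 to 70796 peaks (2167 bp). These peaks covered a median of 16.4 Mb for Bio-EZH1, 52.7 Mb for SUZ12 and 256 Mb for H3K27me3. Bio-EZH1 gave 12763 ± 1194 peaks at 12 h, 9056 ± 150 at 16 h, 9291 ± 677 at 20 h, 16759 ± 2115 at 24 h, 10382 ± 1146 at 28 h and 18572 ± 1094 at 32 h (SD, n = 3), a 2.05-fold range in which every library at 32 h exceeded every library at 16 h (permutation p = 1e-05, the smallest possible, adjusted p = 4e-05). SUZ12 ranged from 23558 ± 1794 peaks at 20 h to 37301 ± 2769 at 24 h, with the 3 libraries of 24 h all above those of 20 h (1.58-fold, permutation p = 0.00149, adjusted p = 0.00149). H3K27me3 gave 66718 ± 3652 peaks at 12 h and between 46232 ± 1213 and 49422 ± 737 at the later times (1.44-fold, higher in 3 of 3 libraries at 12 h, permutation p = 0.00046, adjusted p = 0.000613). Without the 12 h libraries the range was 1.07-fold (permutation p = 0.0693). Replicates of a time point shared more of their covered sequence than libraries of different time points, with mean Jaccard indices of 0.580 and 0.496 for Bio-EZH1, 0.530 and 0.426 for SUZ12, and 0.730 and 0.591 for H3K27me3. The lists labelled SUZ12 were deposited under names that can stand for streptavidin, the reagent of the Bio-EZH1 pulldown, so the labels were checked against the gene list of EZH1 peaks in Dataset EV6, of which 1887 of 1912 names were matched. Of these genes, 78.0% had a common promoter peak at all 6 time points in the lists labelled Bio-EZH1, against 43.5% for SUZ12 and 61.6% for H3K27me3, a share that also depends on how constant a profile is. At 1 or more time points the shares were 85.0%, 87.1% and 88.3%, which does not separate the profiles. In the paper's figures the share of peaks in promoters is higher for EZH1 than for SUZ12 and the number of genes with a promoter peak is lower, and both orders were found here with the labels as given. The labels were followed, and if they were swapped, every Bio-EZH1 and SUZ12 value would be exchanged.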

In order to further investigate the integrated direct role of EZH1α as both an activator and a repressor in mediating RNA Pol II activity and H3K27me3 deposition, we conducted genome-wide profiling of EZH1α, SUZ12, and H3K27me3 occupancy using ChIP-seq analysis at six different time points. To ensure robust EZH1 ChIP-seq data, we employed a stringent biotin-ChIP method, as used in previous studies to profile EZH1α occupancy states (Mousavi et al, 2012; Vo et al, 2018). For this purpose, C2C12 cells were engineered to express BirA ligase and Avi-tagged Ezh1α (Ezh1α-Avi) simultaneously. After confirming the successful biotinylation and expression of the biotinylated EZH1α (Appendix Fig. S15A,B), we obtained high-quality EZH1α ChIP-seq data, using C2C12 cells expressing only BirA ligase as the control. To accurately quantify the relative intensities of SUZ12 and H3K27me3, we performed calibrated ChIP-seq by incorporating spike-in chromatin and antibody (Appendix Fig. S15C–E). The specificity of PcG and H3K27me3 ChIP-seq was also evident from the unique peak enrichment observed around the *HoxD* Cluster loci (Appendix Fig. S15F). 

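HoxD genes order the body axis and limbs of the embryo and are silent in most adult tissues, which makes the cluster a standard site of Polycomb binding. The 9 genes run from Hoxd13 to Hoxd1 on chromosome 2 of mm10, from 74668310 to 74765142. Bio-EZH1 peaks covered 74.1% ± 3.94 of this interval (SD over the 6 time points), on average 107 times their share of the genome at the same time point (mean share 0.739%). SUZ12 peaks covered 74.4% ± 8.69, on average 41.8 times their genomic share, and H3K27me3 peaks 90.5% ± 3.59, 9.83 times theirs. Of the 9 genes, Bio-EZH1 bound the promoters of 8 at all 6 time points, H3K27me3 marked 8 and SUZ12 bound 6. Hoxd1 at the 3' end was the exception, with a Bio-EZH1 promoter peak in 4 libraries and no time point at which all 3 replicates had one. At Hoxd10 (74691924 to 74695105) the strongest Bio-EZH1 peak of replicate 1 at 24 h ran from 74656053 to 74716728 with a 51.8-fold enrichment, above 99.7% of the peaks in that library. All 10 HoxB genes were bound by Bio-EZH1, SUZ12 and H3K27me3 at every time point, and Bio-EZH1 bound only Hoxa13 of 11 HoxA genes and 2 of 9 HoxC genes, Hoxc12 and Hoxc13. The deposited lists hold no track, so the height of the signal over the cluster is not compared between time points.

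**Figure D2:**
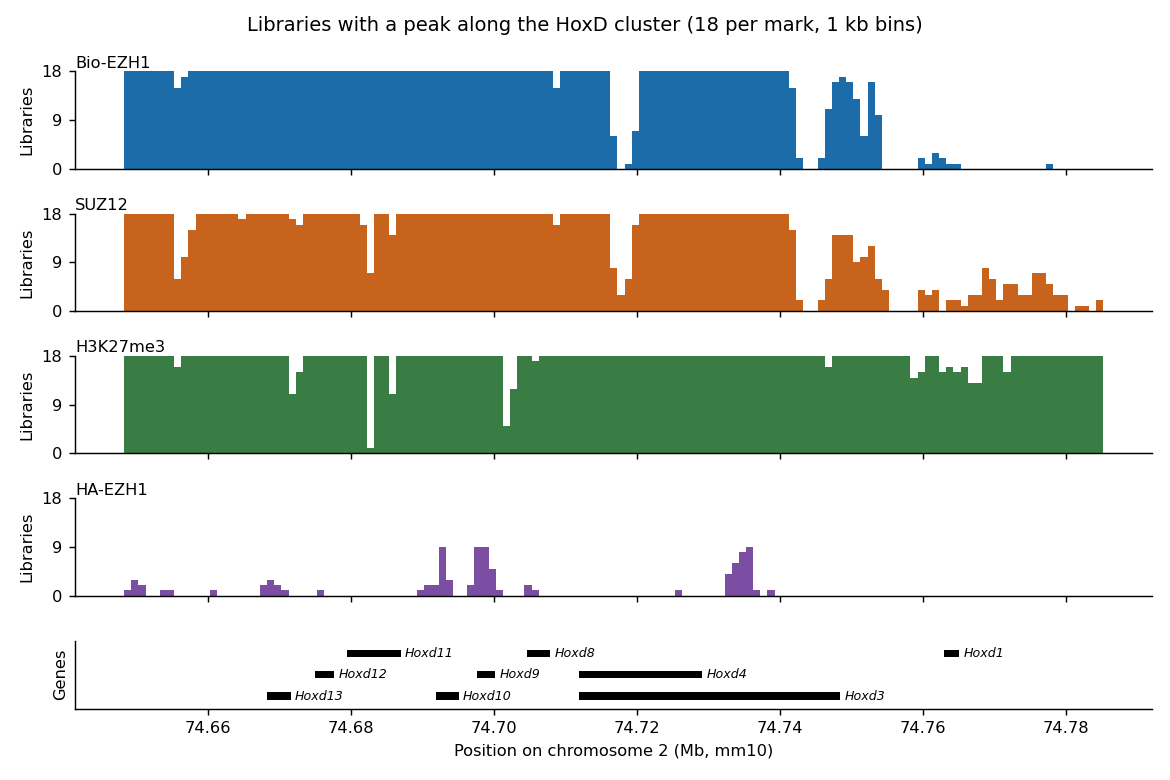
Number of libraries, of 18 for each mark, with a peak in each 1 kb bin across the HoxD cluster and 20 kb on either side, with the genes drawn below. Bio-EZH1, SUZ12 and H3K27me3 fill most of the cluster and HA-EZH1α covers 2.52% of it on average.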

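Promoters of Polycomb targets carry CpG islands to which PRC2 is recruited, and peaks of all 3 profiles were counted around them. Within 1 kb of a TSS lay 22.9% of Bio-EZH1 peaks (19.7% to 25.9% over the 6 time points), 11.1% of SUZ12 peaks (9.30% to 14.0%) and 15.1% of H3K27me3 peaks (10.5% to 16.9%). For H3K27me3 the share was 24.4% at a q-value under 0.01 and 37.2% under 0.001, settings chosen after seeing the values. The peaks as deposited placed at random on their chromosomes reached 6.67%, 6.59% and 10.9%. As a geometric mean over the time points, Bio-EZH1 peaks were 3.41 times as frequent at TSSs as random placement gives, SUZ12 peaks 1.67 times and H3K27me3 peaks 1.37 times. Each mark lay above random placement at 6 of 6 time points (exact sign-flip test over the time-point means, two-sided p = 0.0312 for each, the smallest that 6 values allow, adjusted p = 0.0417). The Bio-EZH1 fold was between 2.99 and 3.83 at every time point, that of SUZ12 between 1.42 and 2.03, and that of H3K27me3 between 1.06 at 12 h and 1.52 at 20 h. When the TSS of every annotated transcript was used instead of that of the gene, the folds were 2.82, 1.44 and 1.26 and the adjusted p rose to 0.0625, 0.0625 and 0.0833. Within the gene, coverage by Bio-EZH1 peaks at the TSS exceeded that of the gene body in the 18186 other protein-coding genes (7.89% and 2.31%), as did coverage by SUZ12 (6.57% and 3.28%) and H3K27me3 (15.1% and 11.9%).

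**Figure D3:**
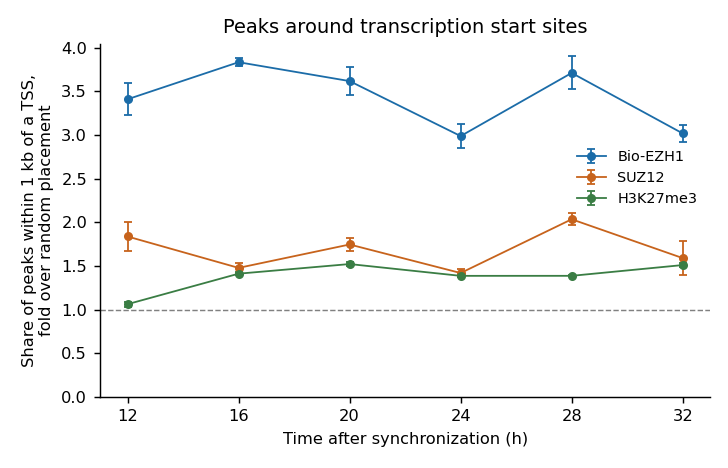
Fold of peaks within 1 kb of a TSS over random placement for Bio-EZH1, SUZ12 and H3K27me3 by hours after synchronization, as mean and SD of 3 replicates. The dashed line marks a fold of 1, which the H3K27me3 mean approaches at 12 h (1.06).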

Similar to the previous study (Mousavi et al, 2012), we observed significant enrichment of EZH1α, SUZ12, and H3K27me3 peaks around the transcription start sites (TSS) of target genes (Fig. 7A–C). Using RNA-seq data, we identified Cluster I and II genes, which represent the mature state of total RNA and involve both transcriptional and post-transcriptional regulation and could not reflect the RNA Pol II activity directly. In order to better understand the primary and direct function of EZH1α in the regulation of nascent transcription processes, we selected genes that exhibited the significantly highest expression levels at 16 h and the lowest levels at 24 h, as determined by TT-seq analysis of synchronized wild-type (WT) cells. We classified these genes as rhythmic activation and repressive targets, respectively (Fig. 7D,E; Dataset EV5). Interestingly, the activated and repressive rhythmic targets determined using TT-seq data were enriched in distinct biological processes (Appendix Fig. S15G,H).

**Figure 7:**
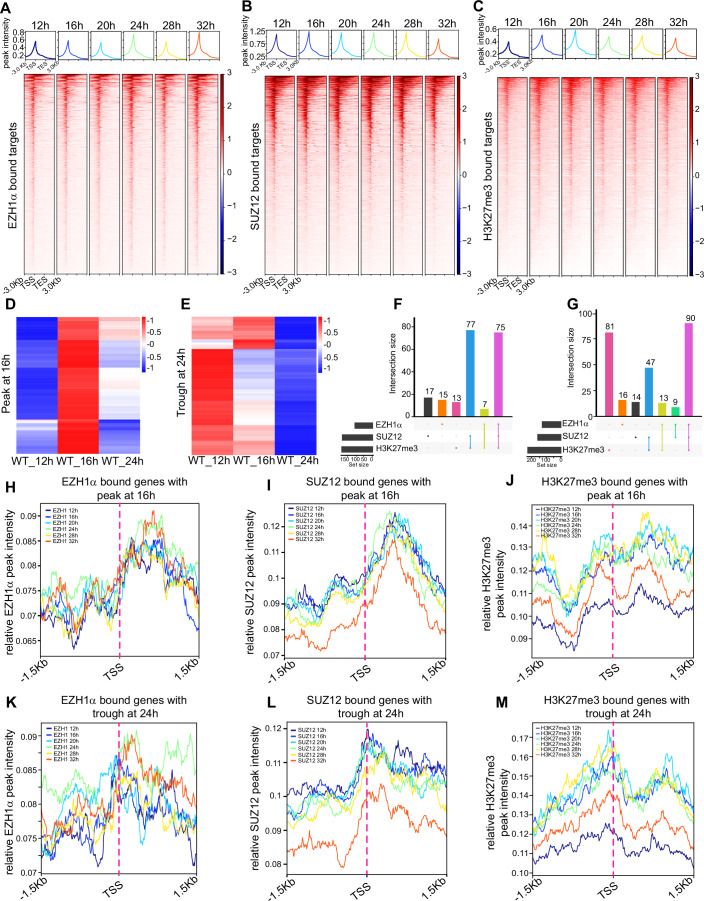
Differential binding patterns of EZH1α, SUZ12, and H3K27me3 at activated and repressed circadian targets. (**A**–**C**) Heatmap showing EZH1α (**A**), SUZ12 (**B**), and H3K27me3 (**C**). ChIP-seq signal around transcription start site (TSS), gene body, and transcription termination site (TES) in wild-type (WT) synchronized C2C12 myotube cells at indicated time point. (**D**, **E**) Clustering of genes expressed with the highest level (peak) or lowest level (trough) at 16 h (**D**) and 24 h (**E**), as determined by TT-seq in wild-type (WT) synchronized C2C12 cells. (**F**, **G**) Upset plot illustrating the intersection of EZH1 α, SUZ12, and H3K27me3 co-occupancy status around genes that exhibit peak expression at 16 h (**F**) or trough expression at 24 h (**G**), as determined in (**D**, **E**). (**H**–**J**) Metaplot analyses of EZH1α (**H**), SUZ12 (**I**), and H3K27me3. (**J**) ChIP-seq peak signals at various time points surrounding the transcription start sites (TSSs) of genes exhibiting the highest expression peak at 16 h (peak at 16 h), as determined by TT-seq in wild-type (WT) synchronized C2C12 cells. (**K**–**M**) Metaplot analyses of EZH1α (**K**), SUZ12 (**L**), and H3K27me3 (**M**) ChIP-seq peak signals at various time points surrounding the transcription start sites (TSSs) of genes exhibiting the lowest expression peak at 24 h (trough at 24 h), as determined by TT-seq in wild-type (WT) synchronized C2C12 myotube cells.

Next, when intersecting EZH1α, SUZ12, and H3K27me3 ChIP-seq data with the TT-seq-defined cyclically expressed activation and repressive targets. In order to identify the precise and exclusive targets of EZH1α, SUZ12, and H3K27me3, we conducted a thorough analysis of the common peaks within three biological replicates for each time point, ensuring statistical significance with an adjusted p-value threshold of less than 0.01. Specifically, we focused on those peaks that were annotated within promoter regions (Dataset EV6). 

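Many promoters of developmental regulators were bound. Of 73 developmental transcription factor genes outside the Hox clusters, Bio-EZH1 bound 58 (Alx1, Alx4, Barx1 and Dlx1 among them), with an odds ratio of 46.2 against all other genes (two-sided Fisher's exact test, adjusted p = 1.24e-48), and 51 of these were bound at all 6 time points. Of 26 genes of Wnt, Bmp, Fgf and hedgehog ligands it bound 21, including Bmp4, Bmp6, Fgf3 and Fgf8 (odds ratio 49.7, adjusted exact p = 3.73e-18), and of 22 genes of the neural lineage 16, including Gad2, Nefl and Neurod1 (31.5, adjusted p = 7.82e-13). Hox genes followed with 21 of 39 (13.8, adjusted exact p = 7.82e-13), then Notch pathway genes with 8 of 17 (10.5, adjusted p = 7.65e-05) and PRC1 subunit genes with 7 of 18, among them Cbx2, Cbx8 and Bmi1 (7.51, adjusted p = 0.000876). Marker genes of the cardiac, hepatic, blood, fat and bone lineages had 7 of 22 bound, such as Cebpa and Tal1 (5.50, adjusted exact p = 0.0032). The other lists did not differ from the rest of the genes after adjustment. Bio-EZH1 bound 0 of 26 cell cycle genes (adjusted exact p = 0.461), 0 of 16 housekeeping genes (adjusted p = 0.823), and Pax7 alone of 15 myogenic regulators. Of 30 muscle structural genes 6 were bound, Ckm, Myh2, Myh4 and Acta1 among them, more than the 7.82% of other genes (odds ratio 2.95, adjusted exact p = 0.0633). Cdkn1c was the only bound gene of 6 cell cycle inhibitors, Polr2k of 12 RNA polymerase II subunits and Epop of 12 PRC2 subunits. Of 20 core clock genes 4 were bound, Hlf, Npas2 and Rora at all 6 time points and Rorb at 2 (adjusted exact p = 0.142). Over the genome, 4214 genes had a common Bio-EZH1 promoter peak at 1 or more time points and 2277 at all 6. The corresponding numbers were 5953 and 1870 for SUZ12 and 10620 and 4221 for H3K27me3. SUZ12 was over-represented in the same 7 lists and H3K27me3 in 6 of them, PRC1 genes being the exception for H3K27me3 (5 of 18, adjusted exact p = 0.595).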

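Ccnd1, which encodes cyclin D1 and belongs to the genes with their TT-seq peak at 16 h, carried peaks of Bio-EZH1, SUZ12 and H3K27me3 at its promoter at every time point. Onecut2, a transcription factor gene among those with their trough at 24 h, did so as well. Of the activated targets bound by Bio-EZH1 at any time point, 72 of 82 (87.8%) also had a common SUZ12 promoter peak, 57 (69.5%) a common H3K27me3 peak and 55 (67.1%) both. Among repressive targets bound by Bio-EZH1, 104 of 119 (87.4%) were bound by SUZ12, 79 (66.4%) carried H3K27me3 and 69 (58.0%) had both. Of the genes with H3K27me3, Bio-EZH1 bound 57 of 154 activated targets (37.0%) and 79 of 130 repressive targets (60.8%), shares that were not tested against each other. When a gene had to be bound at the time point that defines its set, 73.3% of 45 bound activated targets had both partners at 16 h, and 35% of 100 bound repressive targets at 24 h. Compared with the rest of the genome, genes bound by all 3 were less frequent among activated targets (55 of 1215, 4.53%, against 6.93%, odds ratio 0.636, two-sided Fisher's exact test, adjusted p = 0.00119). It did not pass the test when the gene body was included (0.797, adjusted exact p = 0.0507) or genes under 2 kb from another TSS were left out (0.928, adjusted p = 0.852). Genes bound by all 3 were about as frequent among repressive targets (7.31% of 944, odds ratio 1.07, adjusted exact p = 0.603), although against protein-coding genes alone this ratio was 0.661 (adjusted p = 0.00111). With the genes in both sets left out, all 3 marks were found at 67 repressive and 53 activated targets (odds ratio 1.70, adjusted exact p = 0.00866), a difference that did not pass the test within 1 kb of the TSS, at all 6 time points, at the matching time point or without genes under 2 kb from another TSS. Peaks coincided across the genome too. Common Bio-EZH1 regions overlapped SUZ12 regions in 84.2% ± 14.2 of cases (SD over the 6 time points) and H3K27me3 regions in 93.6%, and SUZ12 regions overlapped H3K27me3 regions in 92.8%.

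**Figure D4:**
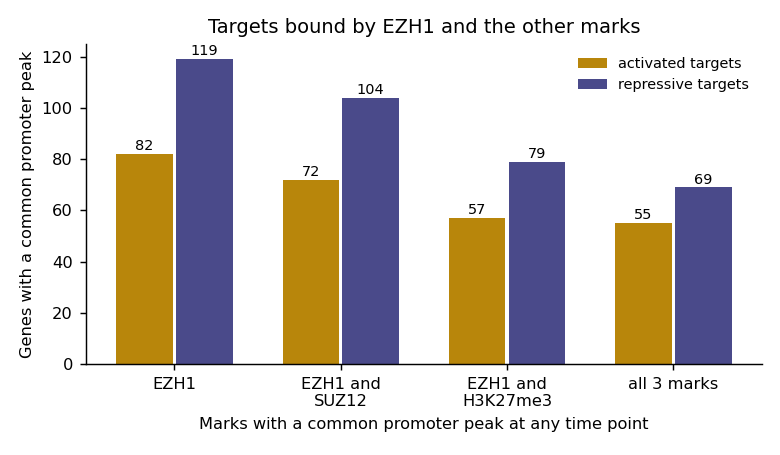
Number of activated and repressive targets bound by Bio-EZH1 at any time point, and of these the number also with SUZ12, with H3K27me3 and with both. Bars fall from 82 to 55 for activated targets and from 119 to 69 for repressive targets.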

We found that the majority of EZH1α-bound activation and repressive targets were also occupied by SUZ12 and possessed H3K27me3 marks (Fig. 7F,G; Dataset EV7). Notably, the peaks of EZH1, SUZ12, and H3K27me3 were specifically enriched around the TSS of repressive targets, consistent with the repressive role of H3K27me3. 

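Nptx1, which encodes a neuronal pentraxin and lies on chromosome 11 from 119538719 to 119547753, was among the most strongly bound repressive targets. Its Bio-EZH1 peak in replicate 1 at 24 h ran from 119544900 to 119551412 with a 70.9-fold enrichment, above 99.9% of the peaks of that library. Casz1, a zinc finger gene on chromosome 4, carried a 28.2-fold Bio-EZH1 peak in the same library, and Onecut2 on chromosome 18 a SUZ12 peak of 34.1-fold at the same time point and replicate. Ank1, Arhgef7, Chn1, Dlgap4, Kcnk13, Slc25a23 and Zfp521 also had common promoter peaks of Bio-EZH1, SUZ12 and H3K27me3 at all 6 time points. A Bio-EZH1 peak covered the TSS of 6.28% ± 1.17 of repressive targets and 3.23% ± 0.732 of activated targets (mean over the 6 time points and SD between them). For SUZ12 the values were 3.90% ± 2.80 and 2.06% ± 1.24, and for H3K27me3 5.68% ± 1.65 and 4.62% ± 1.38. The repressive targets were higher at 6 of 6 time points for each mark, by 3.05, 1.84 and 1.06 percentage points (exact sign-flip test, two-sided p = 0.0312 for each, the smallest possible). The same genes were compared at every time point, with the 45 genes in both sets included. This p-value therefore measures how constant the difference is over time, and cannot decide whether the gene sets differ. For H3K27me3 without the 12 h libraries the difference was 1.14 points (exact p = 0.0625, the smallest that 5 time points allow). Of all annotated genes, Bio-EZH1 covered the TSS of 4.12%, SUZ12 of 4.07% and H3K27me3 of 11.4%, for H3K27me3 more than in either set of targets. For SUZ12 repressive targets stood above all genes at 12, 16 and 28 h and below them at the other time points. Other protein-coding genes had their TSS covered in 7.57% of cases by Bio-EZH1, 6.31% by SUZ12 and 15.0% by H3K27me3, each above the repressive targets. Neither background was limited to transcribed genes, whereas both target sets were chosen by their TT-seq expression. Among genes longer than 2 kb, SUZ12 coverage around the TSS of repressive targets was below that of other protein-coding genes at 12, 16 and 28 h too. At 28 h it was 7.81% to 9.08% against 10.4% to 11.2% over the replicates. As to binding at any time point, Bio-EZH1 was found at 12.6% of repressive targets against 7.74% of other genes (odds ratio 1.72, two-sided Fisher's exact test, adjusted p = 1.93e-06). Against protein-coding genes alone the odds ratio was 1.04 (adjusted exact p = 0.684). SUZ12 was found at 12.3% of repressive targets (odds ratio 1.13, adjusted exact p = 0.274, turning to 0.801 against protein-coding genes alone, adjusted exact p = 0.0327) and H3K27me3 at 13.8%, below its share of other genes (odds ratio 0.646, adjusted p = 6.4e-06). Set directly against the activated targets, with the 45 genes in both sets left out, repressive targets were bound more often by Bio-EZH1 (113 of 899 against 76 of 1170, odds ratio 2.07, adjusted exact p = 7.05e-06) and by SUZ12 (112 against 85, 1.82, adjusted p = 0.00016). The SUZ12 difference did not pass the test for binding at all 6 time points (odds ratio 1.83, adjusted exact p = 0.092), at the matching time point (1.55, adjusted p = 0.065) or without genes under 2 kb from another TSS (1.37, adjusted p = 0.199). With H3K27me3 they numbered 123 (odds ratio 1.1, adjusted exact p = 0.512).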

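Hlf, a clock output gene of the PAR bZIP family that lies on chromosome 11 from 90336536 to 90390895, was an activated target bound by Bio-EZH1 at all 6 time points. In replicate 1 at 16 h its Bio-EZH1 peak had an 8.65-fold enrichment, above 90.4% of the peaks of that library, and its SUZ12 peak a 4.31-fold enrichment. Ccnd1 on chromosome 7 (144929931 to 144939925) carried a 17.8-fold Bio-EZH1 peak, a 5.59-fold SUZ12 peak and a 15.3-fold H3K27me3 peak in the same replicate and time point. The H3K27me3 peak stood at the very top of its list, above 99.998% of the others. Besides Ccnd1, the genes Dpf3, Ephb2, Fignl2, Nr3c2, Plekha6, Rtn4rl1, Sulf2, Zbtb46 and Zdhhc14 carried all 3 marks at their promoters throughout. Bio-EZH1 bound 6.75% of the 1215 activated targets (odds ratio 0.849 against other genes, two-sided Fisher's exact test, adjusted p = 0.235). Against protein-coding genes alone this odds ratio was 0.511 (adjusted exact p = 1.53e-09). SUZ12 bound 89 of them (7.33%, against 11.1% of other genes, odds ratio 0.630, adjusted exact p = 3.1e-05). Without genes under 2 kb from another TSS, the SUZ12 odds ratio of 0.838 did not pass the test (adjusted exact p = 0.355), and that of Bio-EZH1 turned to 1.17 (adjusted exact p = 0.387). H3K27me3 was found at 154 promoters (12.7%, against 19.9%, odds ratio 0.585, adjusted exact p = 6.91e-10). A background of transcribed genes was not tested for these ratios. Along the gene, H3K27me3 showed no summit at the TSS of activated targets, with 4.61% of them covered 1 kb upstream, 4.62% at the TSS and 6.24% at 3 kb upstream. At repressive targets 5.90% were covered at 3 kb upstream and 5.77% at 1 kb upstream, both above the value at their TSS, and the highest coverage lay downstream of it. At other protein-coding genes coverage rose from 12.5% at 3 kb upstream to 15.0% at the TSS. Bio-EZH1 coverage of the activated targets did rise, from 0.768% at 3 kb upstream to a maximum of 4.08% at 400 bp downstream of the TSS, and SUZ12 coverage rose from 1.06% to 2.77% at 700 bp downstream.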

Interestingly, we also observed that both EZH1 and SUZ12 are directly bound to activated targets; however, H3K27me3 enrichment was not observed around the TSS of activated targets (Fig. 7H–M). Analyzing the intensity of EZH1α, SUZ12, and H3K27me3 across one nucleosome upstream and downstream of both activated and repressive targets’ TSSs, we found no significant changes in the average intensity of these marks around activation and repressive targets, except for the intensity of H3K27me3 around repressive targets (Appendix Fig. S16). 

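H3K27me3 at repressive targets moved most between 12 h and 16 h. Of the 130 repressive targets with a common H3K27me3 promoter peak, 21.5% ± 3.08 had a peak within 1 nucleosome of the TSS at 12 h, 54.1% ± 1.18 at 16 h and 41.8% ± 2.47 at 24 h (SD, n = 3). The range was 32.6 percentage points, with every library at 16 h above every library at 12 h (two-sided permutation test over the 6 time points, adjusted p = 2.4e-05). At activated targets H3K27me3 ranged over 30.1 points, from 15.8% ± 0.992 at 12 h to 45.9% ± 0.750 at 16 h. SUZ12 varied more. It rose from 12.1% ± 2.28 of its 116 repressive targets at 20 h to 72.7% ± 4.07 at 28 h, and from 14.2% ± 6.19 to 63.3% ± 0.649 of its 89 activated targets. Bio-EZH1 ranged over 25.5 points at repressive and 26.0 points at activated targets, from 40.7% ± 1.86 at 20 h to 66.7% ± 2.54 at 32 h for the latter. All 6 combinations of mark and target set changed over time, and in each the 3 libraries of the highest time point stood above those of the lowest (adjusted permutation p between 1.5e-05 and 5e-05). The other bound genes of the genome moved in parallel, over 19.3 points for Bio-EZH1, 33.3 for SUZ12 and 28.6 for H3K27me3. With their share taken off each library, SUZ12 at repressive targets kept a range of 30.8 points (adjusted permutation p = 0.00012) and at activated targets 19.9 (adjusted p = 0.00042). H3K27me3 kept 7.22 points at repressive targets (adjusted permutation p = 0.00545) and 10.6 at activated targets (adjusted p = 0.00052), and Bio-EZH1 7.07 (adjusted p = 0.0264) and 6.70 (adjusted p = 0.048). These shares count called peaks in each library, whereas the values in Appendix Fig. S16 are signal intensities with genes as replicates.

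**Figure D5:**
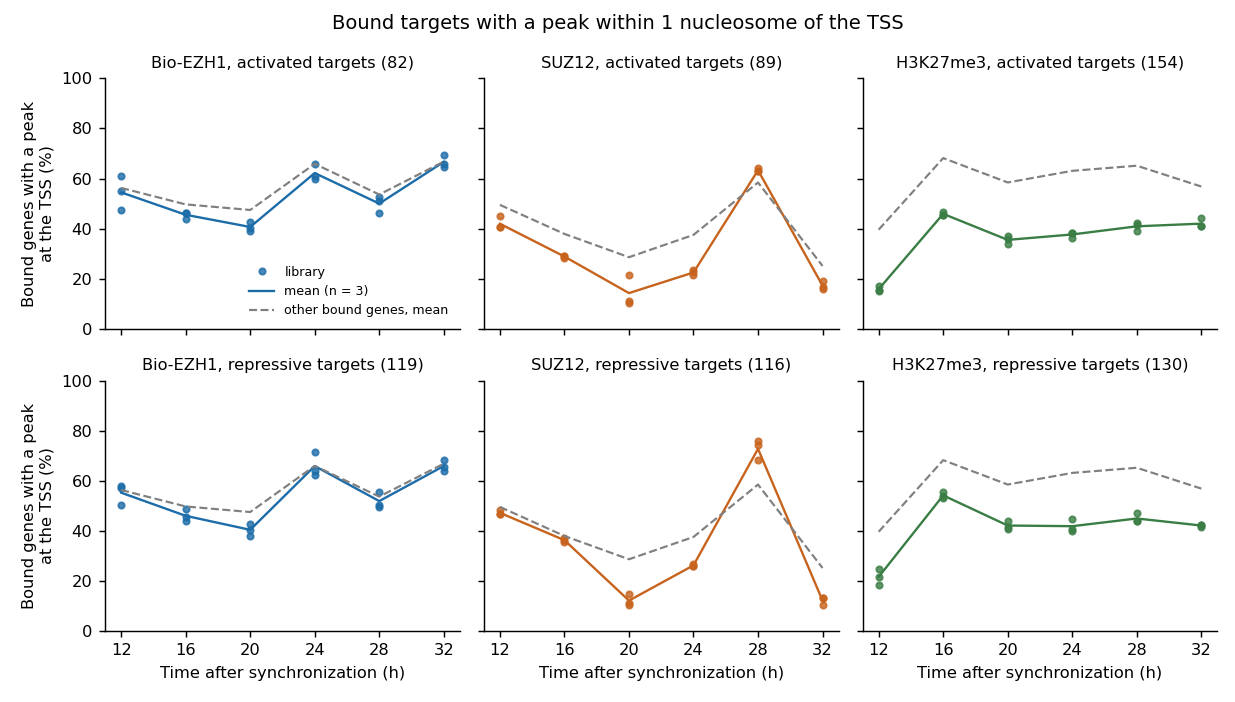
Percent of bound activated (top) and repressive (bottom) targets with a peak within 1 nucleosome of the TSS, for Bio-EZH1, SUZ12 and H3K27me3, by hours after synchronization. Points are libraries, the solid line joins the means of 3 replicates and the dashed grey line is the share among all other bound genes, which for H3K27me3 also rises from 39.6% at 12 h to 68.2% at 16 h.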

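Repressive targets include Dbp and Nr1d1, whose promoters had no H3K27me3 peak in any library, as well as promoters with stable Polycomb marks such as Zfp521, Kcnk13 and Chn1. H3K27me3 at the 130 marked repressive targets stood highest at 16 h and was 42.1% ± 1.60 at 20 h, 44.9% ± 1.78 at 28 h and 42.1% ± 0.444 at 32 h (SD, n = 3). At 24 h it was 20.3 percentage points higher than at 12 h, with all 3 libraries at 24 h above the 3 at 12 h (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). With the change among other marked genes taken off, the difference was -3.25 points (exact p = 0.2). Between 24 h and 32 h the difference was -0.256 points (exact p = 1). It became 0.513 points with a window of 1 kb around the TSS (exact p = 0.9) and 0.714 points without replicate 1. With the change among other marked genes taken off it was -6.53 points (exact p = 0.1). The exact permutation test used for 3 libraries against 3 cannot pass a threshold of 0.05, so the pairs of time points are given as values only.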

Interestingly, the peak phase of H3K27me3 occupancy around repressive targets coincided with the peak phase of EED shuttle and canonical PRC2–EZH1α complex assembly (Fig. 4A–C). In conclusion, our findings suggest that EZH1 and SUZ12 co-occupy activated targets constitutively, while the trafficking of EED from the cytosol to the nucleus may facilitate the assembly of the canonical PRC2–EZH1 complex and modulate the deposition of H3K27me3 marks specifically around repressive circadian targets that are expected to be repressed at this particular time point.

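Constant binding was most frequent for Bio-EZH1. Of the activated targets it bound at any time point, 38 (46.3%) were bound at all 6, among them Hlf, Ccnd1 and Zbtb46. SUZ12 was present at all 6 time points at 18 of its 89 activated targets (20.2%), and H3K27me3 at 55 of 154 (35.7%). At repressive targets the numbers were 59 (49.6%) for Bio-EZH1, 25 (21.6%) for SUZ12 and 43 (33.1%) for H3K27me3. Activated and repressive targets did not differ in this respect (odds ratios 1.11, 1.07 and 0.893, two-sided Fisher's exact test, adjusted p = 0.864 for each). With peaks of the whole gene body counted, SUZ12 was constant at 46 activated and 63 repressive targets. Bio-EZH1 and SUZ12 were found together at the same time point at 55 activated targets, and at every time point at 17 of them. At repressive targets they met at 83 genes and stayed together throughout at 21. All 3 marks were present at the same time at 45 activated targets, always at 16, and at 52 repressive targets, always at 14. A common peak requires a call in all 3 replicates, so a gene just under the threshold in a single library at a single time point drops out of the constant group. The paper proposes that EZH1 and SUZ12 stay on activated targets, and that the movement of EED into the nucleus may help to assemble the canonical complex and to modulate H3K27me3 at repressive targets.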

## Discussion

Our current research has identified the PRC2–EZH1 complex, specifically EZH1, as a novel and crucial player in the regulation of the circadian clock. Mechanistically, we have investigated how the coordination between RNA Pol II activity and H3K27me3 epigenome plasticity regulates circadian gene expression through the precise spatial-temporal partitioning of EZH1α into different complexes within postmitotic skeletal muscle cells.

Our hypothesis suggests that throughout the entire circadian cycle, EZH1α, possibly in conjunction with SUZ12, is constantly associated with the RNA Pol II machinery, via stabilization of the RNA Pol II initiation complex, ensuring the basal transcription of of several tissue-specific genes as well as central clock genes including *Bmal1, Per1*, and *Per2*. At certain phases, EED translocate from the cytosol to the nucleus, facilitating the assembly of the PRC2–EZH1α repressive complex and the deposition of H3K27me3 marks around these targets. This idea is supported by the dynamic interaction observed between EZH1α and other components of the PRC2–EZH1α complex, as well as the differential occupancy of H3K27me3 marks around the transcription start site (TSS) of these targets. 

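Per1, Per2 and Hlf belong to the activated targets, and of these Hlf alone carried Bio-EZH1. A cosine curve with a period of 24 h was fitted to the share of the 82 bound activated targets that had a Bio-EZH1 peak at the TSS in each of the 18 libraries. It accounted for an R2 of 0.434 (permutation test, p = 0.0175, adjusted p = 0.0586 over 6 fits). At repressive targets the R2 was 0.422 (permutation p = 0.0195, adjusted p = 0.0586). With peaks counted within 1 kb of the TSS the R2 became 0.447 and 0.451 and the adjusted permutation p 0.0476 for both, and with the other bound genes taken off it was 0.469 at activated targets (adjusted p = 0.0466). SUZ12 gave an R2 of 0.204 at activated and 0.124 at repressive targets, and H3K27me3 0.151 and 0.176 (adjusted permutation p between 0.36 and 0.368). Samples from 12 h to 32 h cover less than a full cycle, so a rhythm cannot be told apart from another change over these 20 h.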

Regarding the enhanced activation of a subset of circadian targets, our analysis of EZH1α binding profiles reveals that rhythmicity is not observed around these targets. Furthermore, there is a lower enrichment of H3K27me3 marks around the transcription start site (TSS) of these activation targets, with a higher enrichment observed in the gene body region downstream of the TSS. This specific enrichment pattern may be involved in the process of H3K27me3 demethylation. 

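H3K27me3 lay higher just downstream of the TSS of activated targets than on it, with 5.35% of these genes covered at 1 kb downstream, and lower at 3 kb downstream (3.36%). At repressive targets coverage rose to 6.86% at 1100 bp downstream. Over the gene body from 1 kb downstream to the end, H3K27me3 covered 2.53% ± 0.489 of the length of 1200 activated targets longer than 2 kb, against 4.66% ± 1.38 around their TSS (SD over the 6 time points). The body was lower at 6 of 6 time points, and the mean difference was -2.13 percentage points (range -3.37 to -0.0891, exact sign-flip test, two-sided p = 0.0312, the smallest possible). With all deposited peaks, including those with a q-value above 0.01, the difference was -2.22 points and the exact p 0.0625. Without the 12 h libraries it was -2.53 points. The difference was -2.07 points at 942 repressive targets and -3.23 points at other protein-coding genes, where body coverage was several times that of either set. Zbtb46 is an example of an activated target whose mark reaches into the gene. Its H3K27me3 peak in replicate 1 at 16 h ran from 181424242 to 181462148 on chromosome 2, while its Bio-EZH1 peak in the same replicate was confined to 181454346 to 181461239.

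**Figure D6:**
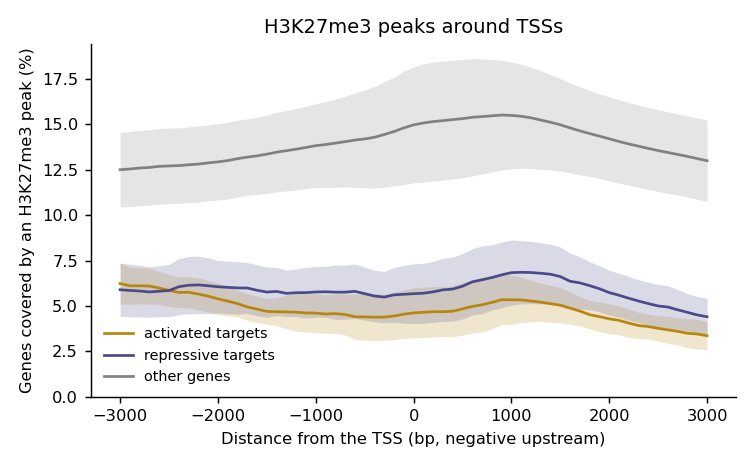
Percent of genes covered by an H3K27me3 peak at each position from 3 kb upstream to 3 kb downstream of the TSS, for activated targets, repressive targets and other protein-coding genes. Lines are means and shading is the SD over 6 time points, and the activated targets stay between 3.36% and 6.24%.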

Once a distinct H3K27me3 pattern is established around activated targets, cyclic interactions between EZH1α and transcriptional key regulators, such as Mediators, facilitate the activation process with RNA Pol II.A previous study has reported that two subunits, CHD4 and MTA2, within the Mi-2/nucleosome remodeling and deacetylase (NuRD) transcriptional corepressor complex promote the transcriptional activity of the BMAL1-CLOCK complex through their constitutive association (Kim et al, 2014b). During the onset of the negative feedback phase, the PER complex aids in the reconstitution of the full NuRD corepressor complex by delivering the remaining components, thereby acquiring full repressor activity and targeting BMAL1-CLOCK (Kim et al, 2014b). In a similar vein, our study not only uncovers the mechanism by which EED coordinates the H3K27me3 patterns surrounding EZH1 repressive targets but also presents an instance where certain components of traditionally recognized repressor complexes play a positive role in regulating specific circadian targets during particular phases.

In our current study, we made an intriguing discovery that the EZH1β protein exhibits a 12-h rhythm, specifically in skeletal muscle tissue. However, this 12-h rhythm is not observed in cell-autonomous systems. These findings collectively suggest the presence of potential endogenous physiological signals, such as metabolic signals or inter-organ communication signals, in vivo, which are absent in synchronized in vitro cell cultures. Previous reports have indicated that XBP1 acts as a major transcription factor governing the 12-hour cycling pattern (Zhu et al, 2017), and regulates various lipid and metabolic pathways associated with this rhythm (Ballance and Zhu, 2021). Interestingly, the expression of *Ezh1β* transcripts shows a 24-h rhythm, suggesting a regulation at the post-transcriptional, translational, or post-translational levels that is independent of XBP1-mediated transcriptional regulation. In our previous study, we demonstrated that ubiquitin E3 ligases, such as HUWE1 and NEDD4 (Liu et al, 2019) interacts with EZH1β protein. Ubiquitin-mediated proteasome degradation has been extensively studied and plays an essential role in regulating protein rhythmic homeostasis (Patke et al, 2020a). It is worth investigating whether ubiquitin-mediated degradation could govern the 12-hour rhythm of EZH1β in a circadian pattern by sensing potential endogenous signals, such as metabolic signals. However, establishing a direct connection between ubiquitin E3 ligase and EZH1β through depletion of HUWE1 or NEDD4 would be challenging, given the multiple downstream targets of both HUWE1 and NEDD4. For example, HUWE1 has been shown to be involved in the degradation of REV-ERBα (Yin et al, 2010). In our rescue cell line sh*Ezh1*^EZH1α^, where EZH1β is downregulated, we observed that transcriptional rhythmicity could not be fully restored. This indicates the essential role of EZH1β in orchestrating circadian gene expression, possibly by modulating the rhythmic shuttle of EED and the assembly of the PRC2–EZH1 repressive complex. In addition to the metabolic signals that may drive EZH1β degradation, nuclear compartment-specific metabolism could also influence circadian chromatin remodeling, such as the crucial role of AHCY in regulating cyclic H3K4me3 states through the S-adenosylmethionine (SAM)-dependent pathway (Greco et al, 2020). Notably, we have also identified disruptions in H3K4me3 and H3K27me3 balance following EZH1α depletion. Therefore, investigating the potential link between rhythmic nuclear metabolic states and EZH1α function could provide valuable insights into how the PcG complex coordinates metabolic states and epigenome alterations within the context of circadian rhythm.

Our data indicate EZH1α playing a key role in maintaining the stability of the RNA Pol II preinitiation complex and facilitating active transcription. However, the exact mechanism by which EZH1α achieves this stability remains to be investigated. Previous research has suggested that Elongin A (Ardehali et al, 2017) and RNA Pol II CTD (C-terminal domain) (Dias et al, 2015) can undergo methylation, which in turn affects the activity of RNA Pol II. EZH1 may be involved in non-histone methylation of the RNA Pol II machinery or its associated components. Future work will be required to determine the precise methylation targets of EZH1α within the RNA Pol II complex and to understand how these modifications influence the integrity and activity of the RNA Pol II machinery.

Taken together, our study provides novel mechanistic insights into the rhythmicity of circadian physiology by unveiling the coordinated action of EZH1 on both the epigenome and the basal transcriptional machinery.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C2C12 cell (*M. musculus*)	ATCC	CRL-1772
HEK293T cell line (*H. sapiens*)	ATCC	CRL-3216
C57BL/6J (*M. musculus*)	JAX	N/A
**Recombinant DNA**		
pOZ-C-FH-EZH1α-FH	Liu et al, 2019	N/A
pCW57-MCS1-P2A-MCS2 (Neo)-EZH1α-FH	This study	#89180
pMY-fb-Ezh1-T2A-GFP	Prof. Vittorio Sartorelli Lab (NIAMS, NIH)	N/A
pMY-BirA-T2A-mOrange	Pr. Vittorio Sartorelli Lab (NIAMS, NIH)	N/A
PB53x EF1-Dendra2-RPB1Amr	Addgene	#81228
**Antibodies**		
Anti-BMAL1	Abcam	Ab93806
Anti-CRY1	Bethyl	A302-614A
Anti-PER2	Alpha diagnostic	PER21-A
Anti-PER1	Abcam	ab136451
Anti-Rev-ERBα	Cell Signaling Technology (CST)	13418
Anti-EZH1α, for WB	Active Motif	61583
Anti-EZH1α, for ChIP-qPCR	Abcam	64850
Anti-EZH1β	Homemade antibody provided by Orlando’s lab	N/A
Anti-SUZ12 (DR9F6 XP)	Cell Signaling Technology (CST)	13701
Anti-ACTIN	Santa Cruz	Sc-47778
Anti-Histone 3	Abcam	ab1791
Anti-p84	Abcam	ab487
Anti-EED	Millipore	17-663
Anti-H3K27me3	Millipore	07-449
Anti-H3K4me3	Abcam	ab8580
RNA Pol II (8WG16), unmodified	Abcam	ab26721
RNA Pol II S5P	Abcam	ab5131
RNA Pol II S2P	Abcam	ab24758
RPB1 (clone 4H8)	Cell Signaling Technology (CST)	2629
Anti-a-tubulin	Cell Signaling Technology (CST)	3873
Anti-HA	Abcam	ab9110
**Oligonucleotides and other sequence-based reagents**		
For oligos, shRNA and siRNA sequence information, please refer to the relevant EV table	N/A	N/A
**Chemicals, enzymes, and other reagents**		
DMEM, high glucose, GlutaMAX™ Supplement	Thermo Fisher Scientific	61965026
Fetal Bovine Serum	Thermo Fisher Scientific	10100147
Horse Serum	Thermo Fisher Scientific	26050070
FluoroBrite™ DMEM	Thermo Fisher Scientific	A1896701
DPBS (−/−)	Thermo Fisher Scientific	14190094
Trypsin-EDTA (0.25%), phenol red	Thermo Fisher Scientific	25200056
Direct-zol RNA Miniprep Kit	Zymo Research	R2050
iScript™ cDNA Synthesis Kit	Bio-Rad	170-8891
SsoAdvanced Universal SYBR Green Supermix	Bio-Rad	172-5270
DharmaFECT 1 Transfection Reagent	Dharmacon	T-2005-01
Lipofectamine™ 2000 Transfection Reagent	Thermo Fisher Scientific	11668500
3rd Generation Packaging Mix Kit	ABMgood	LV053
Opti-MEM Reduced Serum Medium	Thermo Fisher Scientific	31985062
ANTI-FLAG® M2 Affinity Gel	Merck-Sigma	A2220
Flag peptide	Merck-Sigma	F3290
Pierce™ Anti-HA Agarose	Thermo Fisher Scientific	26182
HA peptide	Thermo Fisher Scientific	26184
Protein G Dynabeads	Thermo Fisher Scientific	10003D
Pierce™ 16% Formaldehyde (w/v), Methanol-free	Thermo Fisher Scientific	28906
Pierce™ DSG, No-Weigh™ Format	Thermo Fisher Scientific	A35392
Dynabeads™ MyOne™ Streptavidin T1 beads	Thermo Fisher Scientific	65602
Spike-in antibody	Active Motif	61686
Spike-in chromatin	Active Motif	53083
4-thiouridine (4sU)	Merck-Sigma	T4509
EZ-Link™ HPDP-Biotin, No-Weigh™ Format	Thermo Fisher Scientific	A35390
µMACS Streptavidin Kit	Miltenyi Biotec	130-133-282
TruSeq Stranded Total RNA Library Prep Gold	Illumina	RS-122-2201
ChIP-DNA Clean & Concentrator	Zymo	D5205
NEBNext® Ultra™ II DNA Library Prep Kit	NEB	E7645L
NEBNext^®^ Multiplex Oligos for Illumina^®^ (Dual Index Primers Set 1)	NEB	E7600S
**Software**		
Spectronaut	https://biognosys.com/software/spectronaut/	N/A
GraphPad Prism 10	https://www.graphpad.com	N/A
ImageJ	https://imagej.nih.gov/ij/index.html	N/A
Artificial Intelligence RNA-seq Software Service (SaaS) platform	https://transcriptomics.cloud	N/A
BBDuk	https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/bbduk-guide/	N/A
STAR	Dobin et al, 2013	N/A
RSeQC	Wang et al, 2012	N/A
featureCounts	Liao et al, 2014	N/A
JTK CYCLE	Hughes et al, 2010	N/A
BIO_CYCLE	https://circadiomics.igb.uci.edu/biocycle	N/A
DESeq2	Love et al, 2014	N/A
deepTools	Ramirez et al, 2014	N/A
SAMtools	Li et al, 2009	N/A
MACS2	Zhang et al, 2008	N/A
ChIPseeker	Yu et al, 2015	N/A
Localizer	Dedecker et al, 2012	N/A
**Other**		
Novaseq6000 platform	Illumina	N/A

### Muscle tissue samples preparation

Age-matched, male C57BL/6J mice (JAX, 00064) were maintained on a 12 h light/12 h dark cycle. At 6 weeks of age, animals were placed on a normal chow diet (Prolab RMH 2500), for 10 weeks. After 10 weeks, Gastrocnemius muscle tissue was dissected following the circadian cycle every 4 h (ZT0, ZT4, ZT8, ZT12, ZT16, ZT20, and ZT24) where ZT0 corresponds to light ON and ZT12 to lights-off in the animal facility (5 mice /time point). Samples were snap-frozen in liquid nitrogen. All experiments were performed upon approval by the Institutional Animal Care and Use Committee at the University of California at Irvine.

### C2C12 cell culture and synchronization

C2C12 mouse myoblasts cells (ATCC, CRL-1772^TM^) were cultured in Dulbecco’s modified Eagle medium (4.5 g/l d-glucose and Glutamax) (GIBCO) supplemented with 100 U/ml penicillin/streptomycin and 10% fetal bovine serum (FBS) (GIBCO). Differentiation was induced when cells reached ~90–95% confluence using DMEM supplemented with penicillin and streptomycin and containing 2% horse serum (HS) (GIBCO). C2C12 myotubes were synchronized using 50% horse serum shock for 1 h (Chatterjee et al, 2013; Gréchez-Cassiau et al, 2008; Peek et al, 2015). Then, cells were washed with warm PBS and replaced in 2% HS. Cells were collected at MT4-5 every 4 h following the circadian time for 24 h (12 h, 16 h, 20 h, 24 h, 28 h, 32 h) (3 biological replicates/time point). Cell lines were tested negative for mycoplasma contamination using the MycoFluor™ Mycoplasma Detection Kit (Thermo Fisher).

### RNA isolation and gene expression analyses

For muscle tissue, ≈40 mg of tissues from all circadian time points were used for RNA extraction. RNA was extracted by re-suspending frozen tissues in 1 ml of TRIzol and homogenized using the TissueLyser II (QIAGEN) for 2 min at 30 Hz, two times. RNA concentration was measured using nanodrop and purified via RNeasy spin columns (Qiagen). For C2C12, cells were harvested and lysed with Trizol Reagent. Total RNA was isolated by Direct-zolTM RNA MiniPrep Kit (Zymo Research). cDNA was prepared with 1 µg of total RNA using iScript cDNA synthesis kit (Bio-Rad), following the manufacturer´s protocol. cDNA was diluted 1:10 for downstream applications. Quantitative real-time PCR was performed in BioRad CFX96 real-time PCR Machine using cDNA template, primer mix (Dataset EV1), and SYBR green (Bio-Rad) in a final volume of 20 µl PCR reaction.

### siRNA knockdown

Knockdown of *Bmal1* was accomplished by using Silencer Select siRNAs targeting *Bmal1* (s62620, s62621, s62622, Thermo Fisher Scientific). Silencer^TM^ Negative Control No. 1 siRNA (Thermo Fisher Scientific) was used as the control for the knockdown experiments. Cells were transfected with siRNAs and DharmaFECT reagent (Dharmacon) at a final concentration of 5 nM following the manufacturer’s instructions. Gene silencing was monitored 48 h after transfection, and cells were harvested and lysed with Trizol for total RNA extraction.

### Construct generation

A retroviral vector expressing EZH1-Avi tag (pMY-fb-Ezh1-T2A-GFP) or BirA ligase (pMY-BirA-T2A-mOrange) was the gift from Pr. Vittorio Sartorelli Lab (NIAMS, NIH). To construct the inducible EZH1 rescue construct, a full-length CDS sequence of *Ezh1α* without stop codon was amplified with corresponding specific primers: EZH1α-F-Kozak-GCA AgeI and EZH1α-R-NLS-FH EZH MluI (Dataset EV1) and ligated into pJET1.2 (Thermo Fisher Scientific) vector for Sanger sequencing. Sanger sequencing confirmed inserts were cut with AgeI/MluI and finally ligated into retroviral vector pCW57-MCS1-P2A-MCS2 (Neo) vector (Plasmid #89180), producing sh*Ezh1*^TET-EZH1α^ vector. Cloning of EZH1α-FLAG-HA has been described previously (Liu et al, 2019), full length or truncated CDS without stop codon were amplified with corresponding specific primers and ligated into pJET1.2 (Thermo Fisher Scientific) vector for Sanger sequencing. Sanger sequencing confirmed inserts were cut with XhoI/NotI and finally ligated into retroviral vector pOZ-C-FH vector (sh*Ezh1*^EZH1α^ vector).

### Stable sh*Ezh1*, sh*Ezh1*^EZH1α^, sh*Ezh1*^TET-EZH1α^, sh*Ezh1*^BirA^, and sh*Ezh1*^BirA+EZH1α-Avi^ cell line generation

For sh*Ezh1*, at 50% confluency, C2C12 cells were incubated with shRNA lentivirus targeting both *Ezh1α and Ezh1β* for 18–20 h at 37 °C (SHCLNV, Sigma). Then, cells were washed and replaced with fresh media with fresh puromycin antibiotics till resistant colonies could be identified after 4–5 days. Lentiviral Particles pLKO.1-puro was used as a negative control shRNA (SHC001V, Sigma).

For sh*Ezh1*^EZH1α^, sh*Ezh1*^BirA^, and sh*Ezh1*^BirA+EZH1α-Avi^, to package retrovirus, Phoenix-Eco (ATCC, CRL-3214) was transfected by sh*Ezh1*^EZH1α^, pMY-fb-Ezh1-T2A-GFP) or BirA ligase pMY-BirA-T2A-mOrange vector using Lipofectamine 2000 (Thermo Fisher Scientific) according to standard protocol. Transfection medium was changed to virus collection medium (DMEM plus 5% FBS) after 8 h of lipofectamine transfection. After 48 h, virus collection medium containing retrovirus was filtered with 0.45-μm filter and be ready for titer assay or transduction. The validated retroviral vector containing GFP protein was used as a positive control during lipofectamine-mediated transfection. All freshly prepared and tittered retrovirus was used to infect *Ezh1* knockdown C2C12 mouse skeletal myoblasts stable cell line (ATCC, CRL-1772), 8 μg ml^−1^ polybrene was added during infection procedure. After 8 h, fresh growth medium was added to replace infection medium, after that, C2C12 was allowed to grow another 24–48 h before they reach 80% confluence. sh*Ezh1*^EZH1α^ positive cells were selected using Anti-CD25 beads (Invitrogen). For sh*Ezh1*^BirA^ and sh*Ezh1*^BirA+EZH1α-Avi^, we isolated GFP^+^ & mOrange^+^ double-positive (sh*Ezh1*^BirA+EZH1α-Avi^) or mOrange^+^ (sh*Ezh1*^BirA^) positive cells from the infected samples at day 2 after retroviral transfection. We first treated the cells with Trypsin enzyme for 5 min at 37 °C to dissociate them and then spun them down at 300 × *g* for 5 min. The cell pellets were resuspended in 2 ml of sorting buffer (PBS with 1% FBS), and FCSAriaTM Fusion (BD company) was used to sort the double-positive or single-positive cells for further experiments. After sorting, isolated GFP^+^ &mOrange^+^ or mOrange^+^ cells were analyzed by FACS to confirm the efficiency of cell sorting.

For sh*Ezh1*^TET-EZH1α^, lentivirus production was performed in HEK293T (ATCC, CRL-3216) and sh*Ezh1*^TET-EZH1α^ vector using the 3rd Generation Packaging Mix kit (Abmgood) following commercially provided protocol. After 48 h, the virus collection medium containing lentivirus was filtered with 0.45-μm filter and ready for titer assay or transduction. The validated lentiviral vector containing GFP protein was used as a positive control during lipofectamine-mediated transfection. All freshly prepared and tittered lentivirus was used to infect *Ezh1* knockdown C2C12 mouse skeletal myoblasts stable cell line (ATCC, CRL-1772), 8 μg ml^−1^ polybrene was added during infection procedure. After 8 h, fresh growth medium was added to replace infection medium, after that, C2C12 was allowed to grow another 24–48 h before they reach 80% confluence. All positive cells were screened by G418 antibiotics.

### Chromatin fractionation

To obtain total extracts, cells were lysed in a total extraction buffer of 50 mM Tris-HCl (pH 8), 150 mM NaCl, 1% NP-40, and 1 × protease inhibitor. The lysate was then subjected to sonication and centrifugation at 16,300 × *g* and 4 °C for 10 min. The nuclei were isolated from the cytosolic fraction using ice-cold 0.1% NP-40 in PBS. The supernatant containing the cytosolic fraction was retained. For the extraction of nuclei and chromatin fractions, a salt concentration gradient was utilized (Della Valle et al, 2022; Herrmann et al, 2017; Teves and Henikoff, 2012). Briefly, the nuclei pellet was resuspended in strip buffer composed of 10 mM Tris-Cl (pH 7.4), 1 mM EGTA, 1.5 mM KCl, 5 mM MgCl_2_, 290 mM sucrose, 0.1% Triton X-100, and 1 mM DTT for nucleosol extraction. Subsequently, the chromatin-bound fraction was prepared by using a medium salt buffer containing 20 mM HEPES (pH 7.9), 25% glycerol, 500 mM KCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 1 mM DTT, 1 × Complete mini EDTA-free (Roche), and subjected to sonication (Bioruptor, 30 s ON/30 s OFF, 10 cycles) to isolate chromatin fractions sequentially.

### Immunoblotting analysis

Roughly 40 mg of the muscle tissues were used for total extract. and lysed in 1 ml of modified RIPA buffer (50 mM Tris-cl [pH 8], 150 mM NaCl, 5 mM EDTA, 15 mM MgCl_2_ and 1% NP-40) supplemented with 1 mM PMSF, 1 × Protease Inhibitor Cocktail (Roche), 20 mM NaF (phosphatase inhibitor), 10 mM nicotinamide (sirtuin inhibitor) + 330 nM TSA (Class I and II HDAC inhibitor). Tissues were homogenized using the TissueLyser II (QIAGEN) for 2 min at 30 Hz, two times. For C2C12, cells were harvested and washed twice with PBS. Total protein was extracted and lysed completely in total extraction buffer (50 mM Tris-HCl [pH 8], 150 mM NaCl, 1% NP-40, 0.5 mM PMSF, and protease inhibitory cocktail (Roche). After 30 min incubation on ice, samples were sonicated and centrifuged at 13,000 rpm for 10 min and total protein was collected. Protein concentration was determent by using Bradford assay (BioRad). In total, 1–4 µg of quantified proteins were denatured and loaded on SDS-PAGE using 8% gel (homemade gels) depending on protein mass and transferred into nitrocellulose membrane through wet transfer. The membrane was blocked (milk 5% in PBS-tween 0.1%) and incubated overnight at 4 °C with primary antibodies (milk 5% in PBS-tween 0.1%), then with the appropriate secondary antibody coupled to HRP (Santa Cruz) (milk 5% in PBS-tween 0.1%) and revealed through chemiluminescence using Amersham ECL Kit (GE Healthcare Life Sciences). Bands were visualized by ChemiDoc imaging system (Biorad). The results were normalized to an internal loading control.

### Protein extraction for tandem affinity purification (TAP)

Cytosolic and nuclear extracts were prepared using our previous protocol (Bodega et al, 2017), with minor modifications. Briefly, cells were lysed in cytosolic extraction buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 0.5 mM EDTA, 0.5% Triton X-100, 5% glycerol). The nuclei were collected at 1500 RCF and 4 °C, and the supernatant was stored as cytosolic extracts. The nuclei were washed three times in cytosolic extraction buffer and suspended in nuclear extraction buffer (50 mM Tris-HCl, pH 8, 50 mM NaCl, 0.5 mM EDTA, 0.5% Triton X-100, 5% glycerol), sonicated (BRANSON A250 with a 3.2 mm tapered microtip; two cycles of 30 s at 20% amplitude, 50% of duty cycle). The debris was pelleted at 16,380 RCF and 4 °C, and the supernatant was used for nuclear fraction extracts. Before IP, the NaCl concentration was adjusted to 150 mM. Extraction buffer was supplemented with fresh 1 × EDTA protease inhibitor cocktail (Roche).

For TAP, tagged proteins were immunoprecipitated with anti-Flag M2-agarose (Sigma), and eluted with Flag peptide (0.2 mg/mL). Further affinity purification was performed with anti-HA antibody-conjugated agarose (Pierce) and eluted with HA peptide (0.2 mg/mL). The HA and Flag peptides were prepared as 5 mg/ml stock in 50 mM Tris-Cl (pH 7.4) and 150 mM NaCl buffer, then diluted in a corresponding concentration in TGEN-150 buffer (20 mM Tris (pH 7.65), 150 mM NaCl, 3 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol, 0.01% NP-40). Between each step, the beads were washed in TGEN-150 buffer three times.

### Immunoprecipitation of RNA Pol II

Nuclear extracts were prepared using a similar protocol as described in TAP section. NaCl concentration was adjusted 150 mM. RNA Pol II immunoprecipitation was performed through incubation at 4 °C overnight using antibody against Pol II CTD (clone 4H8, Cell signaling #2629 M), conjugated to Protein G Dynabeads (Thermo scientific, #10004D). After washing with TGEN-150 buffer three times, immunoprecipitated proteins were eluted twice in SDS elution buffer (0.1% SDS, 50 mM Tris-Cl pH 8.0, 1 mM EDTA).

### Protein digestion, peptide fractionation, LC-MS, and DIA data analysis

Both HA peptide eluted samples from the TAP assay and eluted proteins after immunoprecipitation of RNA Pol II were concentrated to 30 μl volume, then diluted in 8 M urea in 0.1 M Tris-HCl, followed by protein digestion with trypsin, according to the FASP protocol (Wisniewski et al, 2009). After overnight digestion, the peptides were eluted from the filters with 25 mM ammonium bicarbonate buffer. The eluted peptides were processed in the desalting step by using Sep-Pag C18 Column (waters) based on the manufacture’s instruction.

The DIA-MS analysis of the peptide mixture was conducted on Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific) coupled with an UltiMate^TM^ 3000 UHPLC (Thermo Fisher Scientific). Approximately 0.5 μg peptide mixtures were separated using a pre-column (Acclaim PepMap, 300 μm × 5 mm, 5-μm particle sizes) and desalted for 15 min with 0.1% FA in water at a flow rate of 5 μL/min. Then, the peptide was eluted into an EasySpray C18 Column (50 cm × 75 μm ID, PepMap C18, 2-μm particles, 100 Å pore size, Thermo Scientific) and separated with a 130-min gradient at constant 300 nL/min at 40 degrees with a flow rate of 300 nl/min. The gradient was established using mobile phase A (0.1% FA in H_2_O) and mobile phase B (0.1% FA, 95% ACN in H2O): 2.1–5.3% B for 5 min, 5.3–10.5% for 15 min, 10.5–21.1% for 70 min, 21.1–31.6% B for 18 min, ramping from 31.6 to 94.7% B in 2 min, maintaining at 94.7% for 5 min, 4.7% B for 15-min column conditioning. The sample was introduced into the Fusion Lumos mass spectrometer through an EasySpray (Thermo Fisher Scientific) with an electrospray potential of 1.9 kV. The ion transfer tube temperature was set at 270 °C. The MS parameters included application mode as standard for peptide, RF lens as 30%, default charge state of 3 and the use of EASY-IC as internal mass calibration in both precursor ions (MS1) and fragment ions (MS2). Other parameters for MS1 include a resolution of 60,000 (at 200 *m/z*), a maximum ion accumulation time of 50 ms, a target value of 2e5, and data type of profile. For the MS2 by DIA, the mass defect was 0.9995. The normalized HCD collision energy was set to 30% for peptide fragmentation. MS2 spectra were recorded in centroid mode at 30,000 resolutions from 350 to 1500 *m/z*, with an AGC target of 1e6 and a maximum ion accumulation time of 100 ms.

The DIA data were analyzed by Spectronaut (Biognosys, Switzerland) has been reported previously (Zhang and Bensaddek, 2021), using directDIA approach. The protein database used in this study was a combination of the Uniprot Mus musculus (Mouse) and proteome (Proteome ID: UP000000589) sequence. The default settings for the database match consisted of the following parameters: full trypsin cleavage, peptide length of between seven and 52 amino acids and the maximum missed cleavage of two. In addition, lysine and arginine (KR) were used as special amino acids for decoy generation, and N-terminal methionine was removed during the pre-processing of the protein database. In the directDIA, data extraction was based on maximum intensity in both MS1 and MS2 spectra with relative mass tolerances of 10 and 20 ppm, respectively. Retention time window of Extracted ion Chromatogram (XIC) was set dynamically but with a correction factor of 0.5 to enhance specificity. The Biognosys default settings were applied for both identification and quantification. The *P* value was calculated by the kernel-density estimator. Interference correction was activated and a minimum of three fragment ions and 2 precursor ions were kept for the quantitation. Peptide (stripped sequence) quantity was measured by the mean of 1–3 best precursors, and protein quantity was calculated accordingly by the mean of 1–3 best peptides. Local normalization strategy and *q*-value sparse selection were used for cross run normalization. To determine the differential abundance between samples, the major group (quantification settings) was used for the differential abundance grouping, and the precursor ion (quantification settings) was chosen in the smallest quantitative unit. In addition, an unpaired *t* test with assuming equal variance, group-wise testing correction and clustering was carried out. Proteins with a fold change of higher than 1.5 and a *q*-value of less than 0.01 were considered as differentially expressed proteins.

### Chromatin immunoprecipitation (ChIP)

For muscle tissue, minced frozen tissues (3 biological replicates) were cross-linked with 1% formaldehyde (Thermo Fisher Scientific, 28906) for 10 min followed by Glycine (0.125 M final concentration) at RT for 10 min. Tissues were lysed, homogenized, and sonicated using Branson (BRANSON A250 with a 3.2-mm tapered microtip; 4–5 cycles of 2 min at 20% amplitude, 50% of duty cycle) to generate 200–500 base pairs fragments. Each IP reaction was performed using 100 μg of chromatin DNA equivalents and incubated with 5–8 μg of specific antibodies overnight at 4 °C. To monitor ChIP assay specificity, control samples were immunoprecipitated with a specific-antibody isotype-matched control immunoglobulin (IgG). For H3K4me3 and H3K27me3 ChIP in C2C12, chromatin was performed as previously described. Cells were cross-linked with 1% of formaldehyde and lysed in lysis buffer 1 (50 mM Hepes KOH [pH 7.5], 10 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100). Nuclei were collected, washed in Lysis buffer 2 (10 mM Tris-HCl [pH 8], 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) and lysed in Lysis buffer 3 (10 mM Tris-HCl [pH 8], 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-Deoxycholate, 0.5% N-laurylsarcosine). Protease inhibitors (Protease cocktail inhibitor and PMSF (phenylmethane sulfonyl fluoride) were added to all lysis buffers. Chromatin was sheared IP was performed as above. The immune complexes, for both tissues and cells, were recovered using magnetic Dynabeads (Protein A or G Invitrogen) for 3 h. Then, beads were recovered, washed with low salt wash buffer (0.1% SDS, 2 mM EDTA, 1% Triton X-100, 20 mM Tris-HCl [pH 8], 150 mM NaCl), and high salt wash buffer (0.1% SDS, 2 mM EDTA, 1% Triton X-100, 20 mM Tris-HCl [pH 8], 500 mM NaCl) respectively, then suspended in elution buffer (50 mM Tris-HCl [pH 8], 10 mM EDTA, 1% SDS). Eluted beads were treated with 0.2 mg/ml RNase cocktail, then 0.2 mg/ml proteinase K (Invitrogen) at 65 °C for decross-linking overnight. DNA was extracted and purified using Qiagen kit (Cat. 28106) for library preparation or RT-qPCR using specific primers (Dataset EV1).

For EZH1α and SUZ12 ChIP in C2C12, we performed double-cross-linked ChIP-seq. Briefly, sh*Ezh1*^BirA^ and sh*Ezh1*^BirA+EZH1α-Avi^ cells were firstly cross-linked with 2 mM disuccinimidyl glutarate (Thermo Scientific) while rotating for 45 min at room temperature (25 °C) and then with 1% formaldehyde (methanol-free, Thermo Scientific) for a further 15 min. Reactions were quenched by addition of 125 mM glycine. All other following lysis steps were performed as previously described in the previous paragraph. In particular, 300 µg sheared chromatin from sh*Ezh1*^BirA+EZH1α-Avi^ was used for SUZ12 antibody incubation at 4 °C O/N. The immune complexes were recovered using magnetic Protein G Dynabeads (Invitrogen) for 3 h. For EZH1α ChIP, 300 µg sheared chromatin from both sh*Ezh1*^BirA^ and sh*Ezh1*^BirA+EZH1α-Avi^ were used to incubate with Dynabeads™ MyOne™ Streptavidin T1 beads to immunoprecipitate biotinylated EZH1α by incubation at 4 °C O/N. Subsequent washing, elution, and de-crosslinking steps were carried out as previously described to extract DNA for library preparation.

For H3K27me3 and SUZ12 ChIP-seq, 1 μg spike-in antibody (Active motif #61686) and 25 ng spike-in chromatin (Active motif #53083) were used for ChIP assay according to the manufacturer’s guidelines.

### TT-seq, total RNA-seq, and ChIP-seq library preparation

TT-seq was performed as described with minor modifications^50^. Specifically, two biological replicates of C2C12 cells were labeled for 10 min with 500 μM of 4-thiouridine (4sU, Sigma) at 37 °C and 5% CO_2_. Each replicate was grown on three Petri dishes with a diameter of 15 cm^2^. The cells from each plate were lysed and collected with 5 ml of Qiazol Lysis Reagent (Qiagen, # 79306), and lysates belonging to the same replicate were pooled and stored at −80 °C. Before total RNA extraction, 60 μl mixture of 6 ng/μl spike-in mix was added into thawed lysates according to the manufacturer’s protocol. Spike-in sequences and their synthesis has been reported previously (Schwalb et al, 2016). In total, 600 μg of RNA in batches of 200 μg of RNAs were sonicated to obtain fragments of <6 kb using AFA micro tubes in Covaris S220 Focused-ultrasonicator. 4sU-labeled RNA was purified from 200 μg batches of the fragmented RNAs. Biotinylation and purification of 4sU-labeled RNAs was performed as described (Schwalb et al, 2016). Libraries for sequencing were prepared using 100 ng of labeled RNA (for both, total and labeled RNA-seq libraries) and TruSeq Stranded Total RNA Library Prep Gold (Illumina, #20020598). Whole transcriptome sequencing was performed using Novaseq6000 platform (100 bp, pair end (PE)), while TT-seq sequencing was done with Hiseq X platform (150 bp PE).

The extracted 20 ng ChIP-DNA (using ChIP-DNA Clean & Concentrator, Zymo) was processed for ChIP-seq high-throughput library preparation (NEBNext® Ultra™ II DNA Library Prep Kit, NEBNext^®^ Multiplex Oligos for Illumina^®^ (Dual Index Primers Set 1), NEB). The ChIP libraries were purified using Ampure XP beads and were quantified using qubit dsDNA HS assay kit. ChIP-seq sequencing was performed using Novaseq6000 platform (150 bp PE).

### Total RNA-seq and TT-seq bioinformatics analysis

The Artificial Intelligence RNA-seq Software as a Service (SaaS) platform (https://transcriptomics.cloud) was used to analyze the total RNA-seq data (Vara et al, 2019). AIR accepts raw next-generation sequencing Illumina FASTQ data as input, performs the quality check and trimming steps with online source BBDuk (minimum read length: 35, minimum Phred quality score: 20) (https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/bbduk-guide/) and maps against the reference genome with STAR (end-to-end mode) (Dobin et al, 2013). Afterward, strand-specificness is assessed by RSeQC (Wang et al, 2012) and gene expression quantification is performed with featureCounts (Liao et al, 2014). DESeq2 (Love et al, 2014) was the algorithm chosen in the platform for differential gene expression analysis. The genome version used was mm10 and the gene annotation for expression quantification was GENCODE vM23. Differentially expressed genes were those with an FDR lower than 0.05. For the identification of genes following a circadian pattern, the algorithm JTK CYCLE (version 3.1) (Hughes et al, 2010) was used with TMM-normalized read counts as input.

For the analysis of TT-seq data, a custom reference genome including both the mouse genome (version mm10) and the spike-in sequences (ERCC-00043, ERCC-00170, ERCC-00136, ERCC-00145, ERCC-00092-5, ERCC-00002) was required. The data initially underwent a quality check and trimming step with BBDuk (version December 10, 2015) (minimum read length: 35, minimum Phred quality score: 20) (https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/bbduk-guide/). The quality-checked reads were then mapped against the reference genome with STAR (version 2.7.3a) (end-to-end mode) (Dobin et al, 2013). The strand specificity was assessed by RSeQC (version 3.0.1) and gene expression quantification was performed with featureCounts (version 2.0) (option -t gene) (Liao et al, 2014). DESeq2(Love et al, 2014) was used for differential gene expression analysis, only considering the 4s-UTP labeled spike-in (ERCC-00043, ERCC-00136, ERCC-00092-5) for the size-factor estimation and the antisense bias corrected counts as input. The antisense bias correction was carried out, as described previously (Michel et al, 2017). The gene annotation for expression quantification was GENCODE vM23. Differentially expressed genes were those with an FDR lower than 0.05.

In both total RNA-seq and TT-seq data, for metaplot analysis and generation of bigWig files, the software deepTools (version 3.4.3) (Ramirez et al, 2014) was used.

### ChIP-seq bioinformatics analysis

Raw data was quality-checked and trimmed with BBDuk (version December 10, 2015) (https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/bbduk-guide/) with a minimum read length of 35 bp and a minimum Phred quality score of 25. Since the datasets contained a spike-in from *Drosophila melanogaster*, the high-quality reads were mapped against the mouse genome (version mm10) and against the *D. melanogaster* genome (version BDGP6) with the software BWA (version 0.7.17) (Li and Durbin, 2009). The reads were classified as mouse-derived or Drosophila-derived according to the algorithm disambiguate (Ahdesmaki et al, 2016). Afterward, from the mouse-derived mapping reads, PCR duplicates were removed with Picard MarkDuplicates (version 2.8.1) (http://broadinstitute.github.io/picard/) and only reads being properly paired with a mapping quality equal or higher than 30 were kept with SAMtools (version 1.7) (Li et al, 2009). Peak calling was performed using MACS2 (version 2.2.4) (Zhang et al, 2008) using a *q*-value cutoff of 0.05. Peak annotation was carried out using the R packages ChIPseeker (version 1.26.2) (Yu et al, 2015).

### Immunofluorescence staining and quantification

To precisely quantify relative distribution of EED between cytoplasm and nucleus, synchronized C2C12 myotube cells at the indicated time point were fixed with 4% formaldehyde in PBS for 10 min at 4 °C, followed by permeabilization with 0.5% Triton X-100 in PBS for 10 min. Cells were then blocked for nonspecific binding with 3% BSA solution for an hour at room temperature, and incubated with the indicated antibody (1:200 dilution for EED antibody; 1:200 dilution for MyHC antibody) for 1 h at room temperature, followed by incubation with Alexa Fluor-labeled secondary antibody (Alexa Fluor 488 and 568 for EED and MyHC respectively) for 45 min at room temperature. Coverslips were mounted on slides using anti-fade mounting medium with DAPI. Immunofluorescence images were acquired on a Zeiss LSM710 confocal microscope with 100X oil-immersion objective. For each channel, all images were acquired with the same settings. Myotube and the nuclear area was defined using MyHC and DAPI signal, and selected for ROI (Region of Interest) to represent total and nuclear fraction, respectively. Fluorescence-based quantitative analysis of nucleocytoplasmic signal was calculated using ImageJ software.

### Super-resolution imaging and tcPALM analysis of RNA Pol II clustering dynamics

In order to generate stable expression of the Dendra2-RPB1Amr construct in our cell lines, Wild Type (WT) C2C12 cells, *Ezh1* knockdown cell line (sh*Ezh1*) and Rescue cell line (sh*Ezh1*^EZH1α^) were transfected with the piggyback vector (PB53x EF1-Dendra2-RPB1Amr, Addgene#81228) along with a plasmid expressing the super Piggybac Transposase using an Amaxa nucleofector (Lonza). Cells expressing Dendra2-RPB1-Amr were then selected with G418 (1.2 mg/ml, GIBCO) and α-Amanitin (2 μg/mL, Sigma-Aldrich) for 2 weeks, starting 2 days post-transfection. After the 2-week drug-selection period, positive cells (green fluorescence from Dendra2) were sorted using flow cytometry.

For STORM imaging of Dendra2-RPB1Amr in C2C12 cells, synchronization of stable C2C12 cell lines expressing Dendra2-RPB1Amr was performed as described previously (Peek et al, 2015). The cells at indicated time points were washed twice with DPBS and transferred into FluoroBrite™ DMEM (GIBCO) containing 10% FBS (GIBCO) before image acquisition. We acquired images using a custom-built setup (Abadi et al, 2018) with minor modifications (Cho et al, 2018). Briefly, cells were illuminated with 1.3 W cm^−2^ near-UV light (405 nm) for photoconversion of Dendra2 and 3.2 kW cm^−2^ (561 nm) for fluorescence detection with an exposure time of 10 ms. We acquired a total of 10,000 frames of fluorescence images of Dendra2-RPB1Amr (image acquisition time of 100 s) to conduct tcPALM analysis. Super-resolution images were reconstructed using Localizer software (Dedecker et al, 2012). The number of bursts detected by using a maximum blinking cutoff of 75 frames and below were less than 10 bursts. This number of bursts was not enough for a reliable fitting of the data to the cumulative distribution function. Thus, we choose 100 frames as a maximum blinking cutoff for our analysis. To distinguish small clustering of RNA Pol II from fluorescence blinking or intensity fluctuations of Dendra2, we set the maximum blinking cutoff at 100 frames. We then collected the correlation time obtained after fitting to the cumulative distribution function with R-squared values ≥ 0.98. As shown in Fig. S12A, the events due to single molecule photo physics in fixed cells showed R-squared values below the set threshold of 0.98. We normalized the data based on the number of bursts where we considered 2500 bursts in in live and in fixed cells to calculate the correlation time. As shown in Fig. S12b, our analysis (maximum blinking cutoff = 100 frames and R-squared value ≥ 0.98) showed that the correlation time obtained from live cells can be distinguished from fixed cells by considering correlation time values below 20 s. To further remove any contribution of the photophysical phenomenon, we removed the correlation time values if their frequencies is smaller than 20% of the maximum frequency. Thus, we only considered the frequencies that lie in the cyan-shaded area for further analysis.

### Antibodies

The following antibodies were used for western blot or Immunofluorescence assay: anti-BMAL1 (Abcam, ab93806); anti-PER2 (Alpha Diagnostic, PER21-A); anti-EZH1(Active Motifs, 61583); anti-EZH1α (Abcam, 64850); anti-EZH1β (homemade antibody provided by Orlando’s lab, described previously (*39*)); anti- SUZ12 (Cell Signaling, DR9F6 XP); anti-EED, clone AA19 (Millipore, 05-1320); Actin (Santa Cruz, Sc-47778); anti-Histone-3 (ab1791, Abcam); anti-p84 (Abcam, ab487), Anti-HA (Roche, 3F10), Streptavidin-HRP Conjugate (Cytiva, RPN1231). For ChIP and protein IP: Dynabeads™ MyOne™ Streptavidin T1 beads were used for bio-EZH1 ChIP; anti-H3K27me3 (Millipore, 07-449); anti-SUZ12 (Cell Signaling, DR9F6 XP); Anti-H3K4me3 (Millipore, 7473); anti-BMAL1 (Abcam, 93806); RNA Pol II antibody; unmodified (8WG16); RNA Pol II S5P (ab5131, Abcam) phospho-serine-2 (S2P) (ab24758); EED (Merck, 17-663).

### Statistical analysis

Data are expressed as mean ± SEM and mean ± SD. The significance of differences was analyzed by Student’s *t* test or one-way ANOVA for multiple group comparison. The test was considered significant with a *P* value < 0.05. A circadian significance test was performed using the BIO_CYCLE test (Agostinelli et al, 2016), a system to robustly estimate which signals are periodic in high-throughput circadian experiments, producing estimates of amplitudes, periods, phases, as well as several statistical significance measures (http://circadiomics.igb.uci.edu). The test was considered significant with a *P* value < 0.05.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 6

## Data Availability

The RNA-seq, TT-seq, and ChIP-seq data have been deposited in the SRA with PRJNA774105. All proteome data have been deposited in PRIDE/ProteomeXchange with accession number: PXD035453. All image source data have been deposited under BioImages accession number S-BIAD1317. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00267-2.

# Supplementary material for: PRC2-EZH1 contributes to circadian gene expression by orchestrating chromatin states and RNA polymerase II complex stability
**Source:** EMBO J. 2024 Oct 21;43(23):6052–75. doi: 10.1038/s44318-024-00267-2
**Supplement:** Supplementary file 1 — Appendix

Appendix Figures for

PRC2- EZH1 contributes to circadian gene expression by orchestrating chromatin states  
and RNA polymerase II complex stability

Peng Liu, Seba Nadeef, Maged F. Serag, Andreu Paytuví-Gallart, Maram Abadi, Francesco Della  
Valle, Santiago Radio, Xenia Roda, Jaïr Dilmé Capó, Sabir Adroub, Nadine Hosny El Said, Bodor  
Fallatah, Mirko Celii, Gian Marco Messa, Mengge Wang, Mo Li, Paola Tognini, Lorena Aguilar-  
Arnal, Satoshi Habuchi, Selma Masri, Paolo Sassone-Corsi, & Valerio Orlando

**Table of Content:**

|                              |
|------------------------------|
| Appendix Figure S1 ---Page 2 |
| Appendix Figure S2 ---Page 4 |
| Appendix Figure S3 ---Page 6 |
| Appendix Figure S4 ---Page 7 |
| Appendix Figure S5---Page 8  |
| Appendix Fig. S6---Page 9    |
| Appendix Fig. S7---Page 10   |
| Appendix Fig. S8---Page 11   |
| Appendix Fig. S9---Page 12   |
| Appendix Fig. S10---Page 13  |
| Appendix Fig. S11---Page 14  |
| Appendix Fig. S12---Page 15  |
| Appendix Fig. S13---Page 16  |
| Appendix Fig. S14---Page 17  |
| Appendix Fig. S15---Page 19  |
| Appendix Fig. S16---Page 21  |

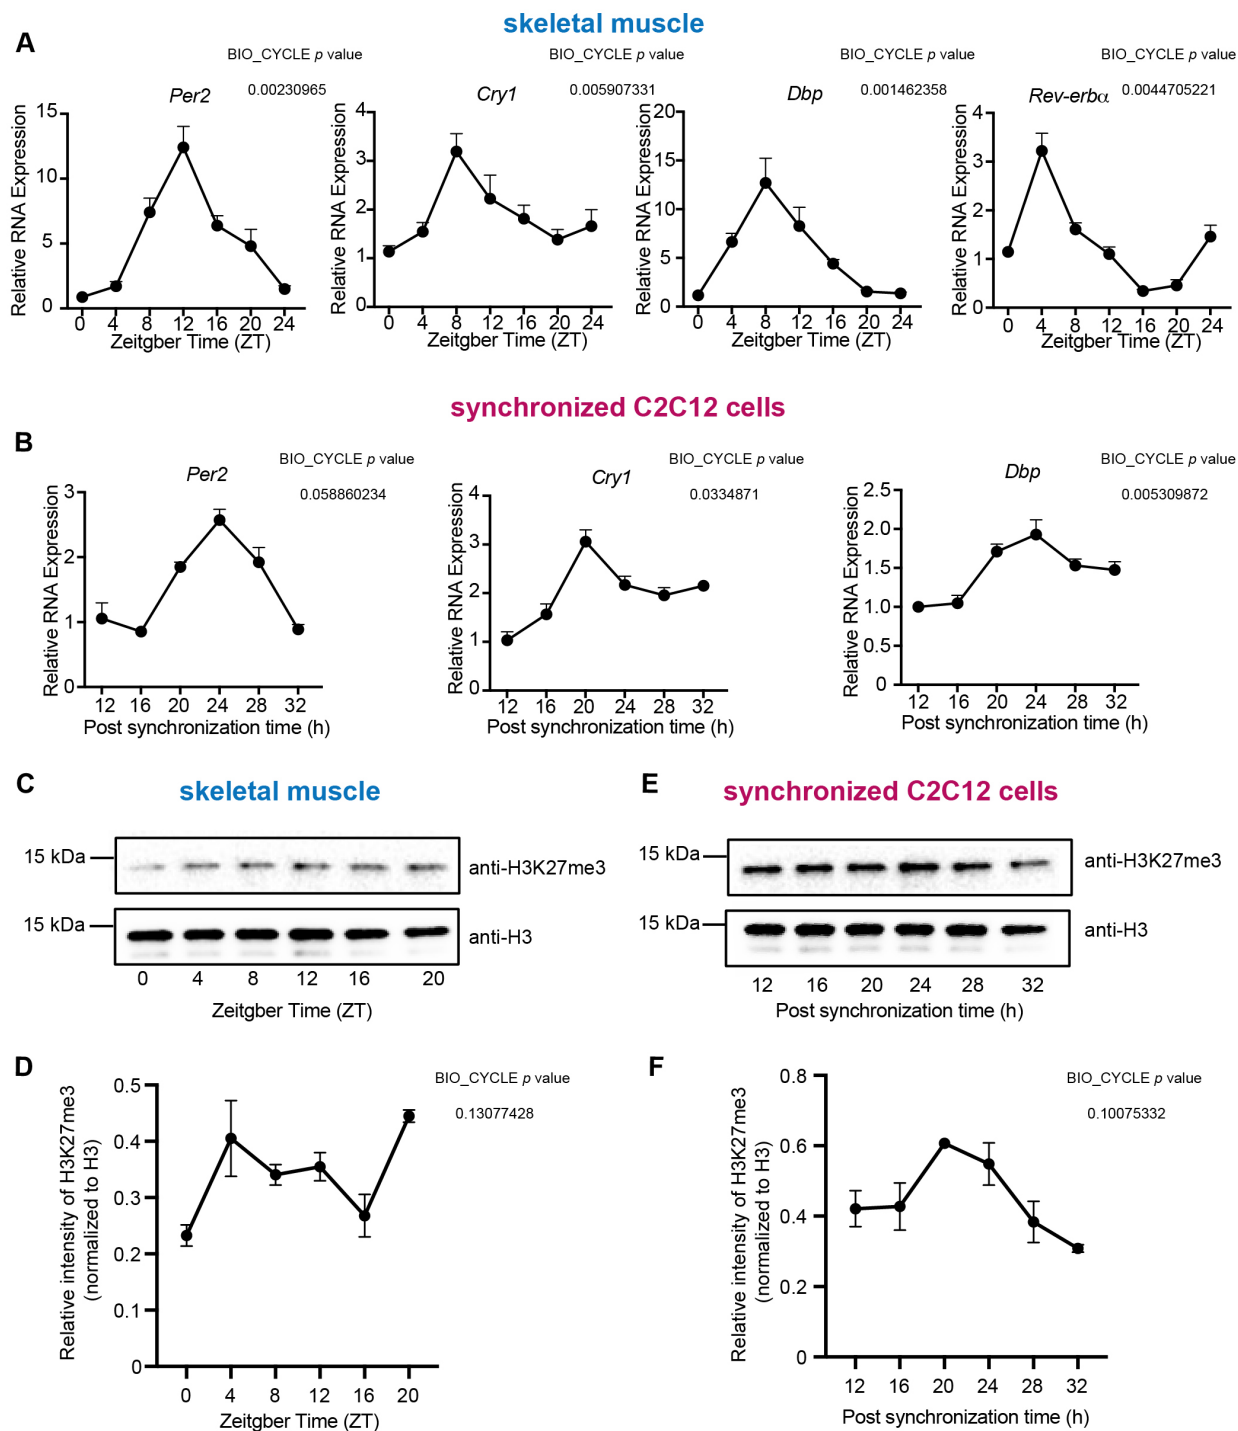

**Appendix Figure S1. Expression of other core clock genes and Levels of H3K27me3 in skeletal muscle tissue and synchronized C2C12.** (A) Mice were sacrificed at 4 hr intervals. Circadian profile of other clock components *Per2*, *Cry1*, *Rev-erba*, and *Dbp*, RNA from mice gastrocnemius muscle tissue was analyzed by qPCR using specific oligos ( $n=5$  per time point). Error bars represent  $\pm$  SEM from five independent biological experiments. (B) Circadian profile of *Per2*, *Dbp*, and *Cry1*. RNA from synchronized C2C12 was analyzed by qPCR using specific oligos ( $n=3$  per time point). Error bars represent  $\pm$  SEM from three independent biological experiments. (C) Levels of H3K27me3 in mouse gastrocnemius muscle tissue were analyzed by immunoblotting. Three independent experiments were performed, and representative data was shown. Global H3 was used as an internal control. (D) Quantitative analysis of protein abundance of H3K27me3

58 shown in panel (C) in gastrocnemius muscle tissue. Error bars represent  $\pm$  SEM from three  
59 independent biological experiments. (E) Levels of H3K27me3 from synchronized C2C12 cells at  
60 indicated time points were analyzed by immunoblotting. Three independent biological experiments  
61 were performed, and representative data was shown. Global H3 was used as an internal control. (F)  
62 Quantification of protein abundance of H3K27me3 shown in panel (E). Error bars represent  $\pm$  SEM  
63 from three independent biological experiments. Circadian  $P$  values indicated from panels (A) to  
64 (F) represent rhythmic transcripts or proteins using the non-parametric test Bio-cycle, where  $P <$   
65 0.05 is considered statistically significant, incorporating a window of 24hr (muscle tissue) and 32hr  
66 (C2C12).  
67  
68  
69

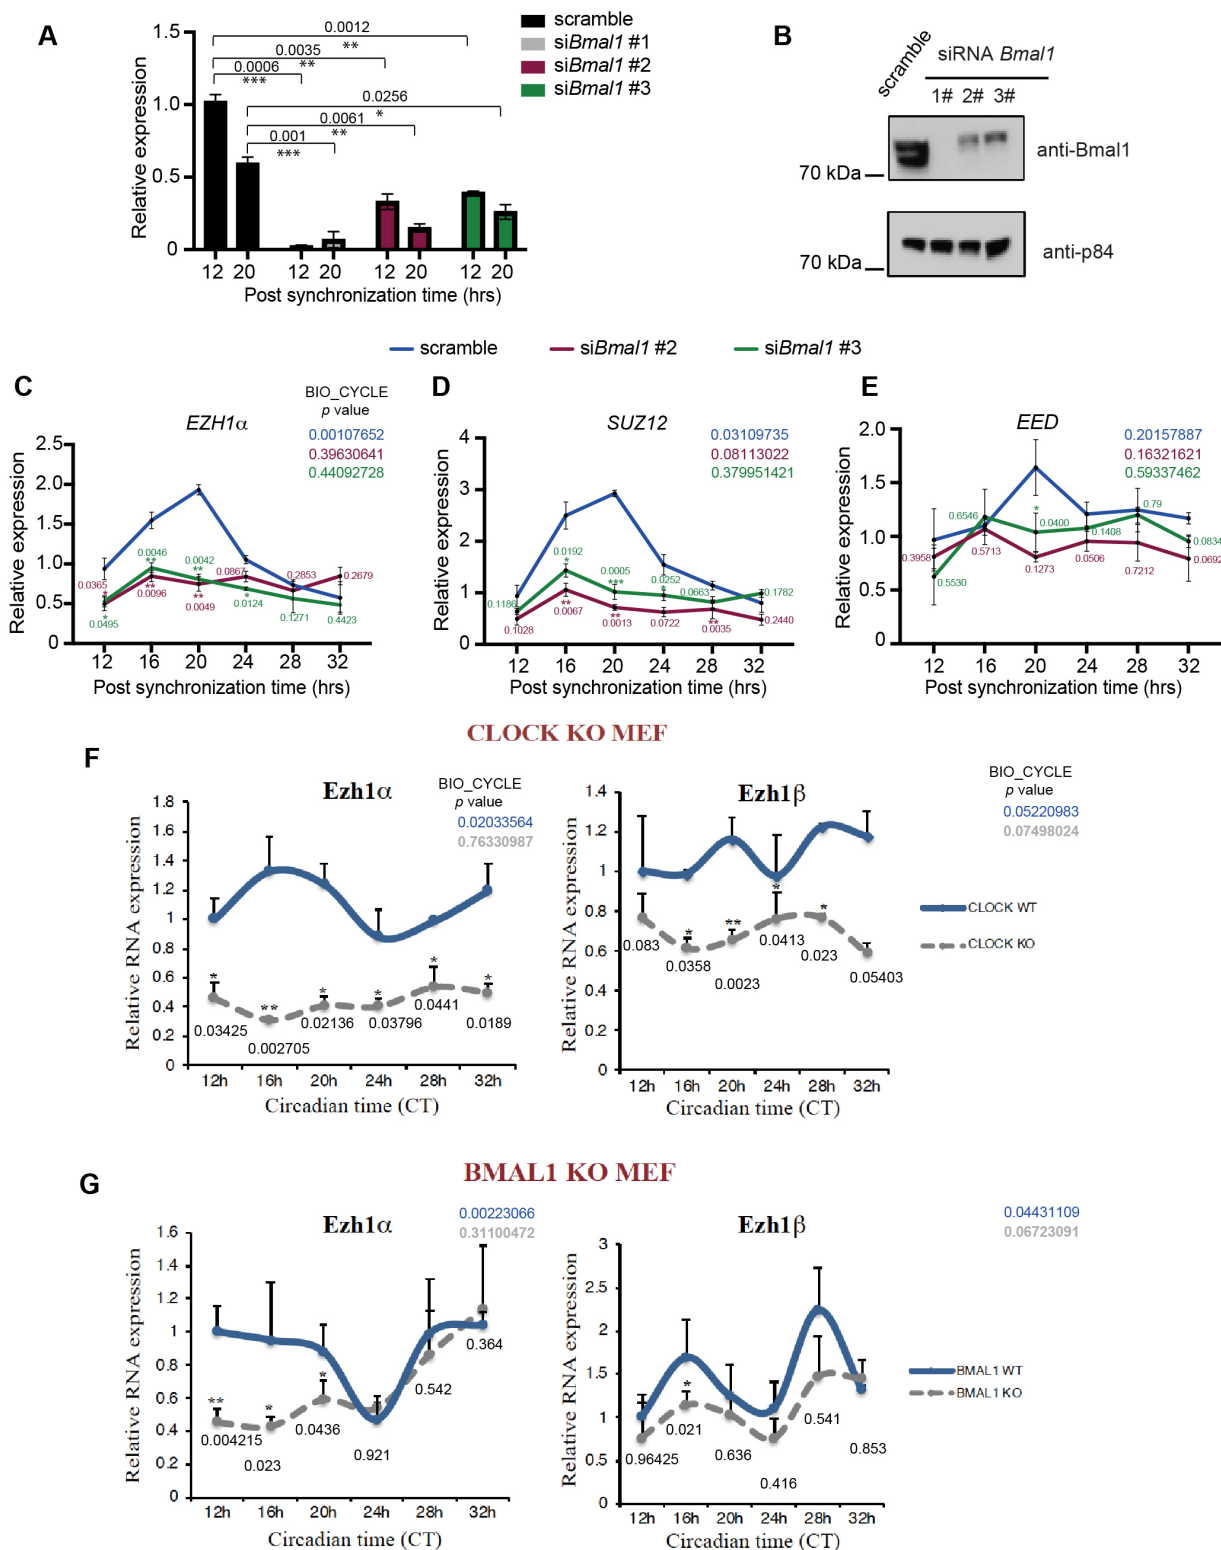

**Appendix Figure S2. BMAL1/CLOCK complex is required for *Ezh1* and *Suz12* oscillation in MEF cells.** (A, B) RT-qPCR and immunoblotting of knock-down efficiency of *Bmal1*/BMAL1 in C2C12 treated with different siRNAs against *Bmal1* during the circadian period. Error bars represent  $\pm$  SEM from three independent biological experiments. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; by two-tailed  $t$  test. (C-E) Circadian pattern of *Ezh1α*, *Suz12* and *EED* was measured from synchronized C2C12 cells treated with scramble or siRNAs (#2 and #3) targeting *Bmal1* at

78 indicated time points and analyzed by quantitative real-time PCR using specific oligos (n= 3 per  
79 time point). Error bars represent  $\pm$  SEM from three independent replicates.  $*p < 0.05$ ;  $**p < 0.01$ ;  
80  $***p < 0.001$ ; by two-tailed  $t$  test. (F, G) Circadian profile of *Ezh1*  $\alpha$ , *Suz12* and *EED* was measured  
81 from synchronized *Clock* KO (f) or *Bmal1* KO (g) MEF cells at indicated time points and analyzed  
82 by quantitative real-time PCR using specific oligos (n= 3 per time point). Error bars represent  
83  $\pm$  SEM from three independent replicates.  $*p < 0.05$ ;  $**p < 0.01$ ; by two-tailed  $t$  test.  
84  
85  
86  
87  
88  
89  
90  
91  
92  
93  
94

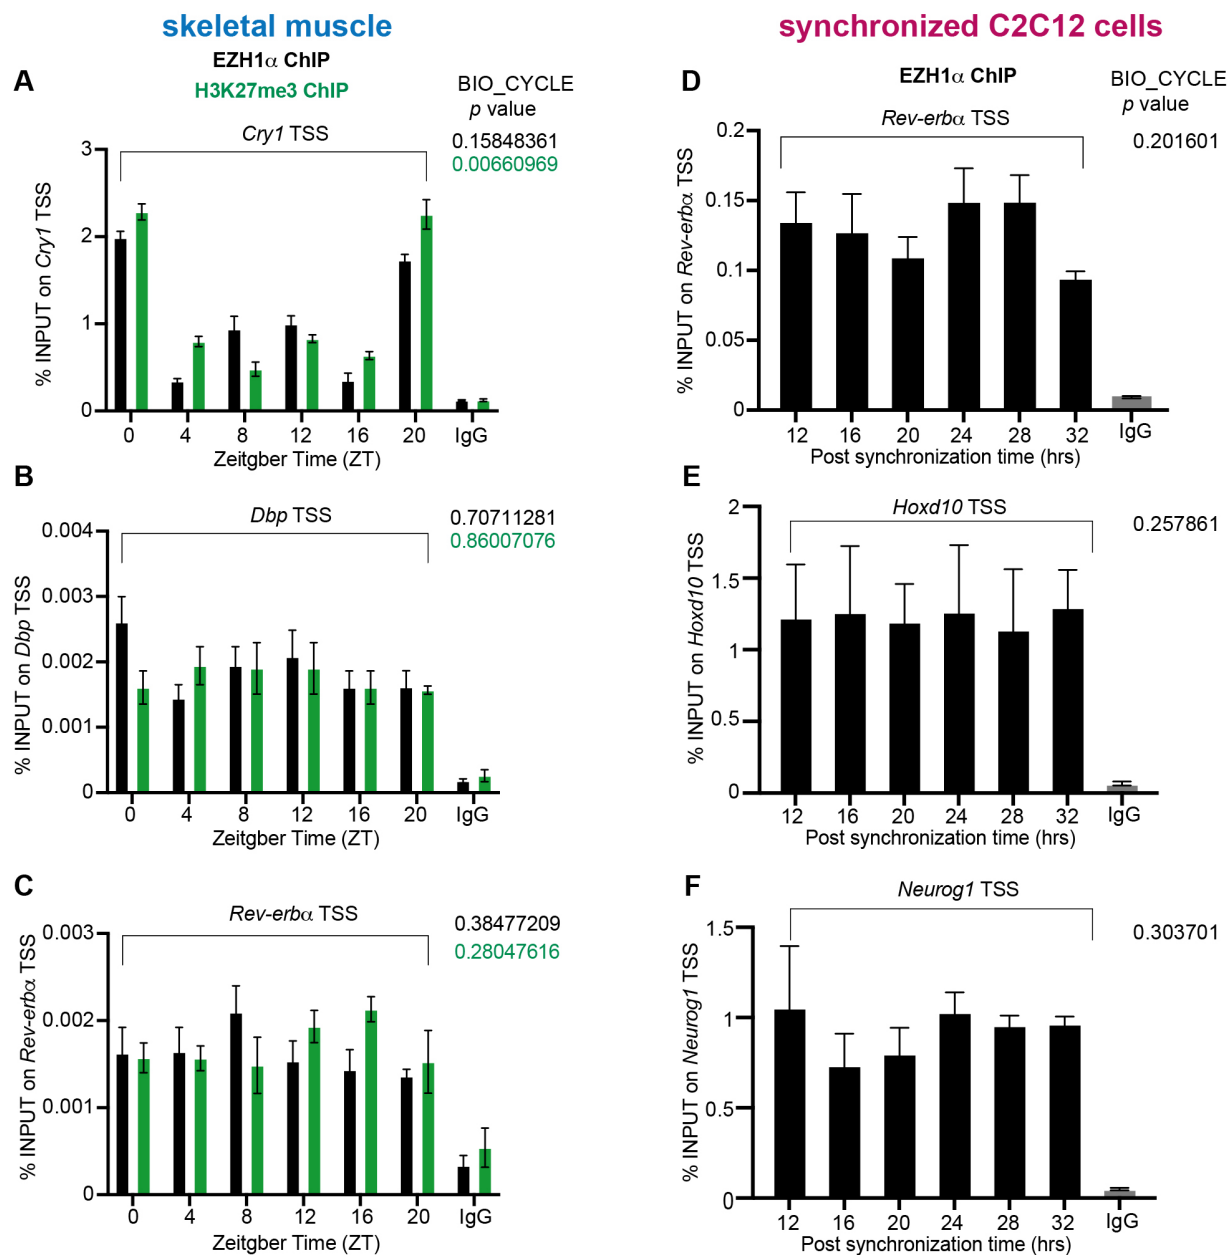

**Appendix Figure S3. Oscillational recruitment of Ezh1 $\alpha$  and H3K27me3 deposition at transcription start site (TSS) of clock genes in muscle tissue.** a-c ChIP experiment of EZH1 $\alpha$  and H3K27me3 at transcription start site (TSS) of (a) *Cry1* (a), (b) *Dbp* (b) and (c) *Rev-erb $\alpha$*  (c) was performed using cross-linked chromatin from gastrocnemius muscle tissue. d-f ChIP experiment of EZH1 $\alpha$  at transcription start site (TSS) of *Rev-erb $\alpha$*  (d), *Hoxd10* (e), and *Neurog1* (f) was performed using cross-linked chromatin from synchronized C2C12 cells. Immunoprecipitated DNA was quantified by qPCR at the indicated zeitgeber times (ZT, hours after lights on) (n= 3 per time point). Error bars represent  $\pm$  SEM from three independent experiments. IgG represents ChIP experiment performed with an isotype-matched control immunoglobulin (normal rabbit IgG) to Ezh1 $\alpha$  or H3K27me3. Circadian *P* values on the right of each panel represent rhythmic occupancy of EZH1 and H3K27me3 using the non-parametric test Bio-cycle, where *p* < 0.05 is considered statistically significant, incorporating a window of 24hr in muscle tissue and a window of 32hr in C2C12 cells.

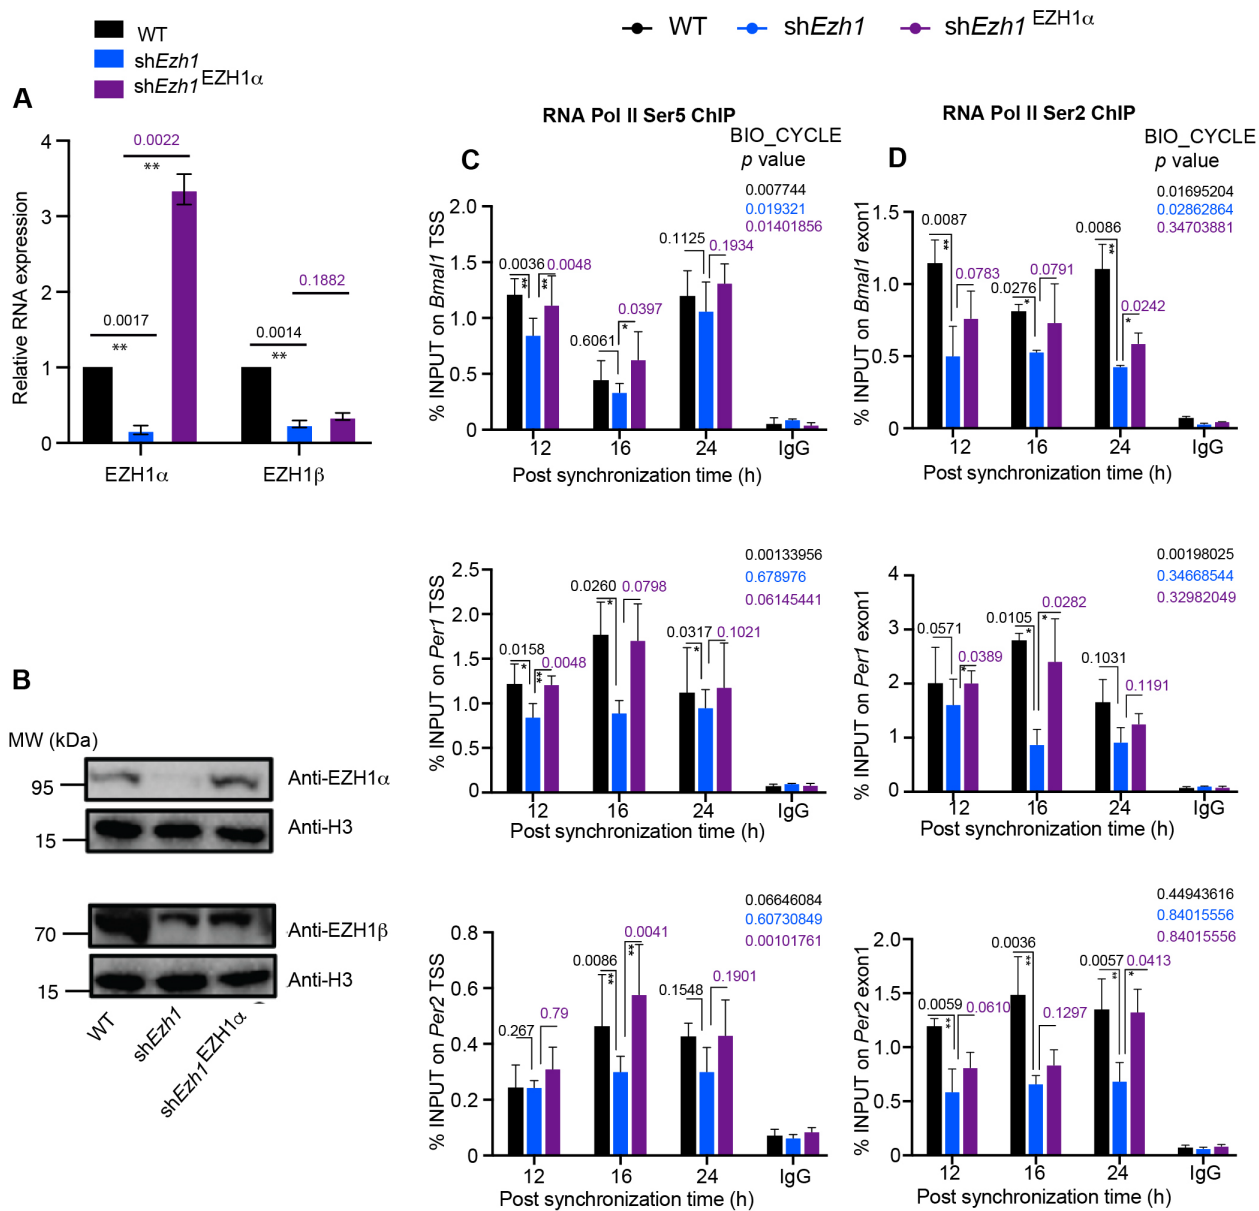

**Appendix Figure S4. EZH1 is required for oscillational occupancy of both RNA Pol II initiation and elongation form around genomic loci of core clock genes.** (A, B) Transcript (A) and protein (B) levels of *Ezh1α/β* were measured in WT, *shEzh1*, and *shEzh1<sup>EZH1α</sup>* C2C12 cell lines using RT-qPCR and WB analysis respectively. H3 was used as a loading control for WB analysis. Error bars represent  $\pm$  SEM from three independent experiments. \*\* $p < 0.01$ ; by two-tailed  $t$  test. (C-D) ChIP experiment from Pol II Ser-5 (C) and Pol II Ser-2 (D) at transcription start site (TSS) and gene body (Exon1) respectively of *Bmal1* (top panel), *Per1* (middle panel), and *Per2* (right panel) during different circadian time points in synchronized C2C12 from WT, *shEZH1* and *shEZH1<sup>Ezh1α</sup>* (n= 3 per time point). Immunoprecipitated chromatin was quantified by qPCR and normalized to input. IgG represents ChIP experiment performed with an isotype-matched control immunoglobulin (normal rabbit IgG) to Pol II Ser-5 and Pol II Ser-2. Error bars represent  $\pm$  SEM of three independent replicates. \* $p < 0.05$ ; \*\* $p < 0.01$ ; by two-tailed  $t$  test. Circadian  $P$  values ( $p < 0.05$  or less) represent rhythmic transcripts using the non-parametric test Bio-cycle, incorporating a window of 24hr.

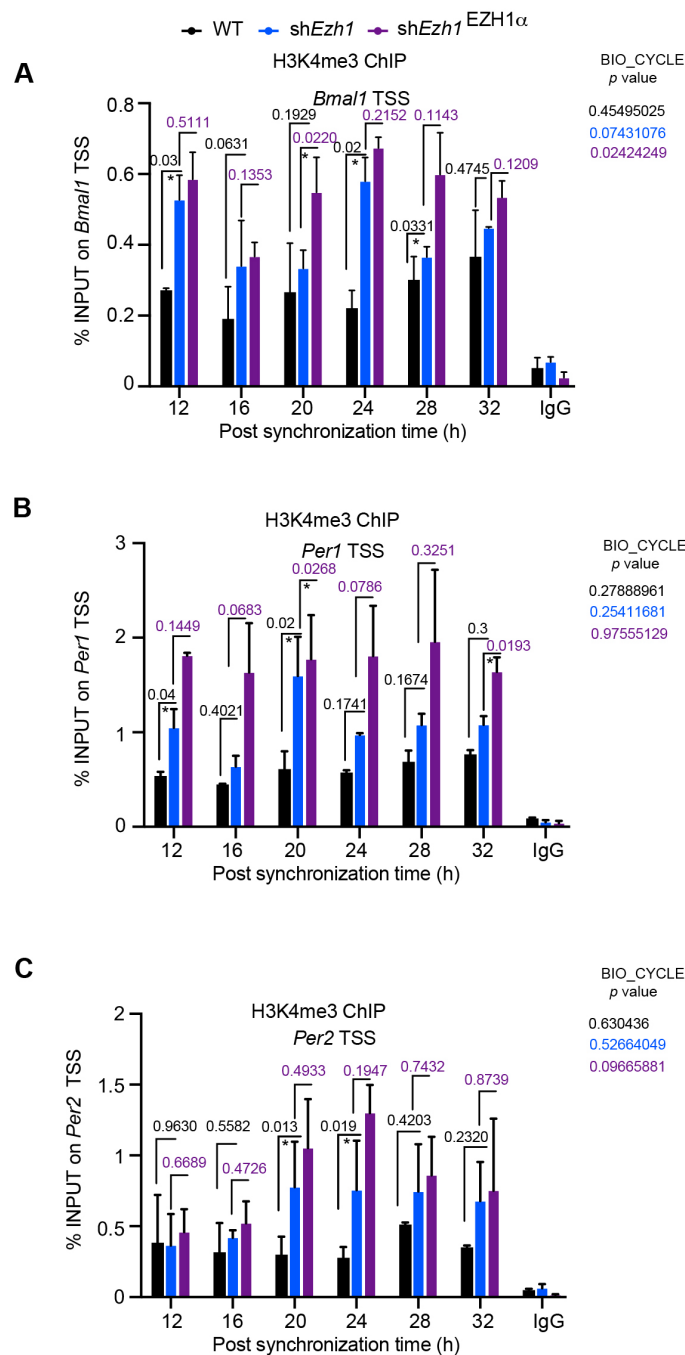

**Appendix Figure S5. Enhanced occupancy profile of H3K4me3 surrounding core clock genes following EZH1 depletion. (A-C)** ChIP experiment of H3K4me3 at transcription start site (TSS) respectively of *Bmal1* (A), *Per1* (B), and *Per2* (C) during different circadian time points in synchronized C2C12 from WT, *shEZH1* and *shEZH1<sup>Ezh1α</sup>* (n= 3 per time point). Immunoprecipitated DNA was quantified by qPCR and normalized to input. IgG represents ChIP experiment performed with an isotype-matched control immunoglobulin (normal rabbit IgG) to H3K4me3. Error bars represent  $\pm$ SEM of three independent replicates. \* $p < 0.05$ ; by two-tailed  $t$  test. Circadian  $P$  values ( $p < 0.05$  or less) represent rhythmic transcripts using the non-parametric test Bio-cycle, incorporating a window of 32hr.

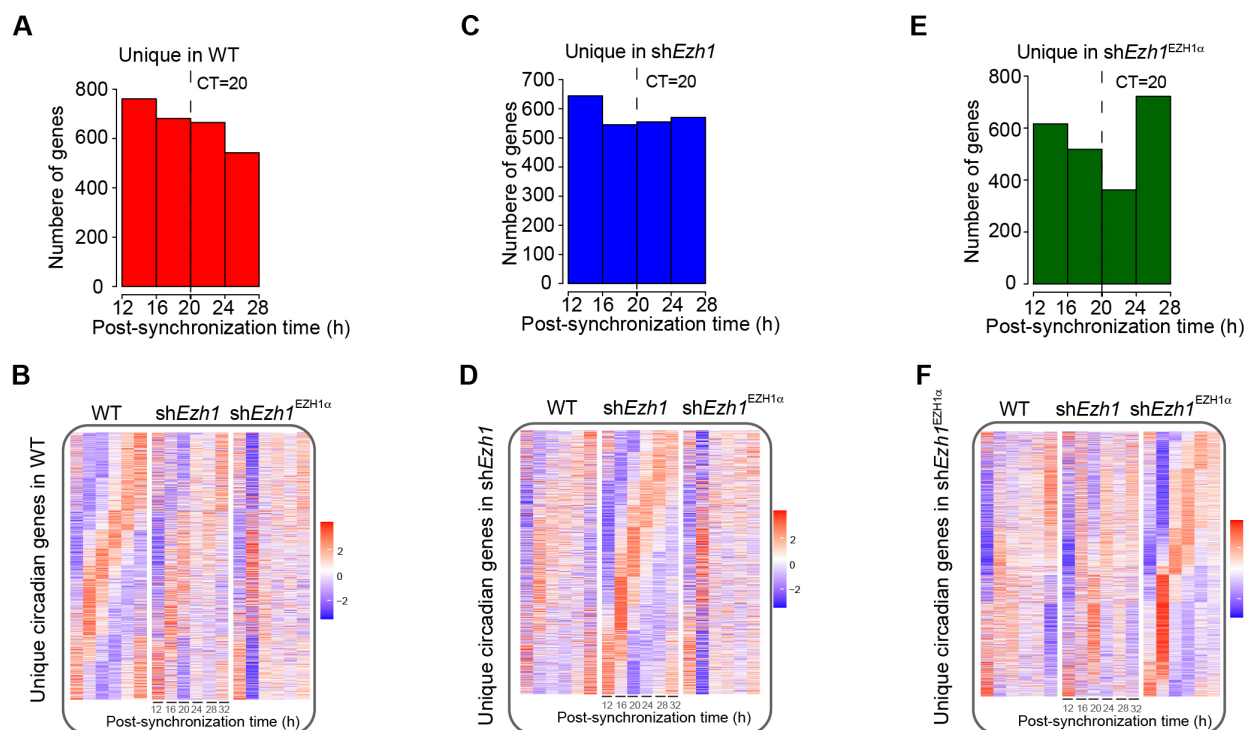

**Appendix Figure S6. Peak phase distribution and heatmap analysis of unique circadian genes in wild type (WT), *shEzh1* and *shEzh1*<sup>EZH1α</sup> conditions. (A, C and E) Peak phase distribution of unique circadian genes in WT (A), *shEzh1* (C) and *shEzh1*<sup>EZH1α</sup> (E). (B, D and F) Heatmap profile of unique circadian transcripts in WT (B), *shEzh1* (D) and *shEzh1*<sup>EZH1α</sup> (F) conditions.**

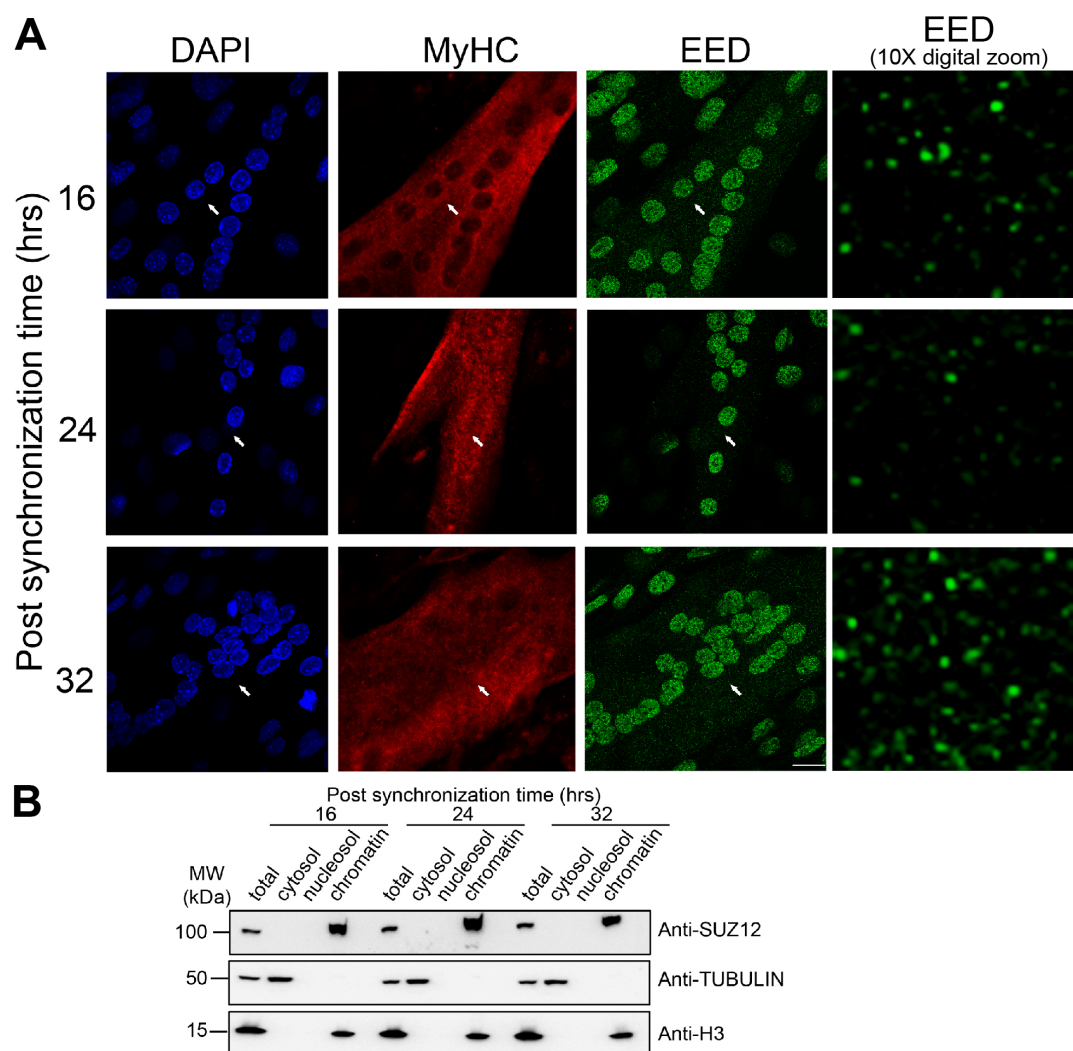

**Appendix Figure S7. SUZ12 constantly binds to chromatin alongside the circadian cycle.** (A) Representative immunofluorescence of EED (green) and MyHC (red) at indicated time points in C2C12 cells, DNA was counterstained with DAPI (blue). Scale bar =100  $\mu$ m. White arrows indicate zoomed reign of interest (10X digital zoom), present in the rightmost panel. (B) Immunoblot analysis of SUZ12 distribution in the cytosol, nucleosol, and chromatin-bound fractions at indicated circadian time points in wild-type C2C12 cells. Tubulin or H3 was used as cytosol and chromatin fraction control, respectively.

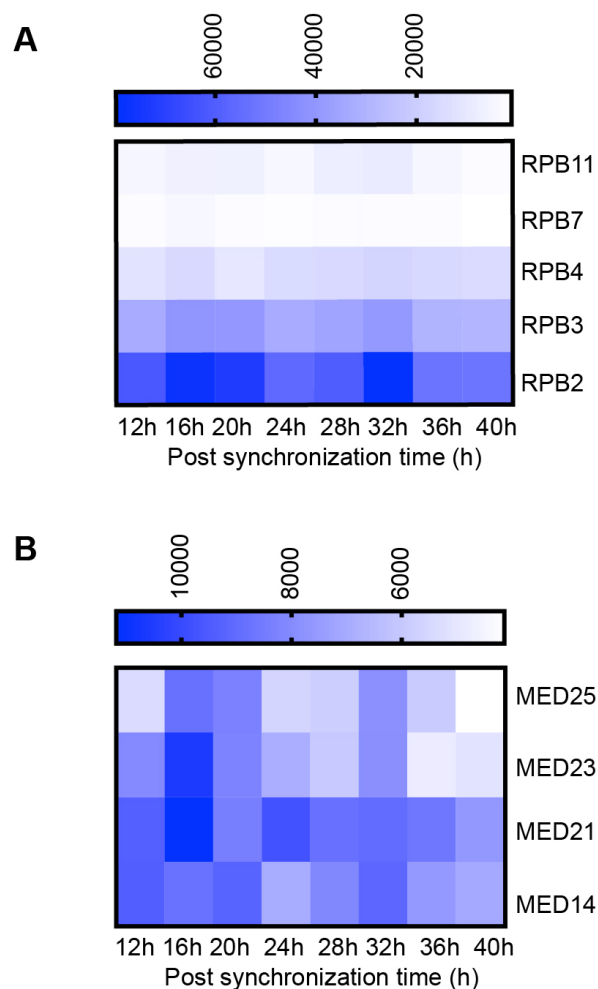

**Appendix Figure S8. Dynamic interaction between EZH1 $\alpha$  and RNA Pol II associated components.** (A, B) Immunoprecipitation coupled with quantitative mass spectrometry analysis indicates differential interaction between EZH1 $\alpha$  and subunits of RNA Pol II (A) and Mediator proteins (B) at different time points.

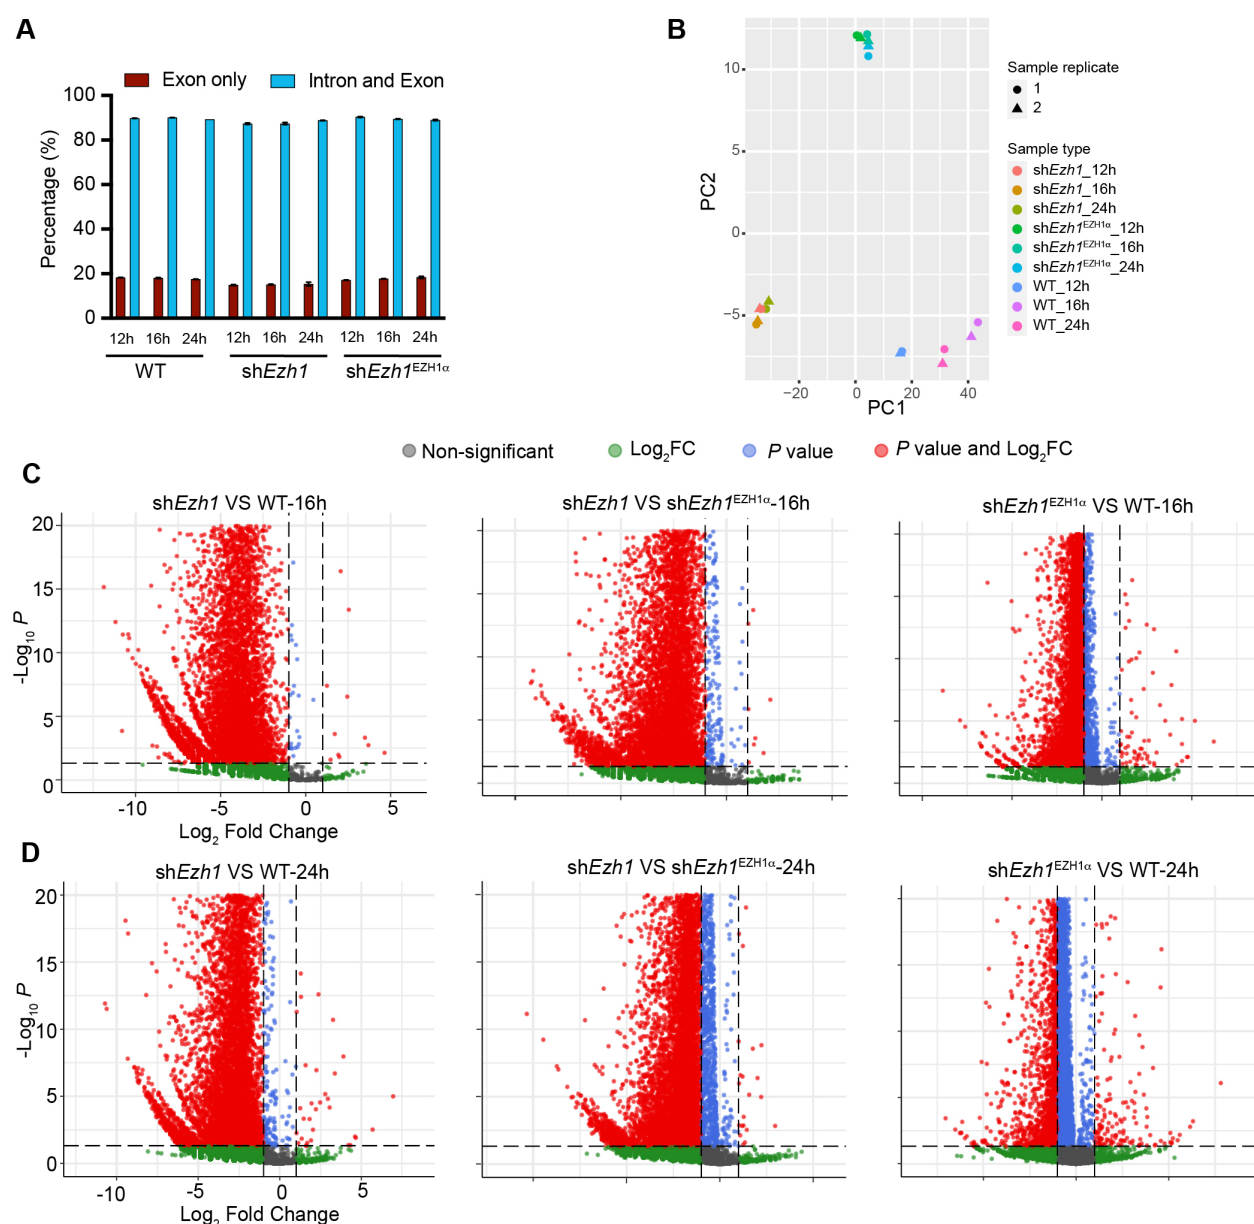

**Appendix Figure S9. Quality control of TT-seq and differentially expressed nascent transcripts profile in comparison with indicated biological conditions.** (A) Percentage of reads mapping to exonic or intronic regions from TT-seq in WT, *shEzh1* and *shEzh1<sup>EZH1α</sup>* under indicated time points. (B) Principal component analysis (PCA) plot of the TT-seq data from all samples used in this study. (C, D) Volcano plot representation of differential expression profile of nascent transcripts in comparison with different biological conditions at indicated post-synchronization time points. The statistical analysis in panel (C) and (D) were performed using DESeq2 as described in Method section.

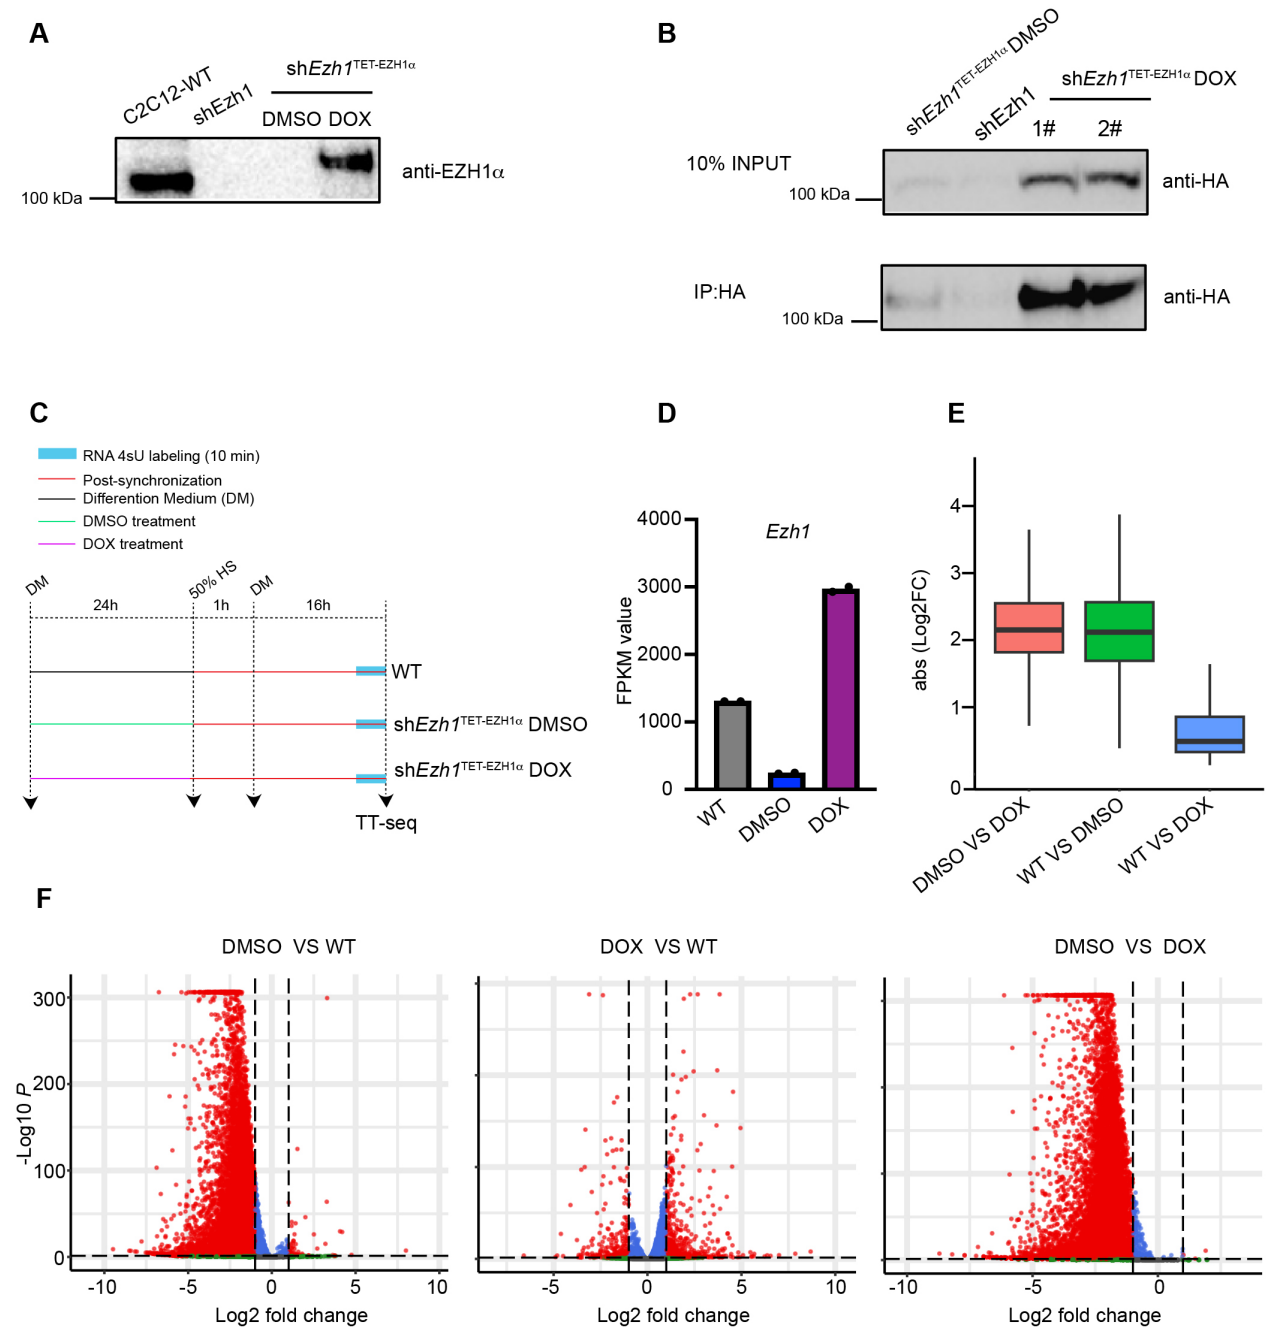

**Appendix Figure S10. Restoration of expression levels to normal by transient EZH1 expression in *shEzh1* knock-down background.** (A) The protein levels of *Ezh1α* were assessed through Western blot (WB) analysis in various C2C12 cell lines, including WT, *shEzh1* and *shEzh1*<sup>TET-EZH1α</sup> (treated with DMSO or DOX) transgenic cells. In the WB analysis, the band observed in the WT lane corresponds to the endogenous EZH1α protein. In contrast, the band in the DOX lane represents the HA-EZH1α. (B) Different cell lines were utilized to immunoprecipitate the HA-EZH1α protein using HA conjugated agarose beads. Subsequently, the HA tagged proteins were visualized using Anti-HA. (C) Experimental design illustrating TT-seq samples collection at indicated conditions. (D) FPKM value of *EZH1* in WT, *shEzh1*<sup>TET-EZH1α</sup> treated with DMSO (DMSO) and *shEzh1*<sup>TET-EZH1α</sup> treated with DOX (DOX). (E) Absolute fold changes of significantly differential genes in comparison with indicated biological conditions at 16h. 14117, 13907 and 4364 genes were analyzed in comparison with indicated biological conditions at 16h. Detailed minima, maxima, centre, bounds of box and whiskers, and percentile

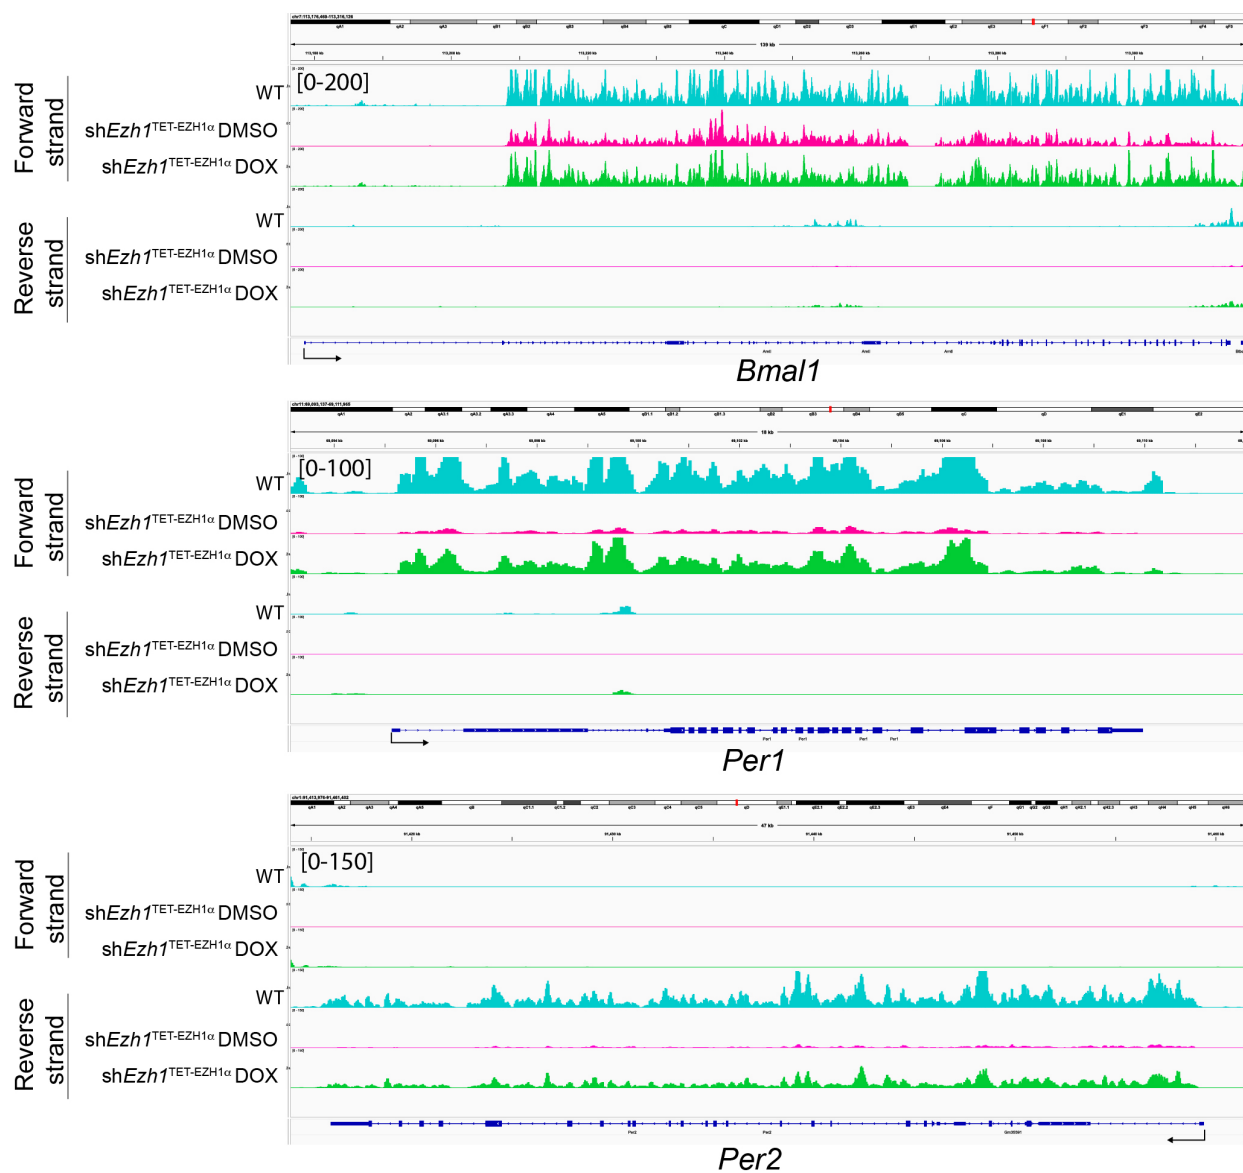

**Appendix Figure S12. EZH1α is required for *Bmal1*, *Per1* and *Per2* expression.** IGV track of TT-seq signal around *Bmal1*, *Per1* and *Per2* genes loci under indicated genetic background.

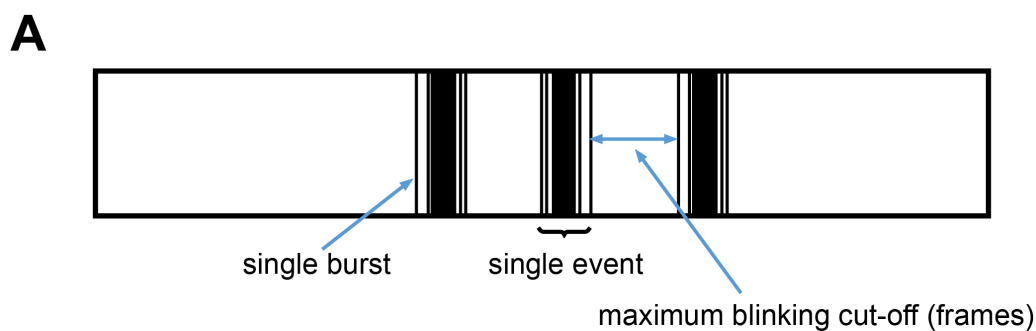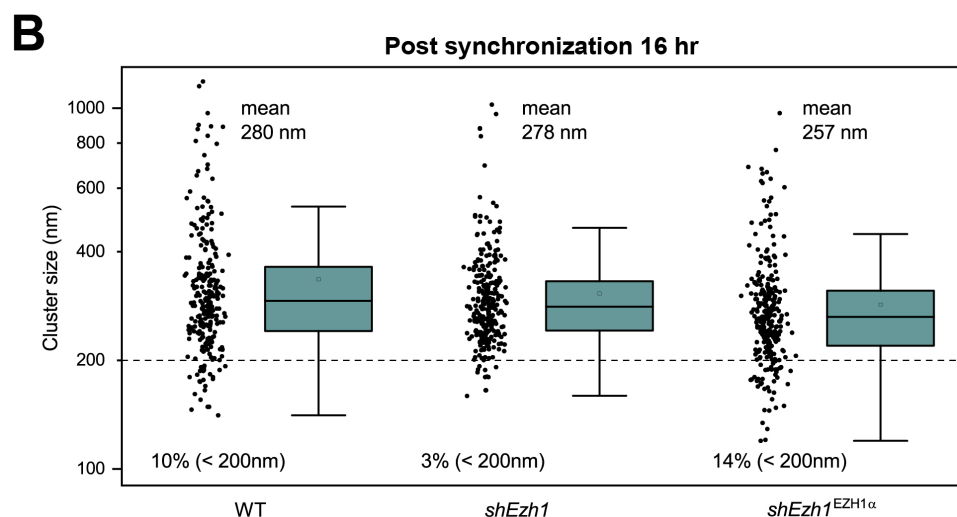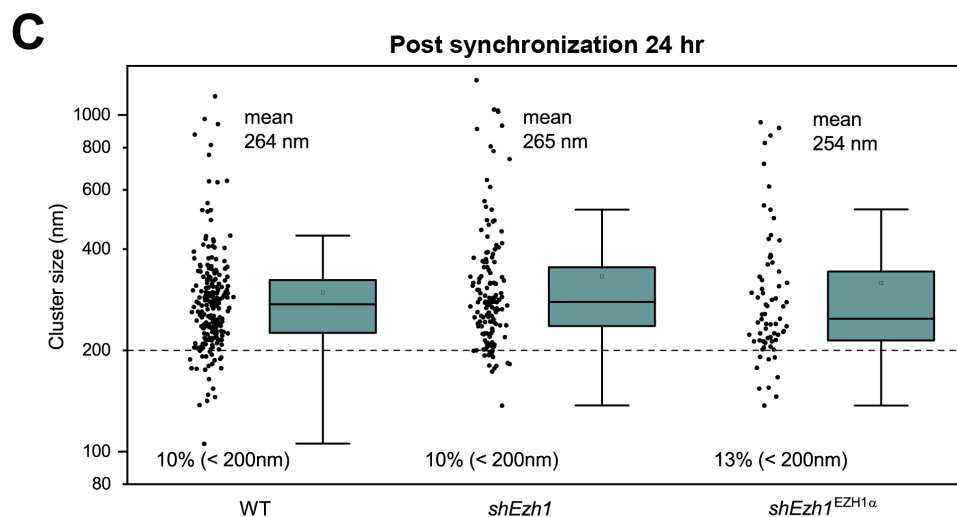

**Appendix Figure S13. Quantification of the cluster size of RNA Pol II in WT, *shEzh1* and *shEzh1*<sup>EZH1α</sup> at indicated time points.** (A) Schematic illustration of measured parameters: single burst (fluorescence signal in one frame), single event of RNA Pol II-Dendra2 clustering and maximum blinking cut-off. (B, C) Dot plots superimposed box plots of the cluster size in WT, *shEzh1* and *shEzh1*<sup>EZH1α</sup>. The mean cluster sizes and the percentages of the small (<200 nm) clusters are indicated in the top and bottom of each panel. 258, 293 and 283 clusters were analyzed for in WT, *shEzh1* and *shEzh1*<sup>EZH1α</sup> respectively in panel (B). 228, 146 and 69 clusters were analyzed for WT, *shEzh1* and *shEzh1*<sup>EZH1α</sup> respectively in panel (C). Detailed minima, maxima, centre, bounds of box and whiskers, and percentile value for panel (B) and (C) have been provided in Dataset EV8.

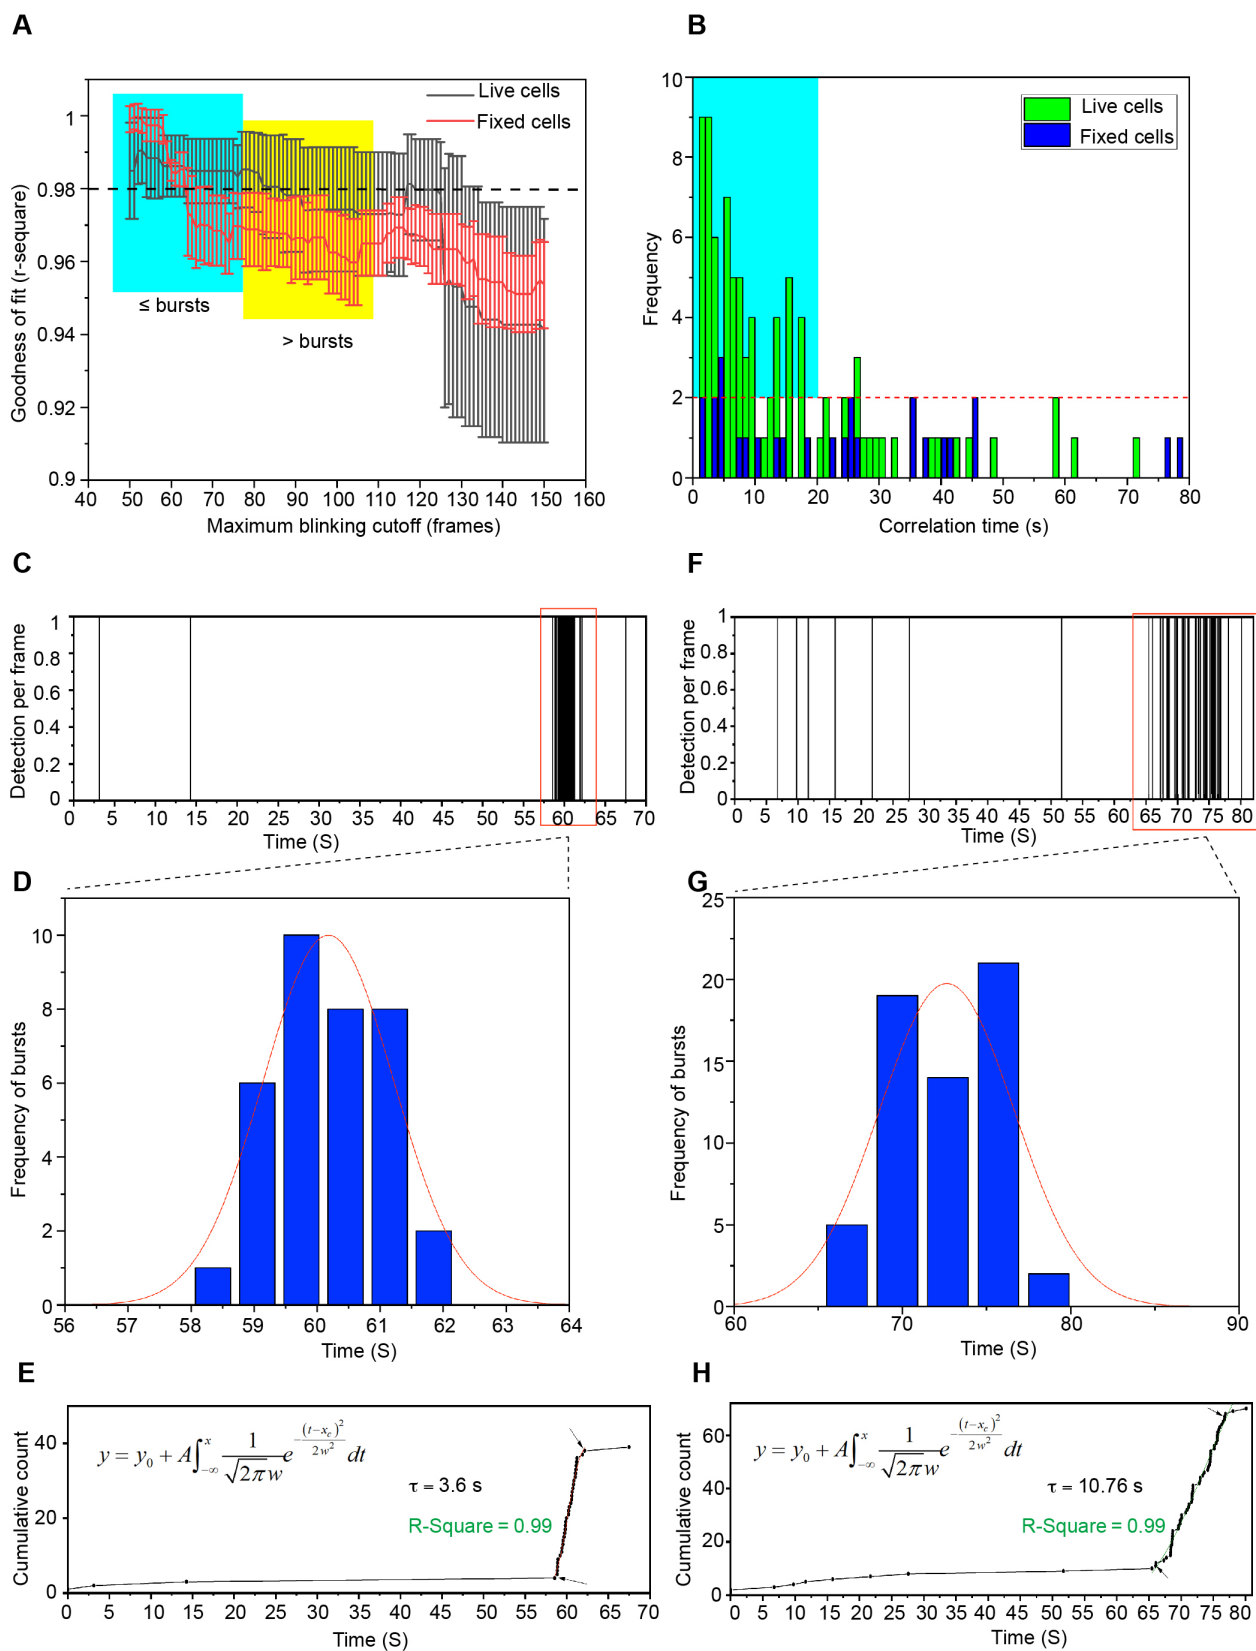

**Appendix Figure S14. Distinction between physiological clustering of RNA Pol II and photophysical dynamics of Dendra2.** (A) Average count per burst was normalized to compare goodness of fit ( $R$ -square value) as a function of maximum blinking cutoff (frames) in live and

fixed cells. Yellow square indicates events selected for lifetime analyses. The number of bursts detected by using a maximum blinking cut-off of 75 frames and below were less than 10 bursts. This number of bursts was not enough for a reliable fitting of the data to the cumulative distribution function. Thus, we choose 100 frames as a maximum blinking cut-off for our analysis. **(B)** Frequency distribution of the correlation time of the burst events in live and fixed cells. Cyan square regions define events for further analyses. As shown in **(A)**, the events due to single molecule photo physics in fixed cells showed R-squared values below the set threshold of 0.98. We normalized the data based on the number of bursts where we considered 2500 bursts in in live and in fixed cells to calculate the correlation time. As shown in **(B)**, our analysis (maximum blinking cutoff = 100 frames and R-squared value  $\geq 0.98$ ) showed that the correlation time obtained from live cells can be distinguished from fixed cells by considering correlation time values below 20 seconds. To further remove any contribution of the photophysical phenomenon, we removed the correlation time values if their frequencies is smaller than 20% of the maximum frequency. **(C)** and **(F)** Representative time traces for two selected small RNA Pol II clusters. **(D)** and **(G)** Frequency distributions of bursts shown in **(C)** and **(F)**, respectively. The red lines show the fitting to Gaussian (normal) distribution. **(E)** and **(H)** Cumulative count of bursts shown in **(C)** and **(F)**, respectively. The black dot lines indicate the fitting of the cumulative count to normal cumulative distribution function, as calculated by the equation in the left side of each panel.

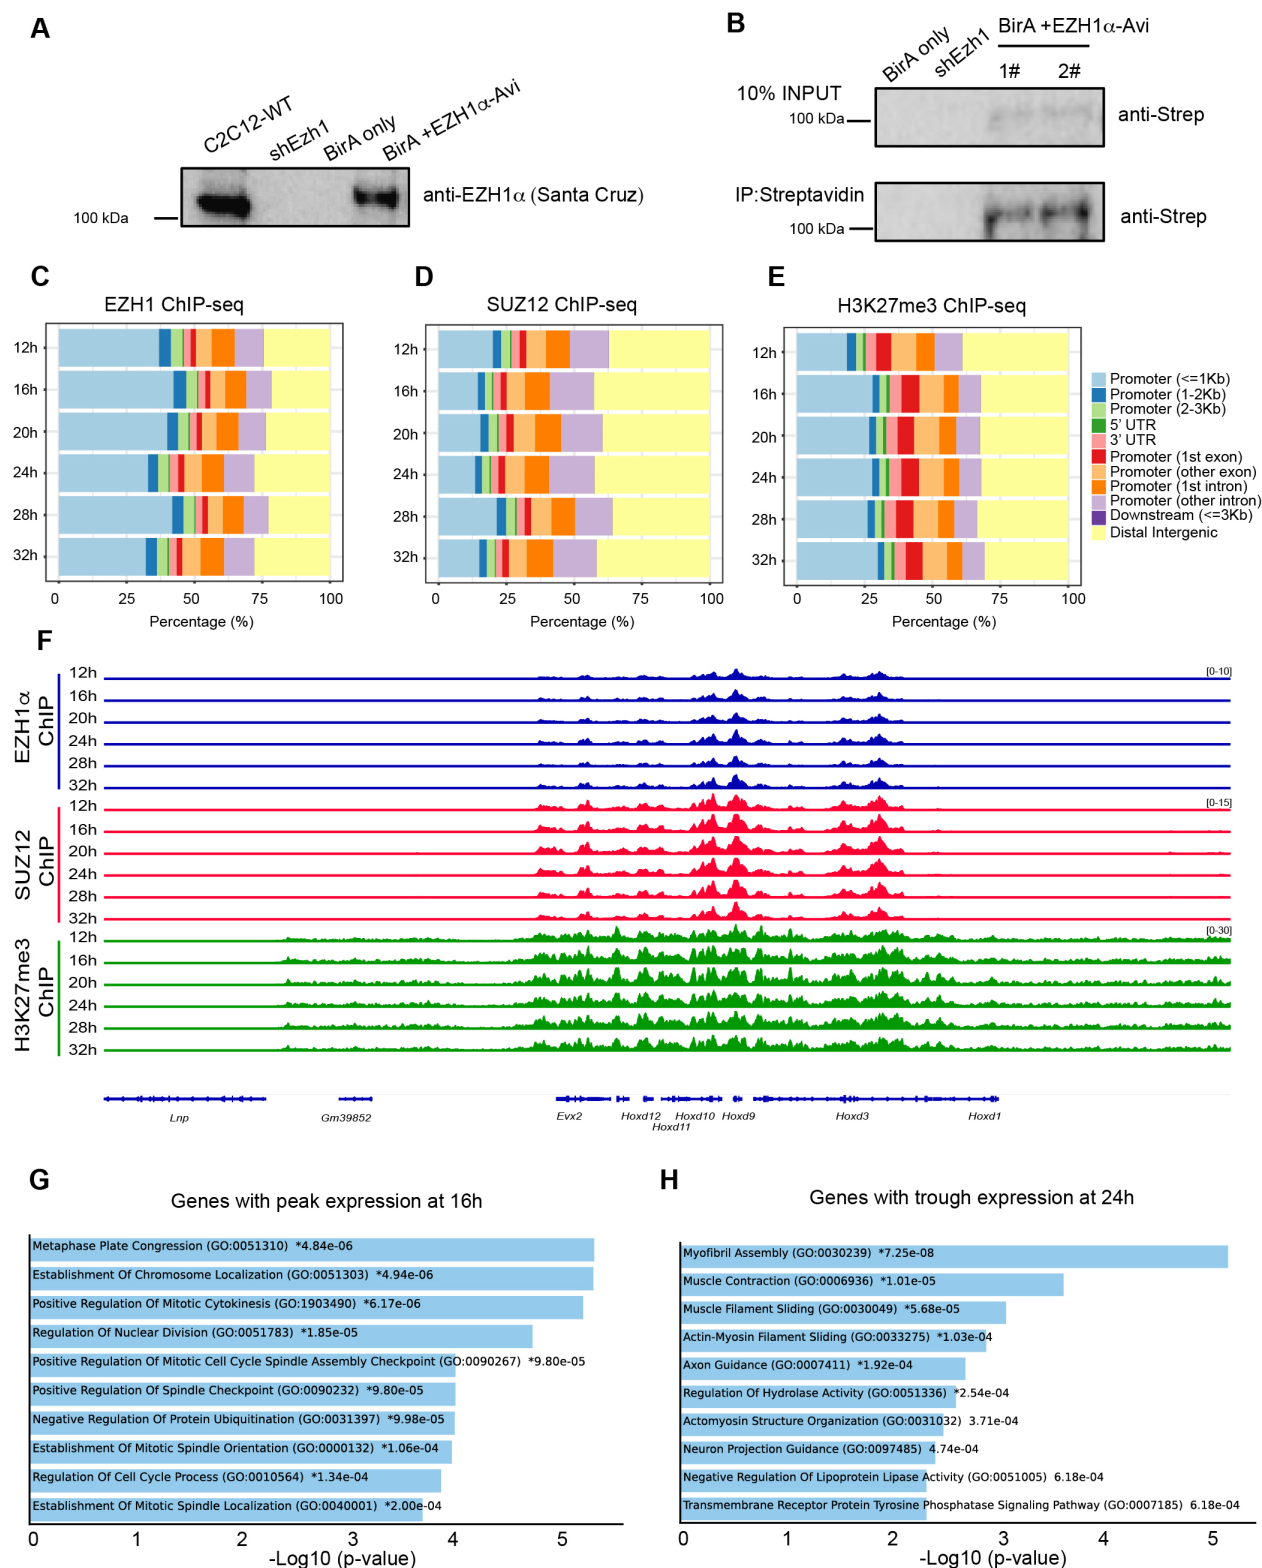

**Appendix Figure S15. Genomic features of EZH1α, SUZ12, and H3K27me3 ChIP-seq.** (A) Protein levels of *Ezh1α* were assessed through Western blot (WB) analysis in various C2C12 cell lines, including WT, *shEzh1*, *shEzh1*<sup>BirA</sup>, and *shEzh1*<sup>BirA+EZH1α-Avi</sup> transgenic cells. In the WB analysis, the band observed in the WT lane corresponds to the endogenous EZH1α protein. In contrast, the band in the BirA+EZH1α-Avi Lane represents the biotinylated form of EZH1α. (B) Different indicated cell lines were utilized to immunoprecipitate the biotinylated EZH1α protein

using streptavidin resin. 

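Genomic features assign each peak to a single class, with promoters taking precedence over exons, introns and intergenic sequence. Promoter regions within 1 kb of a TSS received 25.3% of Bio-EZH1 peaks (21.9% to 28.5% over the time points), 12.3% of SUZ12 peaks (10.4% to 15.4%) and 16.4% of H3K27me3 peaks (11.5% to 18.2%). Distal intergenic sequence held 31.2% of Bio-EZH1 peaks, 43.7% of SUZ12 peaks and 42.7% of H3K27me3 peaks. Introns held 24.1%, 27.9% and 22.4%, and exons 6.78%, 6.28% and 8.35%. The shares are of peaks and not of covered length, so a broad H3K27me3 domain counts as much as a short SUZ12 peak.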

Subsequently, the biotin-labeled proteins were visualized using Streptavidin-HRP. **(C-E)** Genomic features were annotated for the ChIP-seq peaks of EZH1 $\alpha$ (**C**), SUZ12(**D**), and H3K27me3(**E**). **(F)** IGV track of EZH1 $\alpha$ , SUZ12, and H3K27me3 peak distribution around *Hoxd* genes cluster loci. **(G, H)** Gene ontology (GO) enrichment analysis of genes that expressed with the highest level (peak) or lowest level (trough) at 16h (**G**) and 24h (**H**). Statistical analysis was performed using EnrichR.

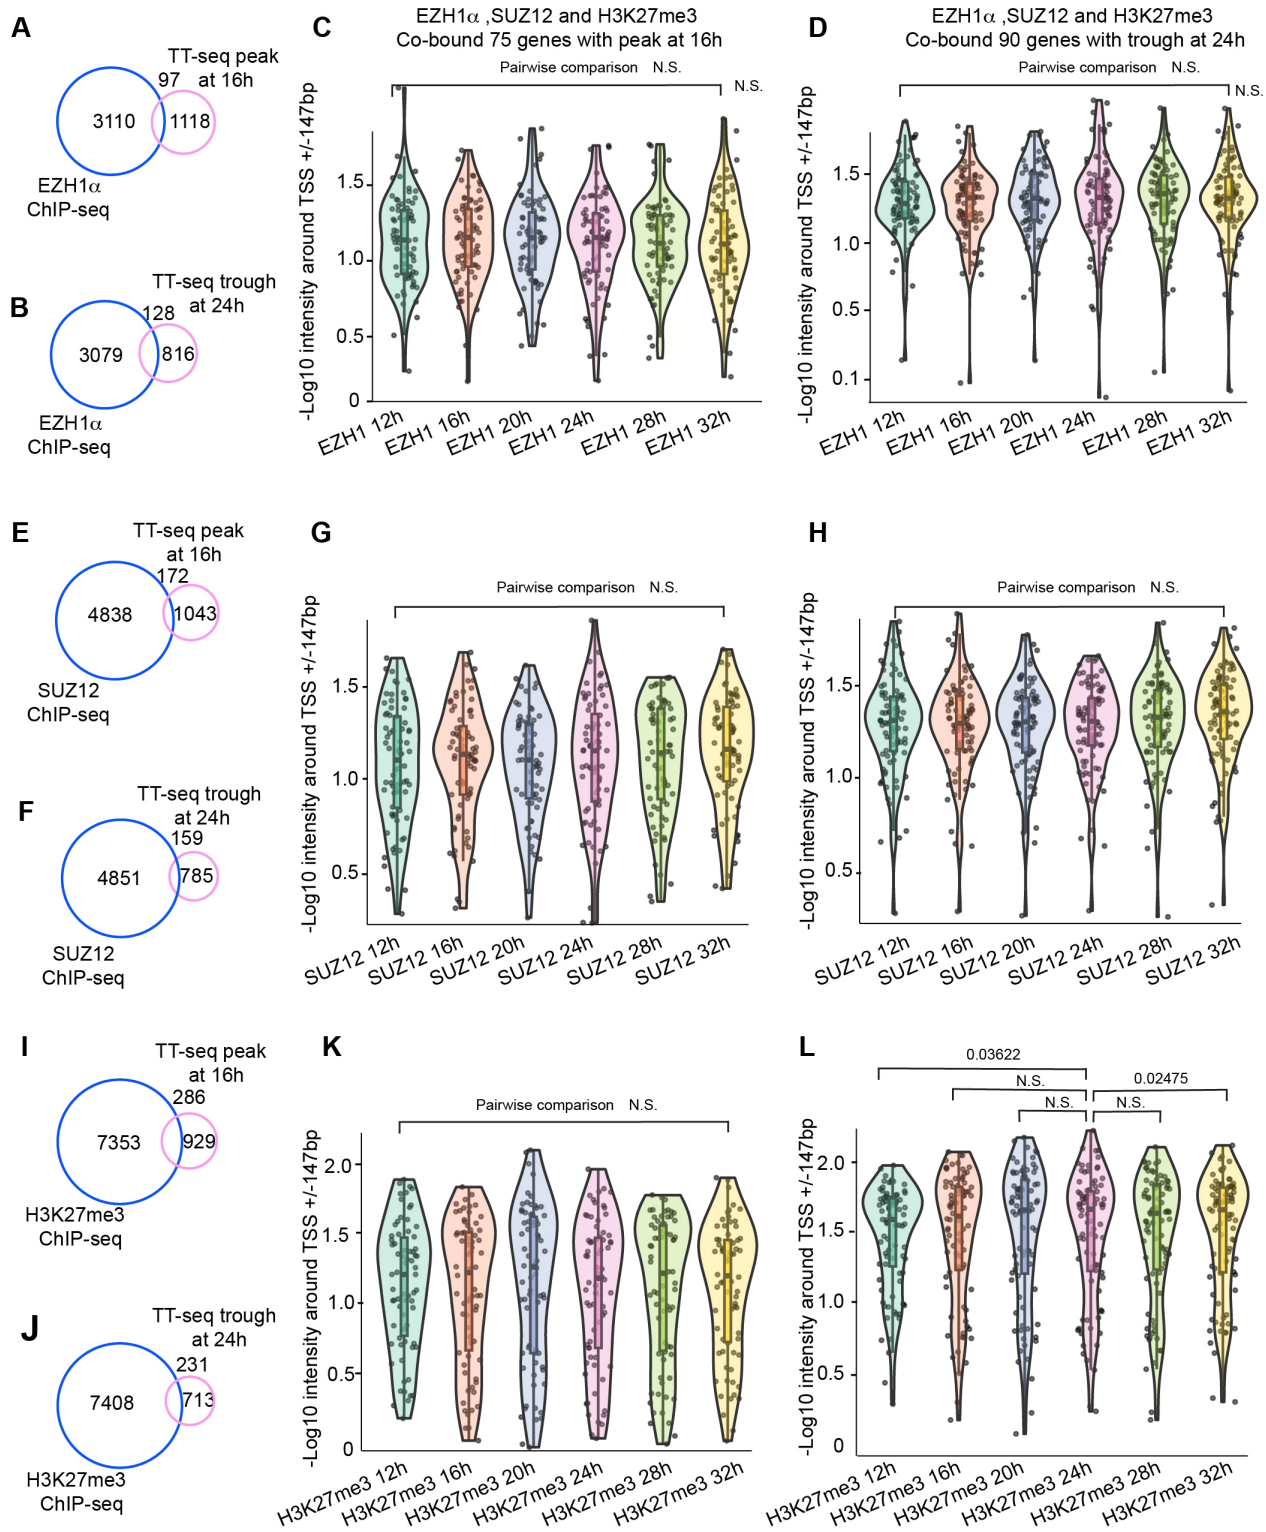

**Appendix Figure S16. Distinct occupancy profile of EZH1 $\alpha$ , SUZ12 and H3K27me3 around the 1<sup>st</sup> nucleosome of activated and repressive targets.** (A, B) Venn diagram of overlap between EZH1 bound targets and genes expressed with the highest level (peak) or lowest level (trough) at 16h (A) and 24h (B), as determined by TT-seq in wild-type (WT) synchronized C2C12 cells. (C, D) Violin plots illustrate the peak intensity of EZH1 ChIP-seq peaks surrounding the transcription start site of genes expressed with the highest level (peak) or lowest level (trough) at 16h (C) and

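At the time point that defines each set, Bio-EZH1 had a common promoter peak at 45 activated targets at 16 h and at 100 repressive targets at 24 h. Among the former, 35 were also bound by SUZ12 at 16 h and 39 carried H3K27me3. Of the latter, 43 were bound by SUZ12 at 24 h and 58 carried H3K27me3. At 16 h only 4 activated targets had Bio-EZH1 alone, against 34 repressive targets at 24 h. The time points differ in the number of Bio-EZH1 promoter genes in the whole genome, 2668 at 16 h and 3697 at 24 h, so the 2 sets are not compared at equal yield.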

24h (**D**) co-bound by EZH1 $\alpha$ , SUZ12 and H3K27me3 encompassing upstream and downstream regions spanning one nucleosome. Each dot on the plot represents the average peak intensity around each gene. 

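SUZ12 bound 42 activated targets at 16 h and 48 repressive targets at 24 h. H3K27me3 accompanied it at 39 of the 42 and at 40 of the 48. Genes with SUZ12 but neither Bio-EZH1 nor H3K27me3 were rare, 1 activated target at 16 h and 0 repressive targets at 24 h. Over the genome SUZ12 had a common promoter peak at 3653 genes at 16 h and 3716 at 24 h, but at 4974 genes at 28 h and 2463 at 32 h.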

Detailed minima, maxima, centre, bounds of box and whiskers, and percentile value have been provided in Dataset EV8. (**E, F**) Venn diagram of overlap between SUZ12 bound targets and genes expressed with the highest level (peak) or lowest level (trough) at 16h (**E**) and 24h (**F**), as determined by TT-seq in wild-type (WT) synchronized C2C12 cells. (**G, H**) Violin plots illustrate the peak intensity of SUZ12 ChIP-seq peaks surrounding the transcription start site of genes expressed with the highest level (peak) or lowest level (trough) at 16h (**G**) and 24h (**H**) bound by EZH1 $\alpha$ , SUZ12 and H3K27me3 encompassing upstream and downstream regions spanning one nucleosome. Each dot on the plot represents the average peak intensity around each gene. 

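H3K27me3 marked 131 activated targets at 16 h and 100 repressive targets at 24 h. Most of the former, 86 genes, carried neither Bio-EZH1 nor SUZ12 at that time point, as against 37 of the latter. Seen over all time points, 83 activated and 43 repressive targets had H3K27me3 alone. The number of genes with a common H3K27me3 promoter peak was 9044 at 16 h, 8312 at 24 h and 6260 at 12 h in the whole genome.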

Detailed minima, maxima, centre, bounds of box and whiskers, and percentile value have been provided in Dataset EV8. (**I, J**) Venn diagram of overlap between H3K27me3 bound targets and genes expressed with the highest level (peak) or lowest level (trough) at 16h (**I**) and 24h (**J**), as determined by TT-seq in wild-type (WT) synchronized C2C12 cells. (**K, L**) Violin plots illustrate the peak intensity of EZH1 ChIP-seq peaks surrounding the transcription start site of genes expressed with the highest level (peak) or lowest level (trough) at 16h (**K**) and 24h (**L**) occupied by EZH1 $\alpha$ , SUZ12, and H3K27me3 encompassing upstream and downstream regions spanning one nucleosome. Each dot on the plot represents the average peak intensity around each gene. Detailed minima, maxima, centre, bounds of box and whiskers, and percentile value have been provided in Dataset EV8. To identify significant differences in peak intensity across time points, pairwise Wilcoxon rank-sum tests were conducted. The *P* values from these tests were adjusted for multiple comparisons using the Benjamini-Hochberg method.

How the deposited data were processed for this re-analysis (not part of the article)

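The data are the deposited ChIP-seq peak lists of synchronized C2C12 myotubes for Bio-EZH1, SUZ12, H3K27me3 and HA-EZH1α. Labels were given for 78 samples, of which 72 have a peak list, that is 4 profiles at 6 time points from 12 h to 32 h, every 4 h, with 3 biological replicates each. The remaining 6 are HA input samples without a peak list and were not used here. Conditions were taken from the sample labels, and replicate numbers were taken as biological replicates because the paper states 3 per time point. The labels of HA-EZH1α samples name C2C12 cells but neither an antibody nor the modified line.

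The authors trimmed the reads with BBDuk, aligned them with BWA 0.7.17 to the mouse genome mm10 and to the Drosophila genome BDGP6, parted the reads by genome with disambiguate, and removed duplicates with Picard. Properly paired reads of high mapping quality were kept with SAMtools 1.7, and peaks were called in each library with MACS2 2.2.4. The deposited lists of Bio-EZH1, SUZ12 and HA-EZH1α are narrow peaks, and their largest q-value is 0.05. Lists of H3K27me3 are broad peaks with a largest q-value of 0.1, and all of these peaks were kept wherever peaks were used as deposited. For each peak the authors' file gives a fold enrichment, the ratio of the signal to the background that MACS2 models. The deposited p-values and q-values are on the -log10 scale, and the deposited score is 10 times -log10 q. The paper does not state which filter was applied to the lists after peak calling. Spike-in factors, signal tracks, the control cells with BirA alone and read counts are not part of the lists, so the calibration between libraries and the signal intensities of the paper were not repeated. The read depth is therefore unknown, no interval from counting was computed, and the error given is the spread between replicates or between time points. A p-value here measures the spread between these samples only.

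Gene positions came from GENCODE M21 on GRCm38, the assembly of mm10. The 19 autosomes and chromosome X were used, with 53843 gene records of which 21755 are protein-coding, and 19 peaks on the mitochondrial genome were left out. The TSS was the 5' end of the gene record. Activated and repressive targets were those of Dataset EV5, with 1215 and 944 genes, all of them matched, and 45 genes in both sets. These 45 were left out of the Fisher's exact tests between the sets, but not of the comparison of TSS coverage. Backgrounds were all other annotated genes or protein-coding genes, and none was limited to transcribed genes. Peaks as deposited were used for the numbers of peaks, their positions and their overlaps. For bound genes a q-value under 0.01 was required, the threshold that the paper states for common peaks. A gene was called bound at a time point when all 3 replicates had such a peak within 3 kb of its TSS, the peaks of the replicates overlapping by at least 1 bp, and was called bound without further mention when this held at 1 or more time points. The share of targets bound over time was counted per library in a window of 1 nucleosome on either side of the TSS, among targets bound by that mark. Gene bodies began 1 kb downstream of the TSS.

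Enrichment at TSSs was measured against 100 random placements of the peaks of each library on their own chromosome, from 3 Mb onward, and folds were averaged as geometric means over the time points. Changes over time were tested with a permutation test of the F statistic over the 6 time points with 100000 permutations. Means over time points were compared by an exact sign-flip test, pairs of time points by an exact permutation test, and numbers of genes by Fisher's exact test. Tests were two-sided, except the one-sided permutation test of the genes that lose their H3K27me3 peak at 12 h. P-values were adjusted by the Benjamini-Hochberg method within each family of results. Regions present in 3 to 15 libraries of a profile were tested for a change over time with an exact test of presence, and the time labels were redrawn at random 99 times to count how many regions arise without a time effect. A cosine of 24 h was fitted to shares over time. Known motifs were counted in the centres of HA-EZH1α peaks and in their flanks, with Fisher's exact test. The test over time was tested on simulated data, where it called 13 of 200 courses without a change and 164 of 200 with a shift of 3 SD at 1 time point. On simulated regions the test of presence called all of the 201 Bio-EZH1, 549 SUZ12, 522 H3K27me3 and 215 HA-EZH1α regions that were made to change, and 0 where none changed. These rates hold for the change that was simulated, and the power for weaker or less regular changes was not tested.

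The 15 gene lists, with 354 genes that all matched, were fixed before the data were examined, as were the main settings and the alternatives for thresholds, windows, TSS definition, overlap, replicates, background and number of peaks. Figures and tables of the paper had been seen by then. The lists are core clock (20 genes), Hox clusters (39), developmental transcription factors outside Hox (73), neural lineage (22), cardiac, hepatic, blood, fat and bone lineages (22), myogenic regulators (15), muscle structural genes (30), Notch pathway (17), Wnt and Bmp signalling (26, with genes of Fgf and hedgehog ligands), cell cycle (26), cell cycle inhibitors (6), PRC2 subunits (12), PRC1 subunits (18), RNA polymerase II subunits (12) and housekeeping (16). They were tested for over-representation among bound genes of each profile against all annotated genes. Genes were named from those that the paper names, bound members of the core clock and PRC2 lists, the 10 activated and 10 repressive targets bound by all 3 marks at the most time points (ties ranked by the fold rank of their Bio-EZH1 peaks), the regions with the smallest p for a change over time, and up to 4 members per gene list, alphabetical among those bound at the most time points. Not every gene under this rule is named, and others were chosen after their values were seen, among them the single bound genes of short lists and the Hox genes outside HoxD. The alternative of binding at the matching time point was run for the numbers of genes as binding at 16 h and as binding at 24 h. After the values had been seen, alternatives without the 12 h libraries, without the 20 h and 24 h libraries, and with the share among all other bound genes taken off were added, and so were stricter q-values for 2 descriptive measures. Random numbers had fixed seeds. Computation used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.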

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

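In the HA-EZH1α libraries the place of the peaks changed with time. The tests of overlap with Bio-EZH1 and of likeness between time points were chosen after the results had been seen, and the comparison at equal numbers of peaks was planned.

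HA-EZH1α peaks lay within 1 kb of a TSS 13.4 ± 0.573 times as often as random placement gives at 12 h, 11.2 ± 1.00 times at 32 h, 6.09 ± 1.04 times at 16 h and 5.65 ± 0.169 times at 28 h (SD, n = 3). At 20 h and 24 h the folds were 1.1 ± 0.114 and 0.891 ± 0.0392, so that highest and lowest time points differed 15.1-fold, with all 3 libraries at 12 h above all 3 at 24 h (permutation test, p = 1e-05, the smallest possible, adjusted p = 2e-05). The paper does not describe this change. As a geometric mean over all time points the fold was 4.13 and did not pass the test (higher in 5 of 6 time points, exact p = 0.0938).

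Weak extra peaks at 20 h and 24 h were considered first, since these lists are the longest. With the same number of peaks in every library, those with the highest -log10 q, the time points still differed 10.3-fold (permutation p = 1e-05, the smallest possible), where this explanation required a ratio under 2. Extra weak peaks are therefore not the whole cause. Peaks unrelated to EZH1 sites stay open. The overlap with Bio-EZH1 was above every random placement at each of the 6 time points, with the lowest fold of 4.97 at 24 h. Unspecific peaks at open chromatin could exceed random placement too. The overlap involved 7.30% of HA-EZH1α regions at 24 h, 6.25% at 20 h and 7.13% at 28 h, against 31.3% at 12 h, 33.4% at 16 h and 28.5% at 32 h. At 28 h the TSS fold was 5.65, so low overlap was not limited to the time points without TSS enrichment.

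A difference between batches stays open. The labels give no batch or date. HA-EZH1α libraries of different time points shared a mean Jaccard index of 0.0784 and those of the same time point 0.248, which a preparation by time point and a true change with time both predict, so the 2 cannot be told apart. The time points nearest to each other in likeness were 12 h and 32 h (0.298), which are 20 h apart in time but close in phase on a 24 h cycle. Likeness did not follow phase throughout, since 16 h and 32 h came next (0.214). Pairs 4 h apart had 0.206 (12 h and 16 h), 0.0486 (16 h and 20 h), 0.121 (20 h and 24 h), 0.0107 (24 h and 28 h) and 0.0506 (28 h and 32 h). A redistribution of HA-EZH1α over the cycle may contribute, but Bio-EZH1, profiled at the same hours with another tag, differed only 1.28-fold between its highest and lowest time point.

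SUZ12 and H3K27me3 changed in the same measure by 1.43-fold each (permutation test, adjusted p = 0.00041 and 2e-05), with every SUZ12 library at 28 h above those at 24 h and every H3K27me3 library at 20 h above those at 12 h. For Bio-EZH1 the adjusted permutation p was 6.67e-05, with the 3 libraries of 16 h above the 3 of 24 h. No difference between profiles in these changes was tested.

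Beyond the clock genes that the paper discusses, HA-EZH1α had common promoter peaks at 3178 genes, of which 2205 are protein-coding. Of these genes 651 (20.5%) also had a common Bio-EZH1 promoter peak. The 3178 genes included 167 of the 1215 activated targets (13.7%, odds ratio 2.63, exact p = 3.38e-24) and 124 of the 944 repressive targets (13.1%, odds ratio 2.47, exact p = 1.17e-16). Against protein-coding genes alone the odds ratios were 1.41 (exact p = 0.000194) and 1.34 (exact p = 0.00444).

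Outside the circadian targets, Bio-EZH1 was found at large parts of lists of developmental genes. Apart from HoxD and Neurog1, the paper's text reports no binding at most genes of these lists. Bio-EZH1 was bound at 79.5% of developmental transcription factors outside Hox, 80.8% of genes of Wnt, Bmp, Fgf and hedgehog ligands, 72.7% of neural lineage genes, 53.8% of Hox genes, 47.1% of Notch pathway genes, 38.9% of PRC1 subunit genes and 31.8% of the genes of cardiac, hepatic, blood, fat and bone lineages. Of all other genes 7.73% to 7.82% were bound.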

How the results depend on the processing

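Alternatives without the 12 h libraries, without the 20 h and 24 h libraries, with the other bound genes taken off, and the stricter q-values for HoxD coverage and for the share of peaks within 1 kb of a TSS were chosen after the values had been seen. All others were planned. Of 653 alternatives, 571 left the result as it was, 22 weakened it, 10 strengthened it, 34 moved a count by more than 1.5 times and 16 reversed a direction. Where a result changed, the cause was not tested. Read depth is unknown, which limits every count of peaks or genes, and a gene without a peak is not shown to be unbound.

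TSS enrichment of HA-EZH1α passed the test at a q-value under 0.001 (4.91, adjusted exact p = 0.0312) and with equal numbers of peaks (5.46). With the TSS of any transcript the folds of Bio-EZH1 (2.82), SUZ12 (1.44) and H3K27me3 (1.26) no longer passed, and without 12 h the H3K27me3 fold of 1.44 had an adjusted exact p of 0.0833. Without single replicates the folds were 3.40 to 3.43 for Bio-EZH1, 1.65 to 1.68 for SUZ12, 1.36 to 1.38 for H3K27me3 and 4.04 to 4.29 for HA-EZH1α. Without 12 h, peaks per H3K27me3 library differed 1.07-fold (permutation p = 0.0693).

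The number of genes with a common promoter peak depended on the rule. Genes bound at all 6 time points were 2277 for Bio-EZH1, 1870 for SUZ12, 4221 for H3K27me3 and 51 for HA-EZH1α. At 16 h alone Bio-EZH1 had 2668, SUZ12 3653 and HA-EZH1α 1220, and at 24 h SUZ12 had 3716 and HA-EZH1α 345. Protein-coding genes were 2713, 3282 and 5301 for Bio-EZH1, SUZ12 and H3K27me3. HA-EZH1α reached 4975 with the gene body included and 5523 with 2 of 3 replicates, and without single replicates 3968 to 4163.

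Odds ratios of co-occupancy moved with promoter width and time. At repressive targets the SUZ12 odds ratio was 1.33 within 1 kb, 1.38 with the gene body and 1.29 with any transcript, each now past the test. It turned to 0.753 for binding at all 6 time points, 0.719 at 24 h and 0.801 among protein-coding genes. For all 3 marks at repressive targets it was 1.39 with the gene body and turned to 0.643 at all 6 time points, 0.818 at 24 h, 0.661 among protein-coding genes and 0.982 without genes under 2 kb from another TSS. Bio-EZH1 among protein-coding genes had 0.511 at activated and 1.04 at repressive targets. At activated targets all 3 marks had 0.797 with the gene body. Without the crowded genes Bio-EZH1 turned to 1.17 there, SUZ12 was 0.838 and all 3 marks 0.928, neither past the test.

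Repressive against activated targets, the SUZ12 odds ratio was 1.83 at all 6 time points, 1.55 at the matching time point and 1.37 without crowded genes, none past the test. For all 3 marks, with 1.70 at the main setting (adjusted exact p = 0.00866), it was 1.50 within 1 kb, 1.14 at all 6 time points, 1.44 at the matching time point and 1.06 without crowded genes, these 4 not past the test. H3K27me3 turned to 0.968 at the matching time point and 0.850 without crowded genes. Leaving out single replicates kept the 12 odds ratios on their side of 1, from 0.578 to 2.10.

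H3K27me3 body minus TSS at activated targets was -2.22 points with all deposited peaks (adjusted exact p = 0.0625) and -2.53 without 12 h, and -2.15 to -2.10 without single replicates. The difference in TSS coverage between sets for H3K27me3 was 1.14 points without 12 h (exact p = 0.0625, the smallest possible). H3K27me3 at repressive targets, 24 h minus 32 h, turned to 0.513 points within 1 kb and to 0.714 without replicate 1, and was -1.44 at the lowest when another replicate was left out. With other marked genes taken off, 24 h minus 12 h turned to -3.25 and 24 h minus 32 h was -6.53.

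The 68 alternatives for bound targets over time all left the changes past the test. For rhythm, Bio-EZH1 passed it within 1 kb at activated (R2 0.447) and repressive targets (0.451), and at activated targets with other bound genes taken off (0.469). Without single replicates R2 ran from 0.345 to 0.531 at activated and from 0.335 to 0.536 at repressive targets.

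Counts of regions that change over time moved with several settings. H3K27me3 regions fell to 0 at a q-value under 0.01 (3742 at an unadjusted p under 0.05), 0 without 12 h (3390), 1765 at a q-value under 0.001 and 3914 with equal numbers of peaks. SUZ12 gave 0 when regions in 2 to 16 libraries were tested (5300 at an unadjusted p under 0.05) and 0 with a cosine (2397). HA-EZH1α gave 2315 at a q-value under 0.001, 1980 with equal numbers of peaks and 0 without 20 h and 24 h (1633 at an unadjusted p under 0.05).

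The replicate numbers were also used as a replicate block, since groups share them. Replicates of the same number were not alike across time points, with 0 of 45 pairs above a correlation of 0.1 in any profile, so the unpaired tests are the main ones. In the replicate block the changes of peaks per library had adjusted permutation p-values of 0.00022 (Bio-EZH1), 0.00555 (SUZ12), 0.00219 (H3K27me3) and 0.00022 (HA-EZH1α), and those of bound targets 3e-05 to 0.00032. Changing regions in the block were 0 for SUZ12 (4085 at an unadjusted p under 0.05), 0 for H3K27me3 (8266) and 1142 for HA-EZH1α.

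Targets bound at all 6 time points were 46 activated and 63 repressive for SUZ12 and 93 and 87 for H3K27me3 with the gene body, and 32 activated for H3K27me3 within 1 kb. The odds ratio between sets turned to 1.19 for H3K27me3 with the gene body, to 0.922 for Bio-EZH1 without replicate 2 and to 0.884 for SUZ12 without replicate 3, and without single replicates the highest values were 1.39 and 1.30. HA-EZH1α was over-represented in 7 gene lists with the gene body, with any transcript and with 2 of 3 replicates. Without 12 h the overlaps of Bio-EZH1 and of SUZ12 with H3K27me3 were 7.10 and 6.89 times random placement (exact p = 0.0625), and that of HA-EZH1α with Bio-EZH1 without 20 h and 24 h was 19.8 times (exact p = 0.125), each the smallest p possible there.

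Among descriptive values, the share of peaks within 1 kb of a TSS was 28.0% for Bio-EZH1 and 13.7% for SUZ12 at a q-value under 0.001, and 24.4% and 37.2% for H3K27me3 under 0.01 and 0.001.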

Differences from the paper's values

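Counts of genes were compared at the paper's stated threshold, an adjusted p under 0.01 in all 3 replicates, with a promoter of 3 kb, whose width the paper's text does not give. The paper's Dataset EV6 lists 1912 names of genes with a promoter peak of EZH1, and 4214 genes were found here. For the same quantity the paper shows about 3200 in Appendix Fig. S16A, read by eye, which is within 1.5 times the number found here. Of the 15 alternatives set before the data were examined, 3 came within 1.5 times the number in Dataset EV6, namely binding at all 6 time points (2277), binding at 16 h (2668) and protein-coding genes only (2713), and the other 12 did not.

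The paper shows SUZ12 at about 170 activated targets in Appendix Fig. S16E, read by eye, against 89 here. Of 14 alternatives only the gene body (144) came close. H3K27me3 stands at about 290 activated targets in Appendix Fig. S16I, read by eye, against 154, and again only the gene body (223) of 14 came close. For repressive targets the paper's number is about 230 in Appendix Fig. S16J, read by eye, against 130, and 3 of 14 came close, all deposited peaks (158), the gene body (192) and any transcript (157).

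In the paper's Dataset EV7, activated targets with EZH1 only are 3, against 8 here, and 3 of 14 alternatives did not differ (the matching time point with 4, without crowded genes with 4, equal numbers of peaks with 3). With SUZ12 only the paper lists 15, against 3, and the gene body (10) alone did not differ. The paper's number with EZH1 and SUZ12 only is 5, against 17, and none of the 14 reached it. H3K27me3 only is 140 in the paper, against 83, with all deposited peaks (110) and the gene body (101) not differing. EZH1 and H3K27me3 only is 9 in the paper, against 2, with binding at all 6 time points (11) and at the matching time point (6) not differing. SUZ12 and H3K27me3 only is 88 in the paper, against 14, and none of the 14 reached it. The other alternatives differ in each case.

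Among repressive targets of Dataset EV7, EZH1 only is 19 in the paper, against 5, with only binding at all 6 time points (25) not differing. SUZ12 only is 14 in the paper, against 4, with only the gene body (10) not differing. EZH1 and SUZ12 only is 9 in the paper, against 35, with binding at all 6 time points (7) and at the matching time point (8) not differing. H3K27me3 only is 72 in the paper, against 43, and 4 alternatives did not differ, all deposited peaks (59), the gene body (51), any transcript (54) and equal numbers of peaks (51). EZH1 and H3K27me3 only is 22 in the paper, against 10, with only the matching time point (23) not differing. SUZ12 and H3K27me3 only is 38 in the paper, against 8, and none of the 14 reached it.

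Shares of peaks in promoters up to 1 kb had no alternative set before the data were examined. The paper shows about 33% to about 43% for EZH1 over the time points in Appendix Fig. S15C, read by eye, against 21.9% to 28.5% here. For H3K27me3 it shows about 18% to about 30% in Appendix Fig. S15E, read by eye, against 11.5% to 18.2%. SUZ12, with about 14% to about 22% in Appendix Fig. S15D, read by eye, against 10.4% to 15.4% here, did not differ by more than 1.5 times and lies below EZH1 in both. A related measure, the share of H3K27me3 peaks within 1 kb of a TSS, was 24.4% at a q-value under 0.01, a setting chosen after seeing the values, and how many of the paper’s peaks it drops cannot be counted because the paper lists none.

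The paper states that HA-tagged EZH1α associates with Bmal1, Per1 and Per2, and also reports EZH1α at their TSS by ChIP-qPCR. No common promoter peak was found at any of the 3, and 0 of 18 libraries had a promoter peak. Per1 was called at 28 h with the gene body included and with the TSS of any transcript, and Cry1 at 1 time point with the gene body included. Hoxd10 and Neurog1, the paper's strongly bound genes in ChIP-qPCR, had HA-EZH1α at 2 and 3 time points and Bio-EZH1 at 6, and Cry1 and Dbp, which the paper finds without a circadian pattern, had no common promoter peak in either profile at the main setting. Nr1d1, which the paper names with them, had HA-EZH1α at 28 h.

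The paper reports more H3K27me3 in the body of activated targets than at the TSS. Body coverage was 2.53% and TSS coverage 4.66% here, while coverage at 1 kb downstream (5.35%) was above that at the TSS (4.62%), as the paper states.

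The paper finds a change over time only for H3K27me3 at repressive targets. All 6 combinations of mark and target set changed here, by 25.5 to 60.6 percentage points, and H3K27me3 at repressive targets, with 32.6, was among them. The paper's test took the signal at genes as replicates, and the test here the presence of peaks with libraries as replicates. From 24 h to 32 h the paper's figure has a decrease of H3K27me3 at repressive targets. The share of marked targets was 41.8% at 24 h and 42.1% at 32 h, and a decrease appeared within 1 kb of the TSS (0.513 points) and without replicate 1 (0.714 points), while with other marked genes taken off, an alternative chosen after seeing the values, 24 h minus 32 h was -6.53 points. From 12 h to 24 h the rise of 20.3 points goes the way of the paper's figure, but with other marked genes taken off the difference, 24 h minus 12 h, was -3.25 points. The highest share was at 16 h (54.1%), while the paper places the peak of H3K27me3 with EED entry and complex assembly.

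The paper describes EZH1 and SUZ12 as constant at activated targets. Of the bound targets 38 of 82 had Bio-EZH1 and 18 of 89 had SUZ12 at all 6 time points. Counting the gene body, SUZ12 had 46.

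The paper reports H3K27me3 enrichment at the TSS of repressive targets. Coverage there was 5.68%, above the 4.62% of activated targets, as the paper states, and below the 11.4% of all annotated genes. It did not rise towards the TSS, with 5.90% at 3 kb and 5.77% at 1 kb upstream, and was highest 1100 bp downstream (6.86%).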

Other observations

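HA-EZH1α was found at 24 of 73 developmental transcription factors (odds ratio 7.86, adjusted exact p = 1.54e-11), 10 of 39 Hox genes (adjusted exact p = 0.000264), 7 of 22 neural lineage genes (adjusted exact p = 0.000721) and 6 of 26 genes of Wnt, Bmp, Fgf and hedgehog ligands (adjusted exact p = 0.00907). Nkx2-5, Pax5, Hoxb4, Neurog2 and Wnt7b were among these. It was also found at the promoters of Actb and Ywhaz, among 3 of 16 housekeeping genes (adjusted exact p = 0.142), and at Ttn, Myh1 and Ryr1, among 4 of 30 muscle structural genes (adjusted exact p = 0.203), though neither list passed the test. Clock, Nr1d1, Bhlhe41 and Rora made up 4 of 20 core clock genes (adjusted exact p = 0.0633).

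Other lists held few HA-EZH1α genes. These were Jarid2 of 12 PRC2 subunits, Phc1 of 18 PRC1 subunits, Hes5 of 17 Notch genes, Cdc45 of 26 cell cycle genes, Pax7 of 15 myogenic regulators, Tal1 and Runx2 of 22 genes of other lineages, and 0 of 6 cell cycle inhibitors and 0 of 12 RNA polymerase II subunits, with adjusted exact p-values of 0.595 to 1. At 12 h, HA-EZH1α centres held the GC box, the site of SP1 and related factors, 4.37 times as often as their flanks (44.7% and 10.2%, adjusted exact p = 2.02e-146), the ETS site 4.23 times and the NRF1 site 11.4 times as often. At 32 h the ratios were 4.10, 5.43 and 21.

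The counts of changing regions under redrawn time labels and the AP-1 motif were examined only after the results had been seen, and the other tests of this part were planned. Subtraction of other bound genes was added to the settings later, although its bounds had been written down first.

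The share of bound targets rose and fell over time in all 6 combinations of mark and target set, and a change of peak calls in the whole library was weighed against one at the targets. For H3K27me3 at repressive targets, taking off the other marked genes left a range of 7.22 percentage points of the former 32.6, a ratio of 0.222, and the permutation p remained 0.00363. Most of that change is therefore shared with the rest of the genome, and a smaller part is not. Over all 6 combinations the question stays open, since 1 of 6, SUZ12 at repressive targets, kept over 50% of its range with a p under 0.05. A different number of peaks per library is excluded as the whole cause for H3K27me3 at repressive targets, because the range was 32.0 points with equal numbers of peaks. A circadian change of PRC2 at the level of the genome may underlie the shared part, but a difference in yield between time points predicts the same.

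H3K27me3 lists at 12 h held more peaks, and in 2 of 3 libraries shorter ones than any library of another time point (replicate 1 had a median length of 1983 bp), with a mean fold enrichment of 2.24 against 2.68 to 3.06 later (not calibrated between libraries, since the lists carry no spike-in factor) and a covered length of 272 Mb against 205 to 271 Mb. Wide domains split into pieces do not account for it, since after joining peaks up to 3 kb apart the number at 12 h was 1.36 times the mean of the other time points, where this explanation required a ratio under 1.1. Weaker enrichment at 12 h predicted that genes losing their peak at 12 h stood lower at 16 h. They did, by 8.49 percentiles (88.8 for 4221 genes kept and 80.3 for 2175 lost, one-sided permutation p = 0.0001, the smallest possible), but genes lost at any other time point stood lower too, by 21.0 to 47.8 percentiles, so the test decides nothing. Weaker enrichment may account for the pattern, and no biological explanation was tested.

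Regions of HA-EZH1α that change over time numbered 3745 of 10764 tested, those of H3K27me3 7011 of 26134 and those of SUZ12 601 of 27497. Only 1 of 100 labellings, the real one, gave as many in each of these profiles and the highest of the others was 0, so chance is excluded for them at the main setting. Other settings gave 0 regions, namely the replicate block for SUZ12 and H3K27me3 (4085 and 8266 at an unadjusted p under 0.05), regions in 2 to 16 libraries (5300) and a cosine (2397) for SUZ12, a q-value under 0.01 (3742) or no 12 h libraries (3390) for H3K27me3, and no 20 h and 24 h libraries (1633) for HA-EZH1α. For Bio-EZH1 0 of 10087 regions passed the adjusted exact test of presence, with 1729 at an unadjusted p under 0.05 against a median of 141 and a highest of 662 in redrawn labels. All 100 of 100 labellings gave as many adjusted calls (highest other 0), as they must for a count of 0, so chance is not excluded by this comparison, which decides nothing. At an unadjusted p under 0.05, HA-EZH1α had 5056 regions (highest other 1230), H3K27me3 10700 (1219) and SUZ12 5300 (1272). The exact test takes few values, and its smallest p is 0.000411.

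HA-EZH1α regions at 20 h and 24 h held the AP-1 site 2.63 and 2.52 times as often in centres as in flanks (10.8% and 4.12%, 9.15% and 3.63%, adjusted exact p = 4.77e-27 and 1.84e-17), which may point to enhancers bound by AP-1 factors, whereas the MyoD E-box was enriched 1.31 and 1.17 times. Of the bounds set for and against sites of myogenic E-box factors, the ratio at 20 h lies between them and that at 24 h below the lower one. Neither bound was met at both time points, so this explanation stays open.

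Of the 2543 genes bound by HA-EZH1α at 12, 16 or 32 h, 73.0% had no common H3K27me3 promoter peak, which met the bound written down for promoters without H3K27me3 but decides nothing, because 80.3% of all genes and 75.6% of protein-coding genes lack one. Genes bound by HA-EZH1α had such a peak more often than other genes (odds ratio 1.54, exact p = 1.2e-19, and 1.14 among protein-coding genes, exact p = 0.0199), which goes against a preference for promoters without it.

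HA-EZH1α regions overlapped H3K27me3 regions in 29.0% of cases at 12 h, 37.3% at 16 h and 28.4% at 32 h, above every random placement (2.46, 2.91 and 2.81 times the mean). At 20, 24 and 28 h the overlap was 1.14, 1.01 and 0.882 times the mean of random placement and not above its highest value.

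Differences in TSS coverage between repressive and activated targets were larger for Bio-EZH1 than for H3K27me3 by 1.99 points (6 of 6 time points, exact p = 0.0312, adjusted p = 0.0938), and no pair of marks passed the adjusted test. The time points share the same genes, so these p-values measure constancy over time only.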
